# Single cell sequencing maps skeletal muscle cellular diversity as disease severity increases in dystrophic mouse models

**DOI:** 10.1016/j.isci.2022.105415

**Published:** 2022-10-21

**Authors:** Kholoud K. Saleh, Haibin Xi, Corey Switzler, Emily Skuratovsky, Matthew A. Romero, Peggie Chien, Devin Gibbs, Lily Gane, Michael R. Hicks, Melissa J. Spencer, April D. Pyle

**Keywords:** Animal physiology, Biological sciences, Cellular physiology, Natural sciences, Omics, Physiology, Transcriptomics

## Abstract

Duchenne muscular dystrophy (DMD) is caused by out-of-frame mutations in the DMD gene resulting in the absence of a functional dystrophin protein, leading to a devastating and progressive lethal muscle-wasting disease. Little is known about cellular heterogeneity as disease severity increases. Advances in single-cell RNA sequencing (scRNA-seq) enabled us to explore skeletal muscle-resident cell populations in healthy, dystrophic, and severely dystrophic mouse models. We found increased frequencies of activated fibroblasts, fibro-adipogenic progenitor cells, and pro-inflammatory macrophages in dystrophic gastrocnemius muscles and an upregulation of extracellular matrix genes on endothelial cells in dystrophic and severely dystrophic muscles. We observed a pronounced risk of clotting, especially in the severely dystrophic mice with increased expression of plasminogen activator inhibitor-1 in endothelial cells, indicating endothelial cell impairment as disease severity increases. This work extends our understanding of the severe nature of DMD which should be considered when developing single or combinatorial approaches for DMD.

## Highlights

• scRNA-seq reveals cell differences in healthy, dystrophic, and severely dystrophic muscles
• Increased frequency of activated fibroblasts and FAP cells in dystrophic environments
• Co-existence of pro- and anti-inflammatory signatures in dystrophic environments
• Endothelial cell impairment is evident in severely dystrophic environment

## Introduction

Duchenne muscular dystrophy (DMD) is an X-linked recessive, severe progressive muscle wasting disease affecting ∼1–5000 male live births (Mendell and Lloyd-Puryear, 2013; Mendell et al., 2012; Moat et al., 2013). Both devastating and fatal, DMD patients are diagnosed typically before their fifth year of age, are wheelchair bound in their teens, and prematurely die in their thirties. DMD is caused by a loss-of-function mutation in the *DMD* gene, the largest known gene in the human genome, that results in the absence of a functional dystrophin protein (Hoffman et al., 1987). The regenerative capacity of skeletal muscle is mainly achieved through the differentiation of satellite cells, a muscle stem cell (MuSC) population present between the basal lamina and sarcolemma of the muscle fibers (Lepper et al., 2011; Mauro, 1961; Murphy et al., 2011; Sambasivan et al., 2011). In DMD, impaired regeneration arises because either MuSCs are rendered dysfunctional because of impaired polarity establishment or because of progressive exhaustion (Dumont et al., 2015; Sacco et al., 2010; Webster and Blau, 1990). Eventually, lack of proper regeneration leads to muscle fiber necrosis and generation of excess fibrotic tissue (Klingler et al., 2012).

The most common mouse model used to study DMD is the mdx mouse, which has a nonsense mutation in exon 23 in the X chromosome that arose spontaneously in a C57BL/10 colony (Bulfield et al., 1984; Sicinski et al., 1989). The mdx mouse model lacks dystrophin protein, has elevated plasma levels of muscle creatine kinase, and present histological muscle lesions like that of human disease. However, adult mdx mice do not fully recapitulate the human disease in terms of pathogenic progression. The mdx mouse model lifespan is not significantly reduced, regeneration of muscle fibers is not persistent, and lacks extensive fibro-fatty replacement of muscle fibers, thus the mdx model does not fully recapitulate human clinical disease progression (Carnwath and Shotton, 1987; COULTON et al., 1988; DiMario et al., 1991). Because the discovery of mdx mice, several other mouse models have been generated for DMD in different genetic backgrounds. One of which is the DBA/2-mdx (hereafter referred to as mdxD2) mouse strain. MdxD2 mice exhibit lower muscle weight, fewer muscle fibers and increased fibro-fatty deposition in comparison with the mdx strain (Fukada et al., 2010). Genetic modifiers on the DBA/2 genetic background, including osteopontin (Spp1), synonymous variant in Annexin A6 (Anxa6) exon 1, and polymorphisms in the coding region of the latent TGF-β-binding protein 4 gene (Ltbp4), generate a more severe muscular dystrophy mouse model (Heydemann et al., 2009; Quattrocelli et al., 2017; Swaggart et al., 2014). The exacerbated TGF-β signaling, increased inflammation, increased fibrosis, and progressive weakness and atrophy in the mdxD2 mouse model better recapitulate the characteristics of DMD human disease (Capote et al., 2016; Hammers et al., 2020; Mázala et al., 2020).

Recently, single-cell RNA sequencing (scRNA-seq) has improved our understanding of skeletal muscle and the cellular dynamics and myogenic continuum of homeostatic and regenerating muscle (Cho and Doles, 2017; Dell’Orso et al., 2019; Giordani et al., 2019; Micheli et al., 2020; Oprescu et al., 2020). Recent studies have shown that endothelial cells (ECs) are incredibly heterogeneous in healthy muscle (Fan et al., 2021; Kalucka et al., 2020; Tombor et al., 2021). In addition, the cross-talk between ECs and MuSCs has been established (Christov et al., 2007; Verma et al., 2018,^2021^). However, a thorough characterization of skeletal muscle-resident cellular composition and dynamics in pathological conditions, such as in DMD mouse models, has not been described at the single-cell transcriptomic level. Moreover, in DMD mouse models there is little understanding of the cellular interaction between supportive cells in the muscle, such as stromal cells and macrophages, and ECs.

Here, we evaluated the cellular composition of skeletal muscle-resident cell populations between healthy (wt-NSG), dystrophic (mdx-NSG), and severely dystrophic (mdxD2-NSG) mouse models, which are used routinely to evaluate cell-based therapeutics. We found that as the disease severity increases, the dynamics of cellular subpopulations of stromal cells, macrophages, and ECs changes. We demonstrate an increased prevalence of macrophages, both pro-inflammatory and anti-inflammatory macrophages, activated fibro-adipogenic progenitor (FAP) cells and, activated fibroblasts in the dystrophic and severely dystrophic muscles. Moreover, we identify a capillary EC subpopulation with an increased occurrence in severely dystrophic muscle. To further our understanding of EC differences between healthy and DMD conditions, and the role that the microenvironment plays in such differences, we investigated interactions between predicted released ligands from stromal cells and macrophages, and their potential differentially expressed target genes on EC, utilizing NicheNet analysis (Browaeys et al., 2020). To the best of our knowledge, for the first time we have identified upregulation of extracellular matrix (ECM) genes in severely dystrophic ECs. We have further identified the upregulation of plasminogen activator inhibitor-1 (PAI-1), a serine protease inhibitor that functions as procoagulant, in severely dystrophic ECs, indicating further functional impairment of ECs (Handt et al., 1996). Overall, this work provides a resource for understanding how the cellular dynamics and skeletal muscle microenvironment changes as disease severity progress and could provide potential avenues for considering when developing combination stem cell or single therapeutics for DMD.

## Results

### scRNA-seq reveals skeletal muscle cellular heterogeneity between healthy and DMD immunodeficient mouse models

Using scRNA-seq we evaluated changes in cellular composition of 8-week-old healthy (wt-NSG), dystrophic (mdx-NSG) and severely dystrophic (mdxD2-NSG) gastrocnemius muscles. 

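The data came from 6 gastrocnemius muscles of male mice aged 8 weeks, 2 from each of the wt-NSG, mdx-NSG and mdxD2-NSG models, and each muscle gave its own library of sorted live cells. The NSG background carries mutations that leave the mice without mature lymphocytes, mdx mice carry a nonsense mutation in Dmd, and the mdxD2 strain has it on the DBA/2 background. The authors counted unique molecular identifiers (UMIs), each of which marks 1 captured RNA molecule, per gene and cell barcode with Cell Ranger on the mm10 (GRCm38) genome, and the raw counts of 31053 genes were used here. The files held 5015 and 3046 barcodes for the wt-NSG muscles, 7249 and 2735 for mdx-NSG and 8731 and 7373 for mdxD2-NSG. Barcodes were filtered as the paper states, with 500 to 5000 genes in wt-NSG, 800 to 6000 genes in the other two models and at most 15% mitochondrial UMIs. The kept cells of the wt-NSG libraries held 36138513 and 15031662 UMIs, those of mdx-NSG 65407171 and 11312431, and those of mdxD2-NSG 74193316 and 83505201. A median cell held between 8912 and 12669.5 UMIs, depending on the library. Counts were scaled to 10000 per cell and log-transformed, cell cycle scores were regressed out, and cells were clustered on 30 principal components of 2000 variable genes after Harmony integration over the libraries. Clusters were named by lists of marker genes taken from the paper, with common markers added, that were fixed in advance, so a name below means that a cluster resembles the type in the paper. For tests of genes, the UMIs of 1 cell type were summed within each muscle, and for tests of shares the cells of each type were counted in each muscle. The muscle and not the cell was the replicate throughout. Since a permutation of 2 muscles against 2 cannot give a 2-sided p below 0.333, all genes or all cell types were fitted in a single edgeR model of the 3 groups. Wilson and Poisson intervals given with single libraries cover counting error only.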

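The gene that defines the models, Dmd (ENSMUSG00000045103, chromosome X from 82948870 to 85206141 of mm10), was examined first in each library. It gave 847 and 381 UMIs in the wt-NSG libraries, which is 23.4 and 25.4 CPM (UMIs per 1000000 UMIs of the library) over all kept cells, and 4.60 and 5.88 CPM in mdxD2-NSG. The mdx-NSG libraries differed from each other, with 7.45 CPM in replicate 1 and 26.2 CPM (296 UMIs, Poisson 95% interval 23.3 to 29.3) in replicate 2. Within MuSCs, Dmd stood at 175 and 136 CPM in wt-NSG, at 57.1 and 169.6 in mdx-NSG and at 45.8 and 5.70 in mdxD2-NSG, the last from 2 UMIs. In pericytes the values were 144 and 144, 56.4 and 138, and 65.5 and 83.6 in the same order. Dmd in the library labelled mdx-NSG replicate 2 was thus near the wt-NSG level in each of these types. Its macrophages were not those of the wt-NSG muscles, since M2c-like cells made up 24.03% of them against 0.860% and 0.662% in wt-NSG. Among 14 genes that separated mdx-NSG replicate 1 from both wt-NSG libraries by more than 20-fold, replicate 2 was on the log scale nearer to mdx-NSG replicate 1 for 7 and nearer to wt-NSG for 7, and in CPM for 3 and 11. Nearer to mdx-NSG replicate 1 on the log scale was Gm13305, with 1.86 CPM in replicate 2, 1.64 in mdx-NSG replicate 1 and 262 and 268 in wt-NSG, and nearer to wt-NSG was Plac9b, with 19.6, 1.19 and 24.1 and 40.9. Both genes and the threshold were chosen after the values had been seen. The library was kept under its label, and every direction below that rests on mdx-NSG rests in part on it.

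**Figure D1:**
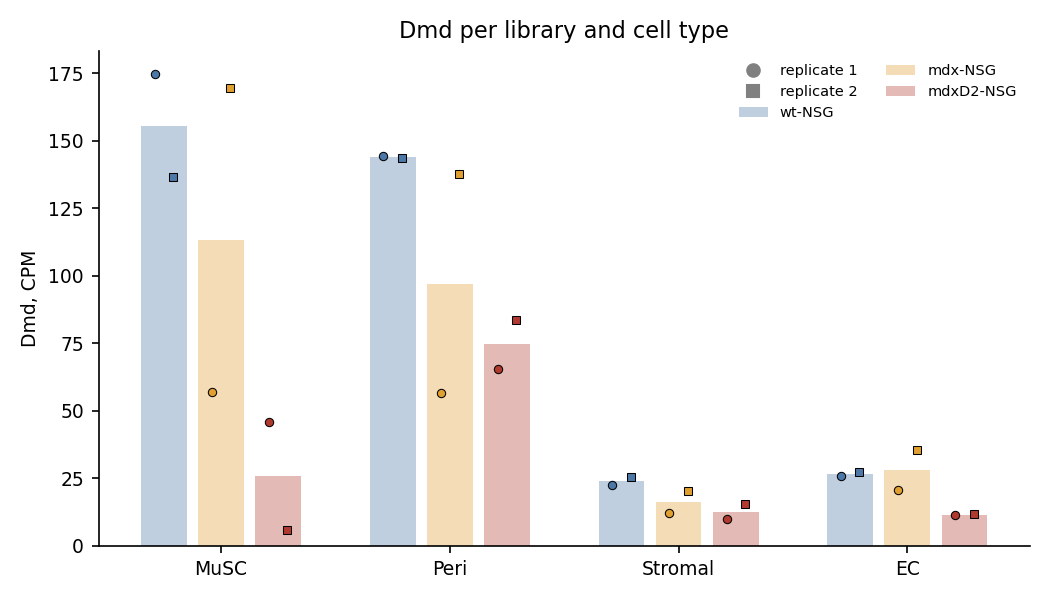
Dmd in CPM (vertical axis) in MuSCs, pericytes, stromal cells and ECs (horizontal axis) of each library; points are libraries and bars the mean of the 2 muscles of a model. The square of mdx-NSG, which is the library labelled replicate 2, lies near the wt-NSG points in all 4 types, at 35.5 CPM in ECs.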

In brief, single-cell suspensions from gastrocnemius muscles were prepared, live cells were collected using fluorescence-activated cell sorting (FACS), the single cell libraries were generated using the 10X Genomics Chromium platform and samples were sequenced on Illumina NovaSeq 6000 platform (n = 2 muscles per mouse model, individually sorted and sequenced) (Figure 1A). Samples were first individually analyzed using Seurat by performing filtering, normalizing, scaling, and dimensionality reduction analysis (Figures S1A–S1C). After the initial analysis we were able to obtain and integrate a total of 4180, 5723 and 11,017 cells from wt-NSG, mdx-NSG and mdxD2-NSG, respectively, using the Harmony package (Figures S1D and S1E; Table S1) (Korsunsky et al., 2019). 

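With the stated filters, 3342 and 1661 cells of the wt-NSG libraries were kept, 5618 and 1186 of mdx-NSG and 6446 and 5838 of mdxD2-NSG, which gave 5003, 6804 and 12284 cells per model and 24091 in all. The share of barcodes kept ran from 43.4% in the library labelled mdx-NSG replicate 2 to 79.2% in mdxD2-NSG replicate 2. A single filter of 500 to 6000 genes for every library gave 5074, 7420 and 13483 cells. When the barcodes with the highest Scrublet doublet scores were left out at the rate that 10x Genomics gives, 4829, 6452 and 11490 cells remained. Clustering of all cells gave 37 clusters, and clusters without a clear name held 3.46% of the wt-NSG cells, 5.61% of mdx-NSG and 7.43% of mdxD2-NSG.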

We used uniform manifold approximation and projection (UMAP) to visualize our scRNA-seq dataset (Figures 1B and 1C)(Korsunsky et al., 2019). Unsupervised clustering resulted in a total of 46 different clusters in our integrated data which we merged based on gene expression into established identified cell types in skeletal muscle.

**Figure 1:**
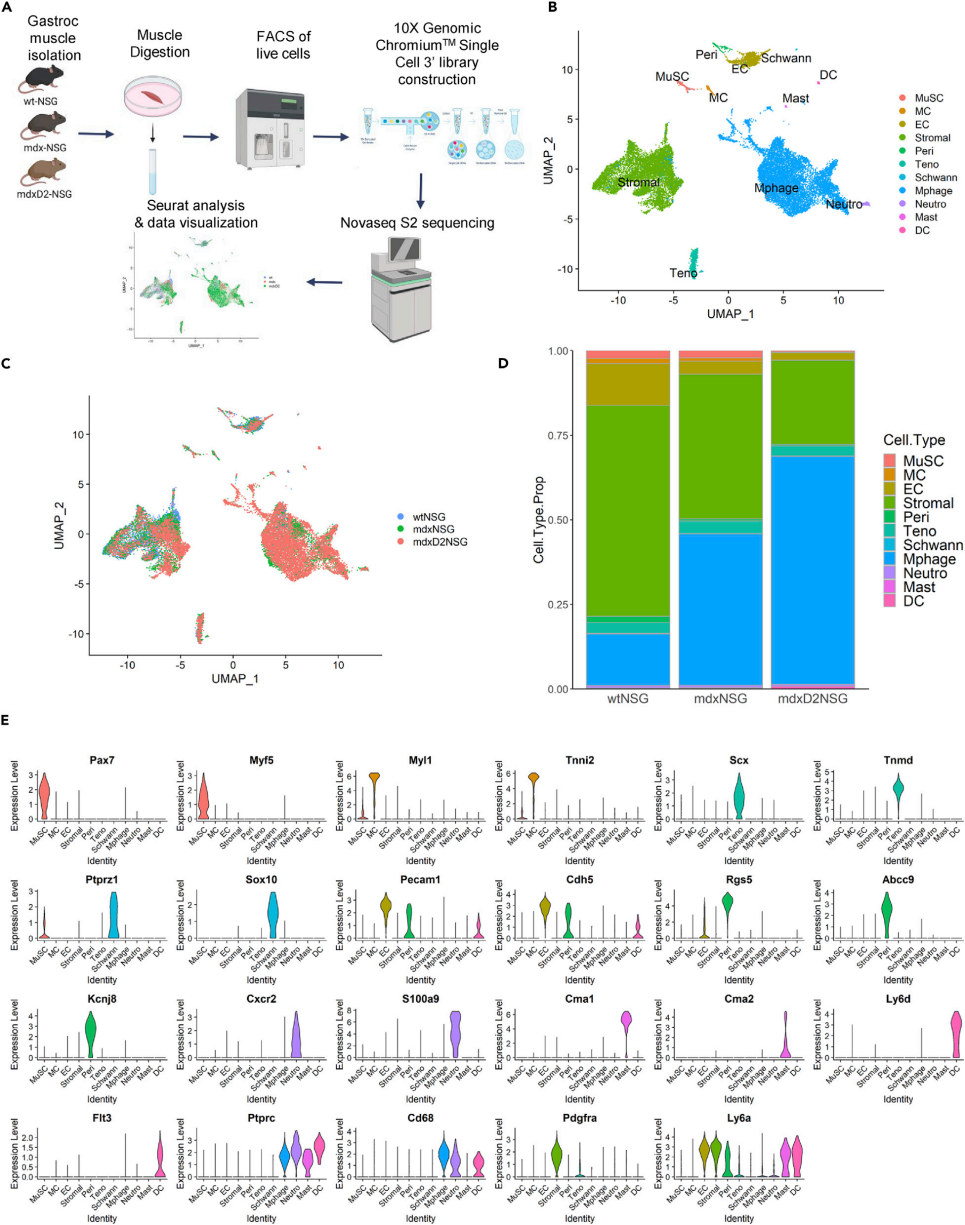
Single-cell RNA sequencing reveals cellular heterogeneity between healthy and dystrophic muscle states (A) Schematic illustrating the experimental workflow for scRNA-seq with 10X genomics platform. Briefly, single-cell suspension from right gastrocnemius muscles was prepared by mechanical and enzymatic dissociation followed by live cell sorting. Following library preparation, sequencing was performed on Illumina Novaseq 6000 S2 platform, and the raw data were processed by Cell Ranger (10X Genomics) to generate a gene-cell expression matrix. Metrices were then analyzed individually using Seurat and integrated using Harmony packages (n = 2 replicates for each mouse model). (B) UMAP embedding of integrated scRNA-seq data with a total of 20,920 cells analyzed from wt-NSG, mdx-NSG and mdxD2-NSG gastrocnemius muscles (See also Table S1 for cell population counts in each mouse model). (C) UMAP embedding of integrated scRNA-seq data grouped by mouse model. (D) Relative proportion of cell populations in healthy, dystrophic and severely dystrophic gastrocnemius skeletal muscles. (E) Violin Plot showing the main gene expression markers used to identify gastrocnemius skeletal muscle cellular composition (also see Table S2 for top 20 marker genes in each cluster). MuSC: muscle satellite cells, MC: myocytes, EC: endothelial cells, Stromal: stromal cells including fibro-adipogenic progenitor cells and fibroblasts, Peri: pericytes, Teno: tenocytes, Schwann: Schwann cells, Mphage: macrophages, Neutro: neutrophils, Mast: Mast cells, DC: dendritic cells.

Muscle satellite cells (MuSC) were marked by *Pax7* and *Myf5* expression, myocytes (MC) were marked by *Myl1* and *Tnni2*, tenocytes (Teno) were marked by *Scx* and *Tnmd*, Schwann cells (Schwann) were marked by *Ptprz1* and *Sox10*, ECs were marked by *Pecam1* and *Cdh5* and pericyte (Peri) expressed *Rgs5, Abcc9*, and *Kcnj8* (Bondjers et al., 2003,^2006^; Giordani et al., 2019; Micheli et al., 2020; Xi et al., 2020). 

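UMIs of the T cell genes Cd3e, Cd3d, Trac, Trbc2 and Lck, the B cell genes Cd79a, Ms4a1, Cd79b and Pax5 and the natural killer genes Ncr1, Klrb1c, Gzma, Prf1 and Eomes were counted in single cells after each cell had been thinned to 2000 UMIs. In immune cells, at least 1 of the T cell genes was seen in 0.743% of 673 cells of wt-NSG, 0.505% of 2573 of mdx-NSG and 0.209% of 7188 of mdxD2-NSG, with median depths of 8846, 10539 and 10935 UMIs before thinning. Stromal cells, which should lack these RNAs and held medians of 12892, 11038 and 14065 UMIs, gave 0.0386%, 0.151% and 0.468%. Of the immune cells, 2 or more T cell genes were seen in 10 cells of mdx-NSG and in 0 cells of the other two models, which allows shares of up to 0.446% in wt-NSG and 0.0417% in mdxD2-NSG with 3 cells as the limit of a count of 0. Without thinning, 10 of the 20 dendritic-like cells of mdx-NSG replicate 1 (50.0%, Wilson 95% interval 29.9 to 70.1) held at least 2 of the genes and 8 held at least 3, with 36 UMIs of Cd3e, 68 of Cd3d, 50 of Trac, 167 of Trbc2 and 17 of Lck. All other cells of that library gave 1 such cell in 5598 (0.0179%, Wilson 95% interval 0.00315 to 0.101). At least 1 of the B cell genes was seen in 1.78%, 3.38% and 1.54% of the immune cells of wt-NSG, mdx-NSG and mdxD2-NSG and in 0.0386%, 0.0378% and 0.301% of the stromal cells, and 2 of them in 0 cells. At least 1 natural killer gene was seen in 0%, 0.0777% and 0.0139% of the immune cells in the same order, and 2 of them in 0 cells. Without thinning, these shares were 0.145%, 0.490% and 0.136%. Of the 10 dendritic-like cells of mdx-NSG replicate 1 with at least 2 T cell genes, 6 then also held a natural killer gene. None of the 37 clusters had more than 1 gene of any of the lists in 10% or more of its cells. The count of cells with 2 or more of the genes was chosen after the data had been seen.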

Because these mice are immunodeficient, they lack mature T-, B- and natural killer cells which are absent in our scRNA-seq set. However, we were able to detect clusters of immune cells namely neutrophils (Neutro), which are marked by *Cxcr2* and *S100a9*, mast cells (Mast), marked by *Cma1* and *Cma2*, and dendritic cells (DC), marked by *Ly6d* and *Flt3*, which are not ablated in NSG immunodeficient mouse models. In addition, we were able to capture macrophages, marked by *Ptprc* and *Cd68*, which constituted one of the largest clusters in mdx-NSG and mdxD2-NSG muscles (Figure 1D). 

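Macrophages made up 13.9% and 9.09% of the cells of the wt-NSG muscles (11.5% ± 3.41, mean and SD, n = 2), 41.8% and 13.0% of the mdx-NSG muscles (27.4% ± 20.4) and 58.0% and 56.5% of the mdxD2-NSG muscles (57.3% ± 1.08). They were the largest class in both mdxD2-NSG muscles and in mdx-NSG replicate 1. The lower of the mdx-NSG values belongs to the library labelled mdx-NSG replicate 2, in which macrophages came after stromal cells. With doublets removed the share was 36.9% in mdx-NSG replicate 1 and 50.9% in mdxD2-NSG replicate 1, and with a single filter for all libraries the share in the library labelled mdx-NSG replicate 2 was 12.3%.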

Stromal cells (Stromal), marked by *Pdgfrα* and *Ly6a,* constituted the largest cluster in wt-NSG muscles, and second largest clusters in mdx-NSG and mdxD2-NSG muscles. 

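The stromal share was 49.0% and 59.8% in the wt-NSG muscles (54.4% ± 7.64, mean and SD, n = 2), 38.0% and 48.6% in mdx-NSG (43.3% ± 7.48) and 22.6% and 26.8% in mdxD2-NSG (24.7% ± 2.92). ECs followed in wt-NSG with 18.2% and 15.3%, and they made up 5.52% and 11.6% of the mdx-NSG cells and 4.37% and 2.21% of the mdxD2-NSG cells. Of the 33 tests of class shares over the 3 comparisons, 6 passed an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 10 an unadjusted p of 0.05. Between mdxD2-NSG and wt-NSG the log2 change in share was -2.34 for ECs (SE 0.72, adjusted p = 0.0301) and -4.03 for the MC class of muscle cells (SE 0.79, adjusted p = 0.00280), and for both each mdxD2-NSG muscle lay below each wt-NSG muscle. With TMM scaling over the cell types the EC change was -0.88 (adjusted p = 0.425), and with 1 library left out its adjusted p was 0.107 without wt-NSG replicate 1, 0.0996 without wt-NSG replicate 2, 0.110 without mdxD2-NSG replicate 1 and 0.260 without mdxD2-NSG replicate 2. The MC change had an adjusted p of 0.0656 without mdxD2-NSG replicate 1 and 0.136 without mdxD2-NSG replicate 2 (edgeR with Benjamini-Hochberg adjustment).

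**Figure D2:**
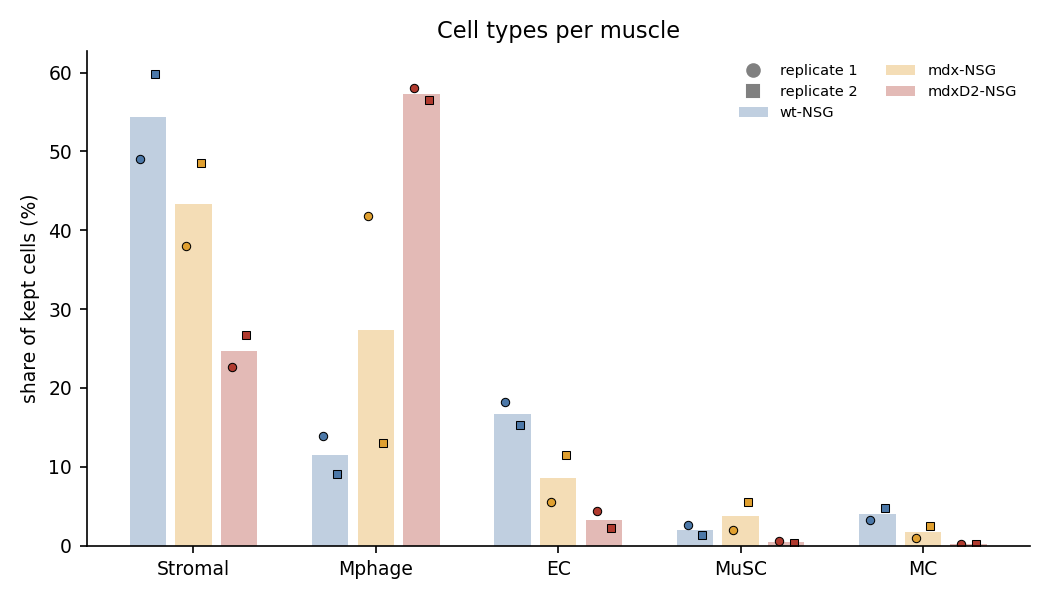
Share of the kept cells in percent (vertical axis) for stromal cells, macrophages, ECs, MuSCs and muscle cells (horizontal axis); points are muscles and bars the mean of the 2 muscles of a model. Macrophages reach 58.0% in mdxD2-NSG, and the 2 mdx-NSG points lie far apart.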

Gene expression markers used to identify each cell type cluster is shown in Figure 1E and a list of the top 20 marker genes in each cell type cluster is provided in Table S2 (Table S2, relevant to main Figure 1E).

### Muscle satellite cell sub-clustering reveals differences in stem cell states

To explore the transcriptional changes between healthy, dystrophic and severely dystrophic MuSC, we subclustered a total of 269 MuSCs, performing further normalization and integration of MuSCs to identify cellular subtypes. Unsupervised clustering resulted in a total of 6 subpopulations in which we merged to 5 MuSC subtypes or derivatives based on their gene expression profile (Figure 2). We identified a cluster of differentiated or committed MuSC was marked by *Myog* (Myog+), and a cluster of quiescent satellite cells that was marked by *Pax7*, *Myf5*, *Chodl* and *Spry1* (Pax7+Myf5+Myod1-). Moreover, we identified two clusters of activated MuSC with *Pax7*, *Myf5* and *Myod1* expression, however one of these clusters only was enriched for Cxcr4 (Pax7+Myf5+Cxcr4+, and Pax7+Myf5+Myod+) (Figures 2A and 2B). Of interest, we have identified a MuSC cluster that had an immune signature expressing *C1qa/b*, *Lyz2* and *Cd53* (Figure 2A). This immune cluster comprised about 25% of MuSCs subtypes in mdxD2-NSG model (Figures 2C and 2D). 

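MuSCs numbered 86 and 23 in the wt-NSG muscles, 110 and 65 in mdx-NSG and 41 and 19 in mdxD2-NSG. The cluster with Pax7 and C1qa held 5 of these cells in mdxD2-NSG replicate 1 (12.2%, Wilson 95% interval 5.32 to 25.5) and 1 in replicate 2 (5.26%, 0.935 to 24.6). Its share was 1.16% and 4.35% in wt-NSG and 3.64% and 3.08% in mdx-NSG. The log2 change between mdxD2-NSG and wt-NSG was 2.30 (SE 1.02, adjusted p = 0.150, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both mdxD2-NSG muscles lay above both wt-NSG muscles. None of the 9 MuSC subtype tests passed the threshold of 0.05, and 2 had an unadjusted p below it. The change of this share was -0.74 (adjusted p = 0.658, edgeR with Benjamini-Hochberg adjustment) when barcodes with high Scrublet scores were removed and the rest clustered again, and 3.27 (adjusted p = 0.00276) without cell cycle regression. Without wt-NSG replicate 1 it was 1.14. With doublets removed, the cluster of this name held a larger share of the pooled mdxD2-NSG MuSCs than in the reported setting. The negative change there does not mean that such cells went away.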

A cluster of immune signature was identified recently in regenerating muscle where 21 days post injury about 50% of MuSC were identified as immuno-myoblast (Oprescu et al., 2020). Collectively, our findings show differences in the MuSC cellular subtype compositions and states between healthy and dystrophic muscles, where it is clearly evident that the quiescent MuSCs consists of smaller proportion of the total MuSCs in dystrophic environments, whereas a higher proportion of committed and differentiated MuSCs are evident as disease severity increases. 

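Quiescent-like cells made up 60.5% and 73.9% of the MuSCs of the wt-NSG muscles, 47.3% and 64.6% of mdx-NSG and 51.2% and 21.1% of mdxD2-NSG. The log2 change was -0.24 (SE 0.30, adjusted p = 0.449) between mdx-NSG and wt-NSG and -0.65 (SE 0.38, adjusted p = 0.210) between mdxD2-NSG and wt-NSG (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both mdxD2-NSG muscles lay below both wt-NSG muscles, while the library labelled mdx-NSG replicate 2 lay above wt-NSG replicate 1. The first of these was 0.27 without integration and 0.05 with doublets removed, and the second was -1.58 without mdxD2-NSG replicate 1 and -0.31 without mdxD2-NSG replicate 2. Myog+ cells made up 11.6% and 13.0%, 29.1% and 27.7% and 26.8% and 57.9% in wt-NSG, mdx-NSG and mdxD2-NSG, and every dystrophic muscle lay above both wt-NSG muscles. The changes from wt-NSG were 1.24 in mdx-NSG and 1.63 in mdxD2-NSG on the log2 scale, both with an adjusted p of 0.104 (edgeR with Benjamini-Hochberg adjustment). The second was 2.26 (adjusted p = 0.00315) without mdxD2-NSG replicate 1, and the first had an adjusted p of 0.00737 without mdxD2-NSG replicate 1 and 0.0221 without mdxD2-NSG replicate 2. Myog itself (ENSMUSG00000026459, chromosome 1 from 134289989 to 134292548 of mm10) gave 0 UMIs in the 831525 UMIs of the wt-NSG MuSCs, although 11.9% of these cells fell into the Myog+ cluster, and it was at least 99.2-fold higher in mdx-NSG and at least 67.1-fold higher in mdxD2-NSG with 3 UMIs over the group as the floor. When clusters were formed without the marker genes, a choice made after the data had been seen, the change in Myog+ cells between mdxD2-NSG and wt-NSG was 3.65 (adjusted p = 0.164) and that in quiescent-like cells -1.66 (adjusted p = 0.225, edgeR with Benjamini-Hochberg adjustment). From these shares the paper concludes that quiescent MuSCs take a smaller part of the MuSC pool in dystrophic muscle and that committed and differentiated MuSCs take a larger part as severity increases.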

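The 14 cells of the immune MuSC cluster carried 2.08 UMIs of Pax7 per 10000, against 3.67 in the other MuSCs and 0.000556 in macrophages, and 21.2 UMIs of C1qa per 10000, against 0.112 and 20.8. Over the 100 genes that part macrophages from MuSCs most, these cells stood at a median of 71.1% of the way from the MuSC profile to the macrophage profile. The Scrublet step marked 71.4% of them and 7.27% of the other MuSCs, and 11.4 pairs of a MuSC and a macrophage would be expected at the doublet rate that 10x Genomics gives. Their median depth was 2.00 times that of the other MuSCs of the same library in mdx-NSG replicate 1 and 1.42 times in mdxD2-NSG replicate 1. These libraries held 4 and 5 of the cells. In the other libraries, with 1 or 2 of the cells each, it ran from 0.796 times (mdxD2-NSG replicate 2) to 4.37 times (wt-NSG replicate 2).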

We further identified a MuSC subpopulation with an immune signature that is highly expressed/present in severely dystrophic muscle.

**Figure 2:**
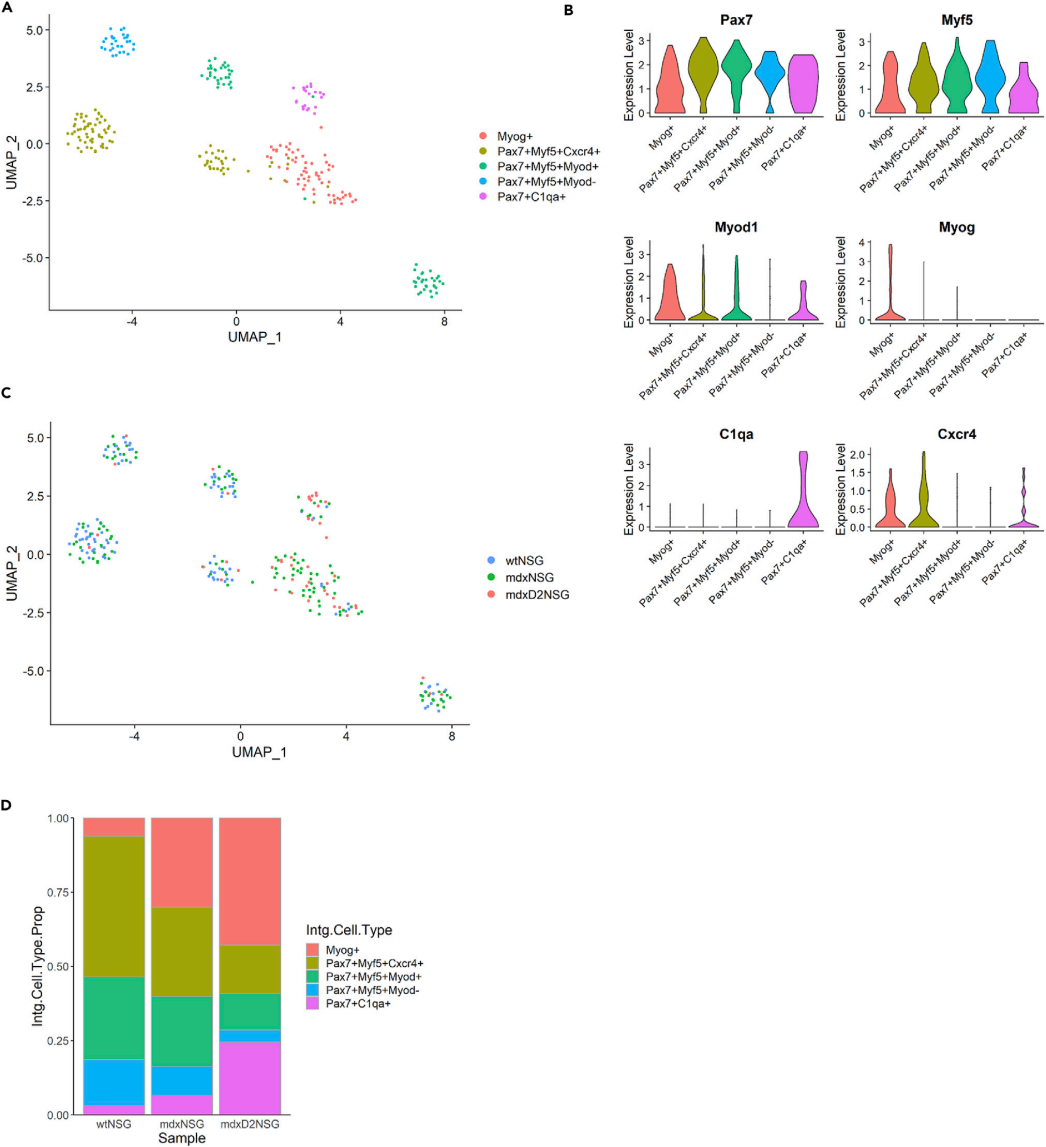
Muscle satellite cell sub-clustering reveals differences in stem cell states (A) UMAP embedding of integrated muscle stem cell subpopulations in all mouse models. (B) UMAP embedding representing mouse model contribution to integrated muscle stem cell subpopulations. (C) Gene expression of markers used to identify the muscle stem cell subpopulations in integrated UMAP. (D) Relative proportion of muscle stem cell subpopulations in each mouse model.

### Stromal cell sub-clustering reveals stromal subtypes arising in dystrophic and severely dystrophic muscle

One of the most striking differences that we observed in cellular composition between healthy, dystrophic and severely dystrophic skeletal muscles was the shift of the stromal cell population percentages, from being the most abundant cell type in healthy gastrocnemius muscle of wt-NSG mice, accounting for 62% of all cells, to lower proportions in dystrophic muscles at 42% in mdx-NSG and only 25% of all cells in mdxD2-NSG (Figure 1D). 

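Counted over both muscles, stromal cells were 52.6% of the 5003 kept cells of wt-NSG, 39.8% of the 6804 of mdx-NSG and 24.6% of the 12284 of mdxD2-NSG. The log2 change in share was -0.33 (SE 0.65, adjusted p = 0.676) between mdx-NSG and wt-NSG, -1.14 (SE 0.65, adjusted p = 0.233) between mdxD2-NSG and wt-NSG and -0.81 (adjusted p = 0.361) between mdxD2-NSG and mdx-NSG (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both mdxD2-NSG muscles lay below every muscle of the other models, while mdx-NSG replicate 2 came close to wt-NSG replicate 1. The sign of the changes in mdxD2-NSG depended on the scaling, since with TMM factors over the cell types they were 0.26 against wt-NSG and 0.27 against mdx-NSG, both with an adjusted p of 0.859 (edgeR, Benjamini-Hochberg).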

To discriminate the different stromal cell subtypes present, we subclustered a total of 7526 cells and performed differential gene expression within the cluster, performing further normalization and integration of the subset data (Figure 3). We were able to identify seven stromal cell subtypes and one subtype with immune identity (Figure 3A). The gene expression profile of the integrated data used to name and identify the clusters is shown in Figure 2B and an expanded panel of gene expression marker list is shown in Figure S2. *Dpp4*+ Stromal cluster expressed *Dpp4* and *Tek*, and the *Cxcl14*+ Stromal cluster expressed *Cxcl14*, *Fbln7* and *Spry1. Dpp4+*Stromal and *Cxcl14+*Stromal*,* resembled FAPs which were similarly identified in non-injured tibialis anterior muscle (Oprescu et al., 2020). The *Dpp4+*stromal cell subtype has a similar gene expression signature to Tie2^high^Vcam1^low^ identified in C57Bl/10 WT model (Malecova et al., 2018). 

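Dpp4+ and Cxcl14+ cells together made up 72.8% and 68.7% of the stromal cells of the wt-NSG muscles (70.7% ± 2.92, mean and SD, n = 2), 51.8% and 62.7% in mdx-NSG (57.3% ± 7.67) and 33.1% and 26.5% in mdxD2-NSG (29.8% ± 4.66). Between mdxD2-NSG and wt-NSG the share of Dpp4+ cells changed by -1.54 on the log2 scale (SE 0.30, adjusted p = 0.0154) and that of Cxcl14+ cells by -0.96 (SE 0.28, adjusted p = 0.0378, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in both cases each mdxD2-NSG muscle lay below each wt-NSG muscle. Of the 18 tests of stromal subtypes, 10 passed the threshold. The Cxcl14+ change was the less steady of the pair, with an adjusted p of 0.147 when the replicate number was taken as a block, and between 0.0589 and 0.161 when any of the 6 libraries was left out. For Dpp4+ cells the adjusted p was 0.0821 without mdxD2-NSG replicate 2, and 0.0607 with doublets removed. Clusters formed without the marker genes gave -1.22 (adjusted p = 0.0375) for Dpp4+ and -0.65 (adjusted p = 0.122) for Cxcl14+ cells (edgeR with Benjamini-Hochberg adjustment), a setting added after the data had been seen.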

Of interest, the proportion of these stromal cell subtypes decreases significantly in severely dystrophic environment falling from a total of 72% in healthy muscle, to 56% in dystrophic muscle, to only 31% in severely dystrophic muscle (Figure 3C). *Adam12+*Stromal cell subtype, which appear to be activated fibroblast, expressed *Adam12, Mmp19, Vcam1 and Acta2* and high levels of *Postn* (Fu et al., 2018) (Figure S2A). 

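Stromal cells of the cluster marked by Adam12 (ENSMUSG00000054555, chromosome 7 from 133883199 to 134232146 of mm10) made up 2.63% and 1.31% in wt-NSG (1.97% ± 0.932, mean and SD, n = 2), 13.3% and 9.72% in mdx-NSG (11.5% ± 2.503) and 17.9% and 35.3% in mdxD2-NSG (26.6% ± 12.3). The log2 change from wt-NSG was 3.72 in mdxD2-NSG (SE 0.56, adjusted p = 0.00704) and 2.52 in mdx-NSG (SE 0.54, adjusted p = 0.0154; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 4 dystrophic muscles lay above both wt-NSG muscles. The change in mdx-NSG had an adjusted p of 0.0587 without wt-NSG replicate 2 and of 0.0697 at a lower cluster resolution. Between mdxD2-NSG and mdx-NSG it was 1.202 (adjusted p = 0.0834, edgeR with Benjamini-Hochberg adjustment), and 0.63 without mdxD2-NSG replicate 2. In mdxD2-NSG replicate 1, Cxcl5+ cells were more numerous than Adam12+ cells, whereas in replicate 2 the Adam12+ cluster was the largest. With clusters formed without the marker genes the change between mdxD2-NSG and wt-NSG was 2.98 (adjusted p = 0.0177, edgeR with Benjamini-Hochberg adjustment).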

In mdxD2-NSG muscle, *Adam12+*stromal cell subpopulation constituted about 33% of the total stromal cell composition making it the dominant stromal cell subpopulation, whereas only 15 and 3% of stromal cell composition in mdx-NSG and wt-NSG muscles, respectively. *Cxcl5*+ Stromal cell subtype, which appear to be activated FAPs, was marked by the expression of *Cxcl5*, *Tnfrsf12a*, and *Il1rl1*. The *Cxcl5+*Stromal has been also described in an acute injury model (Micheli et al., 2020; Oprescu et al., 2020), and in our dataset its proportion increases from about 2% in healthy wt-NSG muscle, to about 10% in dystrophic mdx-NSG, and 16% in severely dystrophic mdxD2-NSG environments (Figure 3C). Both *Adam12+*and *Cxcl5+*Stromal subtypes have a Tie2^low^Vcam1+ signature similar to published work in the mdx model, which emphasizes the power of scRNA-seq in further deconvoluting the cellular composition of skeletal muscle cell types (Malecova et al., 2018) (Figure S2B).

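The Cxcl5+ share of stromal cells was 2.99% and 2.52% in the wt-NSG muscles (2.76% ± 0.336, mean and SD, n = 2), 13.5% and 1.91% in mdx-NSG (7.70% ± 8.19) and 21.8% and 9.28% in mdxD2-NSG (15.5% ± 8.84). The spread within mdx-NSG exceeded its difference from wt-NSG, and the lower value is that of the library labelled mdx-NSG replicate 2. Both mdxD2-NSG muscles lay above both wt-NSG muscles, with a log2 change of 2.48 (SE 0.93, adjusted p = 0.0660, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This test passed the threshold when only wt-NSG and mdxD2-NSG were fitted (adjusted p = 0.0115) and with the replicate block (adjusted p = 0.00679), and it stood at 0.0151 without mdx-NSG replicate 1 and 0.0142 without mdx-NSG replicate 2 (edgeR, Benjamini-Hochberg). For mdx-NSG against wt-NSG the change was 1.53 (adjusted p = 0.179), and -0.53 without mdx-NSG replicate 1 and 2.28 without mdx-NSG replicate 2. Without the marker genes in the clustering, the change between mdxD2-NSG and wt-NSG was 2.42 (adjusted p = 0.122, edgeR with Benjamini-Hochberg adjustment).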

**Figure 3:**
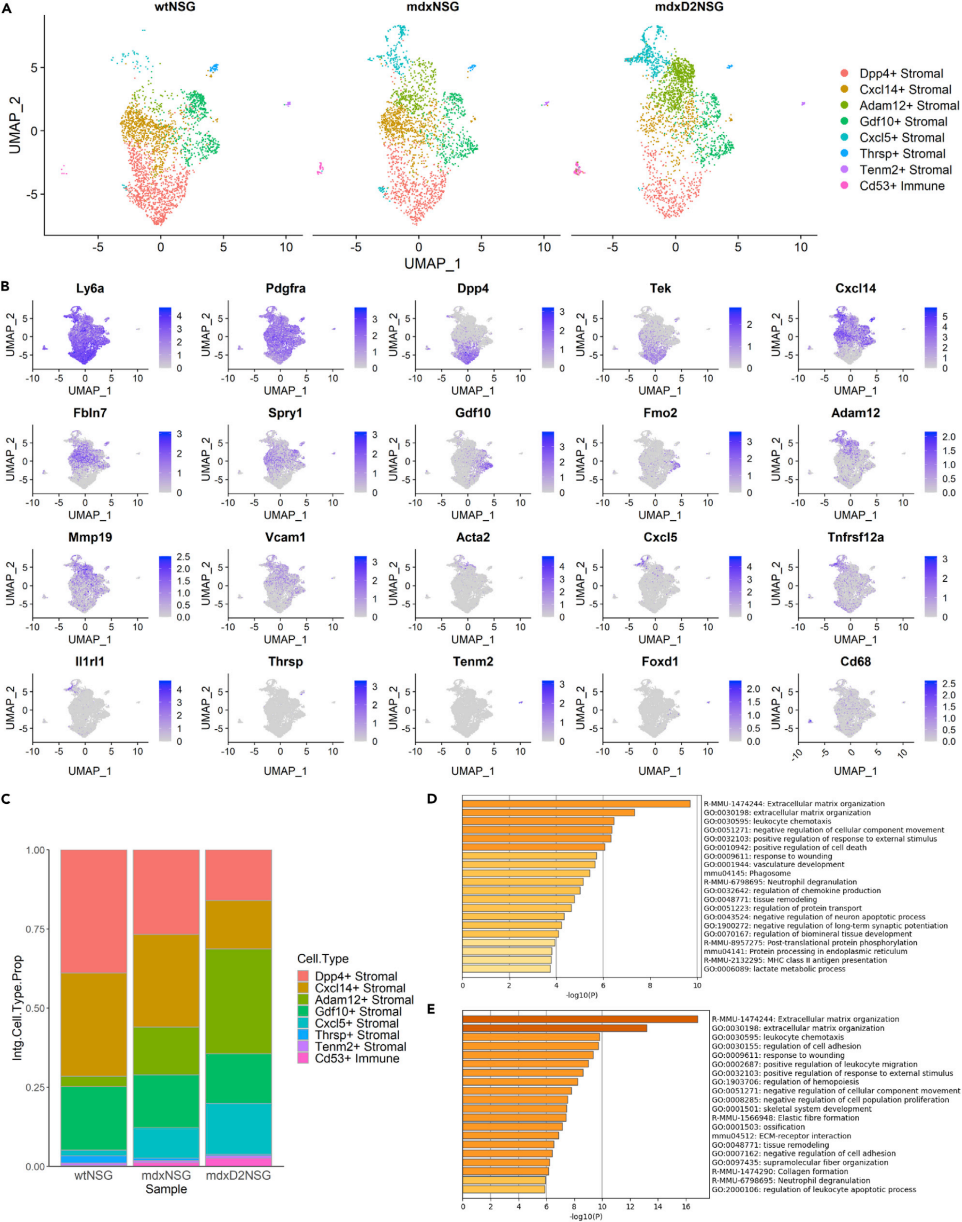
Stromal cell sub-clustering reveals stromal subtypes arising in severely dystrophic muscle (A) UMAP of stromal cell subpopulations split by mouse model. (B) Marker gene expression used to identify stromal cell subpopulations in integrated UMAP. (C) Relative proportion of stromal cell subpopulations in healthy, dystrophic and severely dystrophic muscles. (D) GO enrichment analysis of DE-Gs in mdxD2-NSG stromal cells versus mdx-NSG. (E) GO enrichment analysis of DE-Gs in mdxD2-NSG stromal cells versus wt-NSG.

In addition, we were able to identify a stromal cell subtype of traditional fibroblasts marked by *Gdf10* and *Fmo2* expression, labeled *Gdf10*+ Stromal. *Gdf10*+ Stromal has been described to inhibit adipogenesis and was shown to decrease in dystrophic muscles of Sarcoglycan-null mouse model (Camps et al., 2020). 

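Gdf10+ cells were 14.5% and 22.1% of the stromal cells of the wt-NSG muscles (18.3% ± 5.36, mean and SD, n = 2), 10.4% and 12.3% in mdx-NSG (11.4% ± 1.36) and 9.66% and 8.89% in mdxD2-NSG (9.28% ± 0.540), so that each dystrophic muscle lay below each wt-NSG muscle. The log2 change from wt-NSG was -0.69 in mdx-NSG (adjusted p = 0.110) and -0.97 in mdxD2-NSG (SE 0.33, adjusted p = 0.0496, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The latter is at the edge of the threshold and, apart from wt-NSG replicate 1 left out (adjusted p = 0.0286), was past it in none of the alternatives, with an adjusted p of 0.122 when clusters were formed without the marker genes and 0.131 at the higher resolution. Leaving out each of the other libraries gave an adjusted p of 0.145 without wt-NSG replicate 2, 0.0734 without mdx-NSG replicate 1, 0.0808 without mdx-NSG replicate 2, 0.134 without mdxD2-NSG replicate 1 and 0.180 without mdxD2-NSG replicate 2 (edgeR with Benjamini-Hochberg adjustment).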

In our dataset, the proportion of *Gdf10+*Stromal subtype decreased from 20% in healthy wt-NSG muscle, to about 17% in dystrophic, to about 16% in severely dystrophic mdxD2-NSG muscle. We have, moreover, identified three small stromal subtypes that clustered separately from other stromal cells and had a distinct gene expression profile. These were identified as *Thrsp+*Stromal*,* labeled by *Thrsp* expression, *Tenm2+*Stromal, labeled by *Tenm2* and *Foxd1* expression, and *Cd53+*Immune, labeled by *Cd53* and *Cd68* expression. 

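The 354 cells of the Cd53+ stromal cluster carried 6.03 UMIs of Ly6a and 1.47 of Pdgfra per 10000, against 16.8 and 4.93 in the other stromal cells and 0.518 and 0.0438 in macrophages. For Cd68 they carried 4.35 per 10000 and for Cd53 1.47, against 0.0913 and 0.0502 in the other stromal cells and 7.97 and 3.29 in macrophages. The cluster made up 2.39% and 2.26% of the stromal cells in mdx-NSG and 8.42% and 10.4% in mdxD2-NSG, against 0.305% in wt-NSG replicate 1 and 0 of 993 cells in replicate 2, which allows a share of up to 0.302%. The log2 change between mdxD2-NSG and wt-NSG was 5.63 (SE 0.75, adjusted p = 0.00704, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both mdxD2-NSG muscles above both wt-NSG muscles. Without wt-NSG replicate 1, no wt-NSG cell was left in it, and its share was at least 31.2-fold higher in mdxD2-NSG, while the log2 change was 4.95 (adjusted p = 0.0177) with clusters formed without the marker genes and 3.01 (adjusted p = 0.0607, edgeR with Benjamini-Hochberg adjustment) with doublets removed. The Scrublet step marked 44.6% of the cluster and 1.65% of the other stromal cells, and 352 pairs of a stromal cell and a macrophage would be expected at the 10x Genomics rate.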

Although the *Cd53+*Immune cell subtype expresses *Ly6a* and *Pdgfra*, it also has an immune profile including expression of *Cd68* and *Cd53*. Overall, we observed stromal cell subtype shifts with a reduction in FAPs, a reduction in traditional fibroblasts and an increase in activated fibroblasts in mdxD2-NSG compared to both wt-NSG and mdx-NSG.

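Between mdxD2-NSG and mdx-NSG, the log2 change in share was -0.91 for Dpp4+ (adjusted p = 0.0496), -0.97 for Cxcl14+ (adjusted p = 0.0378), -0.29 for Gdf10+ (adjusted p = 0.441) and 0.95 for Cxcl5+ cells (adjusted p = 0.360, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For the first 3 of these, both mdxD2-NSG muscles lay below both mdx-NSG muscles. The Dpp4+ change had an adjusted p between 0.0569 and 0.180 when any 1 of the 6 libraries was left out, and the Cxcl14+ change one of 0.0587 without wt-NSG replicate 2, 0.0592 without mdx-NSG replicate 1, 0.167 without mdx-NSG replicate 2, 0.0897 without mdxD2-NSG replicate 1 and 0.161 without mdxD2-NSG replicate 2 (edgeR with Benjamini-Hochberg adjustment). The Cxcl5+ change was 3.02 (adjusted p = 0.0246) without mdx-NSG replicate 1. From these shifts in subtypes the paper concludes that FAPs and traditional fibroblasts are reduced and activated fibroblasts increased in mdxD2-NSG muscle relative to both other models.

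**Figure D3:**
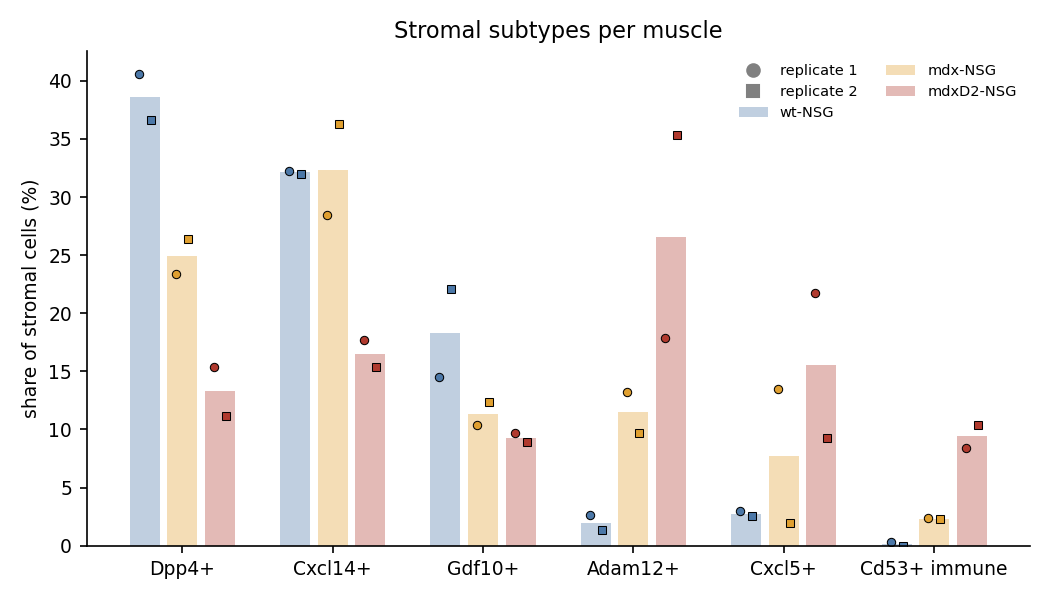
Share of stromal cells in percent (vertical axis) for 6 stromal subtypes (horizontal axis); points are muscles and bars the mean of the 2 muscles of a model. Dpp4+ cells fall and Adam12+ cells rise from wt-NSG to mdxD2-NSG, and the Adam12+ share of the mdxD2-NSG muscles spreads up to 35.3%.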

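In the summed UMIs of stromal cells, 14245 genes passed edgeR's filter on low counts, and 2724 (1429 higher and 1295 lower) differed between mdxD2-NSG and wt-NSG, 281 (134 higher and 147 lower) between mdxD2-NSG and mdx-NSG and 140 (107 higher and 33 lower) between mdx-NSG and wt-NSG at an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p below 0.05 the counts were 4938, 2707 and 1757. Without the filter on low counts 4053, 1884 and 1208 genes were called, and DESeq2 called 3205, 971 and 592. The count between mdxD2-NSG and mdx-NSG rested on single libraries, with 658 without mdx-NSG replicate 1, 18 without mdx-NSG replicate 2, 102 without mdxD2-NSG replicate 1 and 14 without mdxD2-NSG replicate 2. Between mdxD2-NSG and wt-NSG it was 1222 without wt-NSG replicate 1, 1239 without wt-NSG replicate 2, 1545 without mdxD2-NSG replicate 1 and 1445 without mdxD2-NSG replicate 2, and between mdx-NSG and wt-NSG 71 without wt-NSG replicate 1, 4 without wt-NSG replicate 2, 37 without mdx-NSG replicate 1, 426 without mdx-NSG replicate 2 and 81 without mdxD2-NSG replicate 2. Among the genes past the threshold, the largest fitted change between mdxD2-NSG and wt-NSG was that of Spp1 (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050 of mm10). Spp1 had 20152 and 43852 UMIs in the mdxD2-NSG muscles and 0 and 2 in wt-NSG (log2 14.22, adjusted p = 0.0106, edgeR with Benjamini-Hochberg adjustment). Macrophages hold far more Spp1, and its adjusted p in stromal cells was 0.117 without wt-NSG replicate 1, 0.112 without wt-NSG replicate 2 and 0.0531 without mdxD2-NSG replicate 2. Kcnj15 was at least 240.2-fold, Mmp12 at least 144-fold and Serpina3g at least 102-fold higher in mdxD2-NSG, and BC023719 at least 236-fold lower, with 3 UMIs over the group at 0 as the floor. Mmp12 also led a macrophage cluster, and these sums include the Cd53+ cells, so part of its counts may be macrophage RNA. No UMI of BC023719 was found in stromal cells of mdx-NSG either, so its low level is not particular to mdxD2-NSG. Kcnj15 had an adjusted p of 0.127 without wt-NSG replicate 1, 0.115 without wt-NSG replicate 2, 0.0512 without mdx-NSG replicate 1 and 0.0568 without mdx-NSG replicate 2 and Serpina3g one of 0.0564 without wt-NSG replicate 1.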

We further examined the differentially expressed genes (DE-Gs) upregulated in the total stromal cell cluster in mdxD2-NSG versus wt-NSG and mdx-NSG, followed by Gene Ontology (GO) enrichment analysis to identify enriched biological processes and signaling pathways (Figures 3D and 3E) (Zhou et al., 2019). 

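Of the extracellular matrix genes Fn1, Fbn2, Fbln1, Col8a1, Col14a1 and Col16a1, all 6 were higher in stromal cells of both mdxD2-NSG muscles than of both wt-NSG muscles. Among them 4 passed the threshold (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with log2 changes of 6.62 for Fbn2 (adjusted p = 0.00437), 2.20 for Col8a1 (adjusted p = 0.00186), 1.09 for Col14a1 (adjusted p = 0.0174) and 1.19 for Col16a1 (adjusted p = 0.0127). Fn1 (ENSMUSG00000026193, chromosome 1 from 71585520 to 71653200 of mm10) averaged 2705 ± 409 TMM-scaled CPM (SD, n = 2) in mdxD2-NSG and 1885 ± 390.3 in wt-NSG, a log2 change of 0.52 (SE 0.27, adjusted p = 0.210), and Fbln1 changed by 0.53 (adjusted p = 0.145, edgeR with Benjamini-Hochberg adjustment). Adjusted over the list alone, 4 of the 6 passed, which is not independent evidence, since the study chose this and the other gene lists named below on the same samples. The adjusted p of Col14a1 was 0.0763 without wt-NSG replicate 1, 0.128 without wt-NSG replicate 2 and 0.0859 without mdxD2-NSG replicate 1, and that of Col16a1 0.0905 without wt-NSG replicate 2 and 0.0585 without mdxD2-NSG replicate 2. Between mdxD2-NSG and mdx-NSG, Adam12, Col12a1, Col14a1, Col8a1 and Plod2 were all higher, 4 of the 5 in both muscles against both, but edgeR called 0 of them over all genes and 1 adjusted over the list alone. For Col14a1 this change was 0.84 (adjusted p = 0.115; 0.00358 with DESeq2, also Benjamini-Hochberg), and for Adam12 it was 2.01 (adjusted p = 0.0110) without mdx-NSG replicate 1.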

The main GO enriched term was extracellular matrix (ECM) organization, with an enrichment of genes such as *Fn1*, *Fbn2*, *Fbln1,* and collagen genes such as *Col8a1*, *Col14a1* and *Col16a1* between mdxD2-NSG and wt-NSG, and *Adam12*, *Col12a1*, *Col14a1*, *Col8a1* and *Plod2* enriched in mdxD2-NSG compared to mdx-NSG. 

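Il1r1, Postn, Ccl2, Ccl6, Cxcl12 and Cxcl5 were all higher in stromal cells of mdxD2-NSG than of mdx-NSG, and 5 of the 6 were higher in both muscles against both. None passed the threshold over all genes with edgeR and 1 did when adjusted over the list alone, while DESeq2 called Cxcl12 and Ccl6 over all genes. Their log2 changes were 1.07 for Cxcl12 (adjusted p = 0.106), 3.26 for Ccl6 (adjusted p = 0.166), 1.06 for Postn (adjusted p = 0.424), 0.55 for Ccl2 (adjusted p = 0.834), 0.60 for Il1r1 (adjusted p = 0.271) and 2.59 for Cxcl5 (adjusted p = 0.494), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Postn (ENSMUSG00000027750, chromosome 3 from 54361109 to 54391037 of mm10) stood at 1797 and 748 TMM-scaled CPM in the mdx-NSG muscles and at 2063 and 3262 in mdxD2-NSG. The sign for Ccl2 rested on single libraries, with -0.04 without mdx-NSG replicate 2 and -0.17 without mdxD2-NSG replicate 1.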

Of interest, the GO enriched term for regulation of chemokine production was observed in mdxD2-NSG compared to mdx-NSG, with enriched genes such as *Il1r1*, *Postn, Ccl2*, *Ccl6*, *Cxcl12*, and *Cxcl5.* Overall, our findings helped identify stromal cell dynamics in healthy and muscular dystrophy states. Our scRNA-seq dataset provide a powerful tool that could further untangle stromal cells contribution to the severity of muscular dystrophy.

### Macrophage heterogeneity between healthy, dystrophic and severely dystrophic skeletal muscle

Next, we explored macrophage heterogeneity because it is well known that macrophages play pivotal roles in exacerbating muscle pathology in dystrophic muscles (Capote et al., 2016; Rigamonti et al., 2014; Tidball et al., 2018; Villalta et al., 2009; Wehling et al., 2001). 

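Macrophages numbered 616 in wt-NSG, 2502 in mdx-NSG and 7040 in mdxD2-NSG, which is 12.3%, 36.8% and 57.3% of the kept cells of both muscles. In mdx-NSG, 2348 of them came from replicate 1 and 154 from the library labelled replicate 2. The log2 change from wt-NSG was 2.31 in mdxD2-NSG (SE 0.74, adjusted p = 0.0325) and 1.25 in mdx-NSG (SE 0.72, adjusted p = 0.233, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both mdxD2-NSG muscles lay above all other muscles. The first of these had an adjusted p of 0.121 with the replicate number as a block, 0.0837 with doublets removed, 0.0622 without integration and 0.0732 with a single filter. Leaving out 1 library gave it an adjusted p of 0.107 without wt-NSG replicate 1, 0.248 without wt-NSG replicate 2, 0.116 without mdxD2-NSG replicate 1 and 0.166 without mdxD2-NSG replicate 2 (edgeR with Benjamini-Hochberg adjustment). Without mdx-NSG replicate 1 the change in mdx-NSG was 0.17.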

In our scRNA-seq dataset the frequency of macrophage cluster increases from 15% in wt-NSG, 639 cells, to 44%, 2560 cells, and 67%, 7426 cells, in mdx-NSG and mdxD2-NSG, respectively (Figure 1D). To further our understanding of macrophage population heterogeneity, we subclustered the macrophages (Mphage) and performed further normalization and integration of the subset data (Figure 4). Unsupervised clustering resulted in a total of ten different macrophage subtypes, which we merged into classically and alternatively activated macrophage clusters depending on their gene expression profile (Figure 4A). Compared to dystrophic muscles, macrophage heterogeneity was less evident in healthy muscle with M2a-like Mphage and M2c-like Mphage subpopulations arising in mdx-NSG and mdxD2-NSG muscles (Figure 4B). 

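The cluster named M2c-like held 5 of the 616 macrophages of wt-NSG, 547 of mdx-NSG and 2290 of mdxD2-NSG. No cluster was named M2a-like with these settings. Of the 18 tests of macrophage subtypes, 5 passed the threshold (edgeR, Benjamini-Hochberg) and 6 had an unadjusted p below 0.05. With TMM factors over the subtypes, 2 passed it.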

Gene expression profiles of markers used to identify the macrophage subtypes are shown in Figure 4C. Resident macrophage subtype, marked by *H2-Ab1*, *H2-Aa*, and *Cd74*, and *Lyve1*+ M2-like macrophages, marked by *C1qc*, *C1qa*, *Fcna* and *Lyve1*, were the dominant subtypes of macrophage cellular composition in wt-NSG, accounting for a total of about 88%, whereas it accounted for a total of 52% of macrophages cellular composition in dystrophic mdx-NSG muscle, and only 40% in severely dystrophic mdxD2-NSG muscle. 

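Resident-like and Lyve1+ M2-like cells together made up 91.2% and 90.7% of the macrophages of the wt-NSG muscles (91.0% ± 0.321, mean and SD, n = 2), 53.3% and 56.5% in mdx-NSG (54.9% ± 2.24) and 39.9% and 42.9% in mdxD2-NSG (41.4% ± 2.13). The Lyve1+ share changed by -0.85 on the log2 scale between mdx-NSG and wt-NSG (SE 0.20, adjusted p = 0.0385) and by -1.27 between mdxD2-NSG and wt-NSG (SE 0.20, adjusted p = 0.0134, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both muscles below both wt-NSG muscles in each comparison. The resident-like share alone changed by 0.04 (adjusted p = 0.954) and -0.32 (adjusted p = 0.531), and its change in mdxD2-NSG was 0.59 with doublets removed and 6.92 without integration. For Lyve1+ cells in mdxD2-NSG the adjusted p was 0.175 without wt-NSG replicate 1 and 0.145 without wt-NSG replicate 2, and in mdx-NSG it lay between 0.0602 and 0.331 when any 1 of the 6 libraries was left out (edgeR with Benjamini-Hochberg adjustment). Clusters formed without the marker genes gave -1.47 (adjusted p = 0.0227) for Lyve1+ cells between mdxD2-NSG and wt-NSG.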

M1-like macrophage cluster was mainly evident in dystrophic mdx-NSG muscle, constituting a proportion of about 20%, and severely dystrophic muscle with about 21% macrophage composition, whereas it accounted for only 4% of healthy muscle macrophage subtypes. 

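The M1-like share of macrophages was 4.73% and 3.97% in wt-NSG (4.35% ± 0.536, mean and SD, n = 2), 19.4% and 5.84% in mdx-NSG (12.6% ± 9.60) and 23.0% and 10.1% in mdxD2-NSG (16.6% ± 9.18). All dystrophic muscles lay above both wt-NSG muscles, the library labelled mdx-NSG replicate 2 by the least. The log2 change was 1.58 in mdx-NSG (SE 0.75, adjusted p = 0.174) and 1.91 in mdxD2-NSG (SE 0.75, adjusted p = 0.148, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and neither passed the threshold. The first was 0.41 without mdx-NSG replicate 1 and the second 1.18 without mdxD2-NSG replicate 1. When the marker genes were left out of the clustering the second was 2.87 (adjusted p = 0.120).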

We identified this cluster by the expression of *Ly6c2, Ccr2, Arg1, Vcan* and low expression of *Cx3cr1* (Figure 4C). This cluster has been described previously in the mdx muscle to exert pro-fibrotic functions toward fibroblasts (Juban et al., 2018). M2c-like macrophages, identified by the expression of *Spp1*, is another predominant macrophage subtype in mdx-NSG muscle, constituting about 17%, and mdxD2-NSG muscle, at about 23% of total macrophage cellular composition, whereas it constituted less than 1% in healthy muscle macrophage subtype composition. 

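M2c-like macrophages made up 22.9% ± 1.63 (SD, n = 2) of the macrophages of mdx-NSG and 32.8% ± 6.21 of mdxD2-NSG, with 21.7% in mdx-NSG replicate 1 and 28.4% and 37.2% in the mdxD2-NSG muscles. The log2 change from wt-NSG was 4.83 (SE 0.32) in mdx-NSG and 5.35 (SE 0.32) in mdxD2-NSG, both with an adjusted p of 0.000492 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and with every dystrophic muscle above both wt-NSG muscles. Both changes stayed past the threshold with each library left out in turn and under every alternative that was run. Between mdxD2-NSG and mdx-NSG the change was 0.52 (adjusted p = 0.174), and without integration -0.46. Clusters formed without the marker genes left wt-NSG with 0 such cells of 598 macrophages.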

M2a-like macrophage cluster, marked by the expression of *Mrc1* and *Arg1*, is detected comprising about 3 and 2% in mdx-NSG and mdxD2-NSG of total macrophages compared to about 1% in wt-NSG muscle. 

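No macrophage cluster met the naming rule for M2a-like cells, whose list was Mrc1, Arg1, Retnla and Mgl2, so no share is given with the settings used throughout. Of the alternatives, only clustering without cell cycle regression formed such clusters, with 326 and 27 macrophages, and there the log2 change in the M2a-like share between mdxD2-NSG and wt-NSG was 1.45 (SE 0.89, adjusted p = 0.244, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the summed macrophages, Mrc1 stood at 1668 and 1145 TMM-scaled CPM in wt-NSG, 949 and 724 in mdx-NSG and 689.8 and 346 in mdxD2-NSG, where both muscles lay below both wt-NSG muscles (log2 -1.44, SE 0.36, adjusted p = 0.0291, edgeR with Benjamini-Hochberg adjustment). Arg1 stood at 0.409 and 1.36, 2.91 and 0 and 220.5 and 17.5 in the same order. When all cells were clustered, a cluster of 103 macrophages had Arg1 and Mrc1 among its 10 leading genes, with 0 and 0 cells in wt-NSG, 4 and 0 in mdx-NSG and 90 and 9 in mdxD2-NSG, a share of all cells at least 13.4-fold higher in mdxD2-NSG than in wt-NSG (adjusted p = 0.0276, edgeR with Benjamini-Hochberg adjustment over all clusters), and it was chosen after its values were seen.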

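Proliferative macrophages made up 1.29% and 1.32% of the macrophages of the wt-NSG muscles, 4.64% and 3.25% in mdx-NSG and 4.57% and 9.18% in mdxD2-NSG. The log2 change between mdxD2-NSG and wt-NSG was 2.39 (SE 0.50, adjusted p = 0.0308, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2.48 (adjusted p = 0.151) with clusters formed without the marker genes, and both mdxD2-NSG muscles lay above both wt-NSG muscles. Its adjusted p was 0.243 without wt-NSG replicate 1, 0.164 without wt-NSG replicate 2, 0.0768 without mdx-NSG replicate 1 and 0.0657 without mdx-NSG replicate 2 (edgeR with Benjamini-Hochberg adjustment). Cells of a cluster with Cd248 and other stromal genes made up 1.08% and 1.99%, 0.724% and 4.55% and 3.69% and 0.394%, a change of 0.54 (adjusted p = 0.886). No cluster with Cd74 and Itgae was named in any of the settings.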

Other small macrophage subpopulations that clustered separately were identified as Cd248 M2-like, marked by the expression of *Cd248*, Itgae resident macrophages, marked by the expression of both *Cd74* and *Itgae*, and proliferative macrophages, marked by the expression of *Mki67*. These findings indicate the complexity of macrophage subpopulations in both dystrophic and severely dystrophic environments and the involvement of dynamic macrophage phenotypes in the pathological process of muscular dystrophy (Singh and Chazaud, 2021). GO analysis of DE-Gs in mdxD2-NSG macrophages showed enriched terms for degradation of the ECM*,* positive regulation of lipid localization, *Abcg1, Plin2, Lpl, Trem2, Spp1* and *Mif1,* regulation of cytokine production, with upregulated genes such as *Acp5, Arg1, Stat1, Mmp12* and *Pld3,* among others (Figures 4D and 4E).

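In the summed macrophages, 13100 genes were tested, and 1591 (706 higher and 885 lower) differed between mdxD2-NSG and wt-NSG, 116 (46 higher and 70 lower) between mdxD2-NSG and mdx-NSG and 333 (170 higher and 163 lower) between mdx-NSG and wt-NSG (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3785, 1422 and 1984 at an unadjusted p below 0.05. DESeq2 called 1728, 280 and 577, and the first count was 567 without wt-NSG replicate 1, 900 without mdxD2-NSG replicate 1 and 700 without mdxD2-NSG replicate 2, the second 180 without wt-NSG replicate 1, 199 without wt-NSG replicate 2, 64 without mdx-NSG replicate 1, 65 without mdx-NSG replicate 2 and 77 without mdxD2-NSG replicate 1 and the third 163 without wt-NSG replicate 1 and 63 without mdx-NSG replicate 1. Abcg1, Plin2, Lpl, Trem2, Spp1, Mif, Acp5, Arg1, Mmp12 and Pld3 were all higher in mdxD2-NSG than in wt-NSG, and all but Arg1 and Lpl passed the threshold over all genes. The calls had log2 changes of 10.22 for Spp1, 4.68 for Acp5, 3.14 for Abcg1, 3.08 for Mmp12, 2.89 for Trem2, 2.22 for Plin2, 1.74 for Mif and 1.68 for Pld3, with adjusted p from 5.04e-05 to 0.0261. The call of Mmp12 had an adjusted p of 0.0623 without mdx-NSG replicate 2, 0.102 without mdxD2-NSG replicate 1 and 0.135 without mdxD2-NSG replicate 2. Arg1 changed by 7.52 (SE 2.24, adjusted p = 0.123, edgeR with Benjamini-Hochberg adjustment; 0.0156 without mdxD2-NSG replicate 1 and 0.00110 without mdxD2-NSG replicate 2) and Lpl by 1.30 (adjusted p = 0.272; 0.0252 without wt-NSG replicate 2). Against mdx-NSG these genes were again higher and only Spp1 passed, with a change of 3.70 (adjusted p = 0.00641; 0.0632 without mdx-NSG replicate 1 and 0.0959 without mdx-NSG replicate 2). The sign for Lpl was reversed without mdxD2-NSG replicate 2 (-0.06), and so was that for Pld3 (-0.05). Outside the paper's list, changes between mdxD2-NSG and wt-NSG were ranked among genes past the threshold in the same direction in every muscle. The largest were those of Scgb1a1, at least 25.8-fold higher, Tmem178, at least 14.9-fold higher, BC023719, at least 344-fold lower, and 9830107B12Rik (log2 -11.36, 1 and 0 UMIs in the mdxD2-NSG muscles). No UMI of BC023719 was found in macrophages of mdx-NSG either, so its low level is not particular to mdxD2-NSG.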

**Figure 4:**
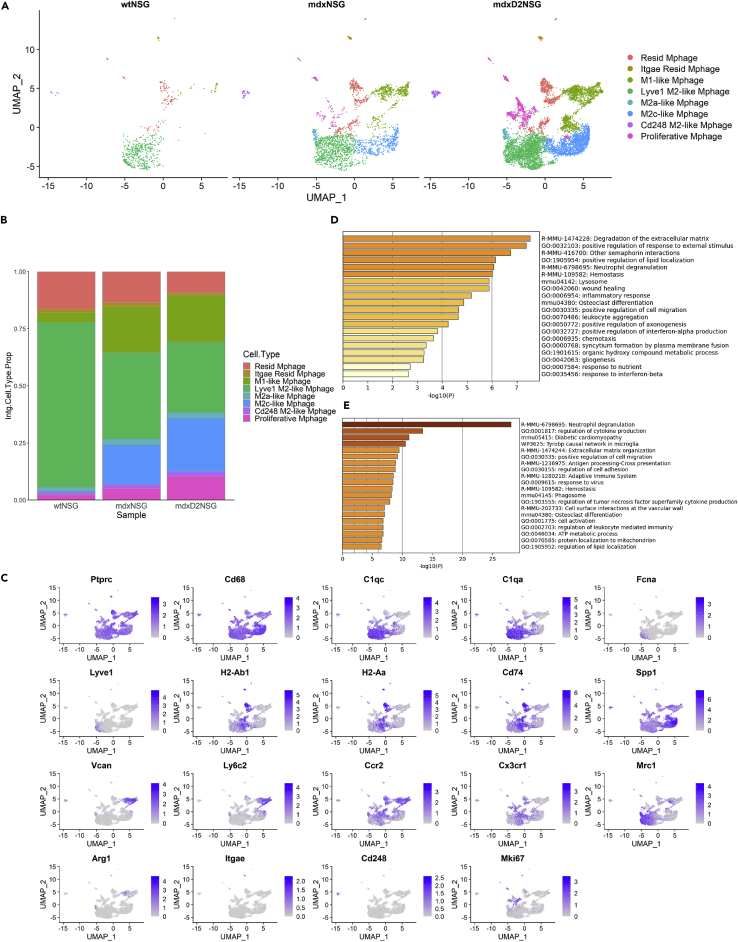
Macrophage heterogeneity between healthy, dystrophic and severely dystrophic skeletal muscle (A) UMAP embedding of macrophage subpopulations gastrocnemius skeletal muscle split by mouse model. (B) Relative proportion of macrophage subpopulations cellular composition between mouse models. (C) Gene expression panel of markers used to distinguish the different macrophage subpopulations in integrated UMAP. (D) GO enrichment analysis of DE-Gs in all mdxD2-NSG macrophages versus mdx-NSG. (E) GO enrichment analysis of DE-Gs in all mdxD2-NSG macrophages versus wt-NSG. Resid Mphage = Resident macrophages.

Overall, our findings provide a tool to explore the dynamic existence of pro-inflammatory, M1, and anti-inflammatory, M2, macrophages in the dystrophic and severely dystrophic muscle. Moreover, it provides insights on the involvement of immune cells in the severity of muscular dystrophy with their increased relative proportion compared to dystrophic and healthy skeletal muscles. Our scRNA-seq macrophage dataset and our integration method detected small populations of macrophages that need to be further studied to elucidate their pathological contribution to muscular dystrophy disease severity.

### Characterization of endothelial cell subpopulations in healthy, dystrophic and severely dystrophic skeletal muscle

An often unexplored cell population in published scRNA-seq datasets is the EC population, although its critical role in maintaining skeletal muscle homeostasis and in regeneration has been demonstrated by multiple groups (Christov et al., 2007; Shimizu-Motohashi and Asakura, 2014; Verma et al., 2018,^2019^). To examine EC differences between healthy, dystrophic, and severely dystrophic muscles, a total of 1150 ECs and pericytes were analyzed by performing differential gene expression within these clusters (Figures 5A and 5B). We used genes enriched in each EC subtype to annotate the clusters based on published literature (Fan et al., 2021; Kalucka et al., 2020)(Figure 5C, see also Table S3 for top 20 genes expressed in each endothelial cell subpopulation cluster). In addition to previously stated marker genes used to identify the pericyte cluster, we have further used *Myl9*, *Notch3* and low expression of *Myh11* for further confirmation. We were able to identify two large vessel EC clusters; arterial ECs (Arterial.EC) enriched for *Hey1*, *Gja4*, *Alpl*, *Sema3g*, *Fbln5, and Stmn2* and venous ECs (Venous.EC) enriched for *Selp*, *Plvap*, *Lrg1*and *Vcam1*. 

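In all libraries, 192 ECs fell into clusters named Arterial.EC and 113 into clusters named Venous.EC, of 1719 ECs without pericytes.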

Of interest, in mdxD2-NSG we observed an increase in Venous.EC, compromising about 14% of total EC subpopulations, compared to about 11 and 5% in mdx-NSG and wt-NSG, respectively. 

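Venous.EC made up 3.79% and 5.91% of the ECs of the wt-NSG muscles (4.85% ± 1.50, mean and SD, n = 2), 9.35% and 3.65% in mdx-NSG (6.50% ± 4.03) and 7.09% and 16.3% in mdxD2-NSG (11.7% ± 6.50). Between mdxD2-NSG and wt-NSG the log2 change was 1.22 (SE 0.56, adjusted p = 0.144, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both mdxD2-NSG muscles above both wt-NSG muscles, and 0.63 without mdxD2-NSG replicate 2. It passed the threshold with TMM factors over the subtypes (1.43, adjusted p = 0.0468) and at the higher resolution (1.66, adjusted p = 0.0152; edgeR, Benjamini-Hochberg). Between mdx-NSG and wt-NSG the change was 0.64 (adjusted p = 0.432), and its sign rested on mdx-NSG replicate 1, without which it was -0.33. With the marker genes left out of the clustering, the mdxD2-NSG change was 1.32 (adjusted p = 0.195).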

We have also noticed a slight decrease in Arterial.EC proportion, at about 10%, compared to 12 and 14% in mdx-NSG and wt-NSG, respectively (Figure 5D).

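Arterial.EC made up 10.7% and 16.5% of the ECs in wt-NSG (13.6% ± 4.12, mean and SD, n = 2), 9.68% and 13.9% in mdx-NSG (11.8% ± 2.96) and 9.93% and 6.20% in mdxD2-NSG (8.07% ± 2.64). The log2 change between mdxD2-NSG and wt-NSG, -0.64 (SE 0.43, adjusted p = 0.354, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), did not pass the threshold, and both mdxD2-NSG muscles lay below both wt-NSG muscles. That between mdx-NSG and wt-NSG was -0.22 (adjusted p = 0.648).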

**Figure 5:**
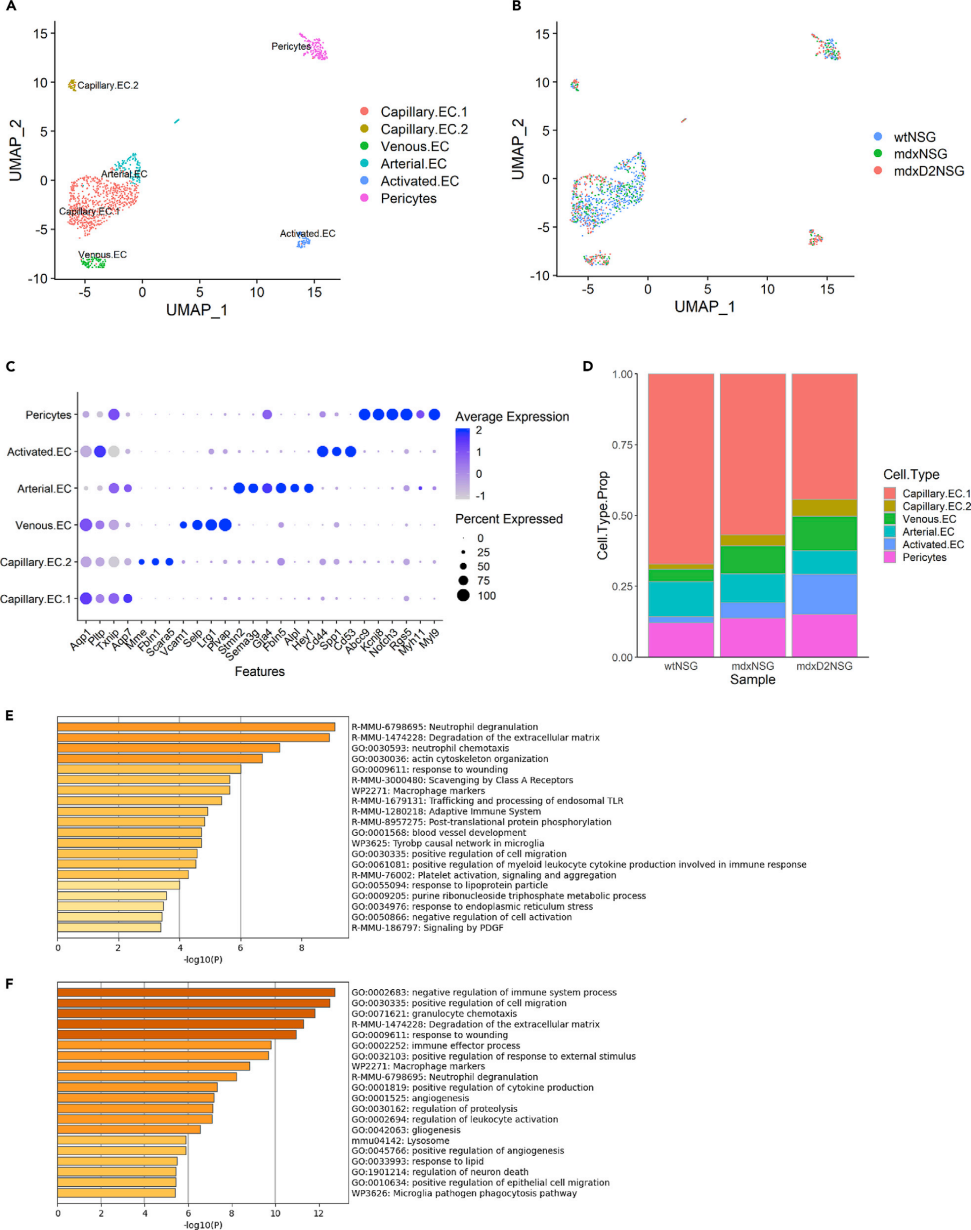
Characterization of endothelial cell subpopulations in healthy, dystrophic and severely dystrophic skeletal muscle (A) UMAP embedding of integrated pericytes and endothelial cell subpopulations. (B) UMAP embedding representing mouse model contribution to endothelial cell subpopulations. (C) Dot plot of chosen genes used to identify subtypes of endothelial cells (see also Table S3 for top 20 genes expressed in each endothelial cell subpopulation cluster). (D) Relative proportion of endothelial cell subpopulations identified in healthy and dystrophic muscles. (E) GO enrichment analysis of DE-Gs in mdxD2-NSG endothelial cells versus mdx-NSG. (F) GO enrichment analysis of DE-Gs in mdxD2-NSG endothelial cells versus wt-NSG.

Recent published scRNA-seq dataset in gastrocnemius muscle from C57BL/6n mouse 8 weeks of age, identified two capillary EC subtypes with one capillary EC population enriched in glycolytic muscle area (Fan et al., 2021). We were similarly able to identify two distinct capillary EC populations, however, with a different gene signature. Capillary.EC.1 expressed *Aqp1*, *Pltp, Txnip*, and *Aqp7* and Capillary.EC.2 expressed *Mme*, *Fbln1* and *Scara5.* Of interest, the proportion of these capillary EC subtypes changes drastically between healthy, dystrophic, and severely dystrophic muscles. 

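Capillary.EC.1 was the largest EC subtype in each muscle, with 77.1% and 69.7% in wt-NSG, 61.0% and 60.6% in mdx-NSG and 51.4% and 42.6% in mdxD2-NSG. Capillary.EC.2 made up 2.14% and 1.18% of the ECs in the wt-NSG muscles (1.66% ± 0.679, mean and SD, n = 2), 4.19% and 8.76% in mdx-NSG (6.48% ± 3.23) and 8.16% and 3.88% in mdxD2-NSG (6.02% ± 3.03), and every dystrophic muscle lay above both wt-NSG muscles. Its log2 change was 1.68 in mdx-NSG (SE 0.61, adjusted p = 0.0727) and 1.83 in mdxD2-NSG (SE 0.59, adjusted p = 0.0570, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With TMM factors the latter had an adjusted p of 0.0262 and at the higher resolution one of 0.0286, and it was 1.07 without mdxD2-NSG replicate 1. Between mdxD2-NSG and mdx-NSG the change was 0.15 (adjusted p = 0.795), and it was negative in 5 of the alternatives, as -0.78 with clusters formed without the marker genes, and without mdx-NSG replicate 1 (-0.42) or mdxD2-NSG replicate 1 (-0.58). That setting gave 0.96 (adjusted p = 0.358, edgeR with Benjamini-Hochberg adjustment) against wt-NSG.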

Although Capillary.EC.1 contribute the highest proportion of EC in all the muscles, Capillary.EC.2 constitute 2% of total proportion in wt-NSG compared to 4 and 10% in mdx-NSG and mdxD2-NSG, respectively (Figure 5D). We observed a pronounced decrease of both capillary EC subtypes in our dataset from 412 cells in wt-NSG, to 155 and 150 cells in mdx-NSG and mdxD2-NSG, respectively. 

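The 2 capillary subtypes together held 661 cells in wt-NSG, 297 in mdx-NSG and 228 in mdxD2-NSG, out of 5003, 6804 and 12284 kept cells. By muscle, the numbers were 481 and 180, 202 and 95, and 168 and 60. The number of cells recovered differs between libraries, so the counts follow it as well as the tissue. Within ECs, the share of Capillary.EC.1 changed by -0.63 on the log2 scale between mdxD2-NSG and wt-NSG (SE 0.30, adjusted p = 0.144, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both mdxD2-NSG muscles lay below both wt-NSG muscles. With doublets removed it was -0.94 (adjusted p = 0.0330) and without integration -5.17 (adjusted p = 0.00723, edgeR with Benjamini-Hochberg adjustment).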

We subsequently wondered if the decrease in capillary ECs in the dystrophic and severely dystrophic models reflected an increased frequency of stromal cells and macrophages or if there was a true decrease of capillary ECs in the dystrophic and severely dystrophic models. In cross-sections of the gastrocnemius muscle we quantified increased capillary density in mdxD2-NSG compared to both mdx-NSG and wt-NSG, whereas the capillary density of mdx-NSG was not significantly increased compared to wt-NSG (Figure S3A). Our observed result of normal capillary density in the mdx-NSG muscle is similar to previous findings in 3-month-old mdx gastrocnemius muscle (Latroche et al., 2015). To infer differences between the two capillary EC subtypes we performed GO enrichment analysis on DE-Gs in each cluster (Figures S3B and S3C). Capillary.EC.1 top biological processes enriched terms were regulation of angiogenesis and regulation of vasculature development. 

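The 69 Capillary.EC.2-like cells held 31.0 UMIs of Col1a1, 46.8 of Col3a1, 8.90 of Col6a1 and 12.5 of Fn1 per 10000. The ECs outside this and the Activated.EC cluster held 1.11, 1.81, 0.219 and 1.14, and stromal cells 68.8, 123, 13.6 and 23.5. Col4a1 stood at 18.1, 25.1 and 9.97 and Pecam1 at 4.36, 12.3 and 0.0140 in the same order. Over 100 stromal genes outside the extracellular matrix, the cells stood at a median of 45.1% of the way from the EC to the stromal profile, the Scrublet step marked 59.4% of them, and 57.8 pairs of an EC and a stromal cell would be expected at the 10x Genomics rate. From wt-NSG replicate 1 to mdxD2-NSG replicate 2, 23.5, 7.14, 13.0, 2.83, 7.82 and 3.54 pairs would be expected, against 13, 3, 13, 12, 23 and 5 cells. Their median depth was 0.539 times that of other ECs in mdx-NSG replicate 2 and 0.730 times in mdxD2-NSG replicate 1, below that of a pair. In the other libraries it ran from 1.23 times (wt-NSG replicate 2) to 3.98 times (mdx-NSG replicate 1).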

Unexpectedly, Capillary.EC.2 enriched for ECM organization terms.

In addition, we identified a small EC subtype that expresses an immune profile such as *Ptprc* (CD45), *Cd44*, and *Spp1* in addition to the main EC markers *Pecam1* (CD31) and *Cdh5* (VE-Cadherin) (Figure 5C). 

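The 89 Activated.EC-like cells held 3.52 UMIs of Ptprc, 3.23 of Cd44 and 78.8 of Spp1 per 10000, against 0.0631, 0.534 and 1.04 in ECs outside this and the Capillary.EC.2 cluster and 4.49, 3.89 and 94.2 in macrophages. Pecam1 stood at 4.04 and Cdh5 at 5.77 per 10000 in these cells, at 12.3 and 17.7 in the other ECs and at 0.0279 and 0.0203 in macrophages. Of these cells, 70.8% were marked by the Scrublet step against 4.29% of the other ECs, and their median depth was 2.65 times that of the other ECs of the same library.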

Human umbilical cord ECs (HUVECs) have been shown to express CD45 in response to interleukin-1 (IL-1) *in vitro* (Forsyth et al., 1993). Furthermore, in response to TGF-ꞵ it has been shown that mitral valve ECs in the heart express CD45 both *in vitro* and *in vivo* (Bischoff et al., 2016). Therefore, we identified this subtype as an activated subtype of ECs (Activated.EC). It is noteworthy that the Activated.EC subtype constitutes 13% of the total ECs in mdxD2-NSG, 6% in mdx-NSG and only 2% in wt-NSG.

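Activated.EC made up 1.65% and 3.54% of the ECs in wt-NSG (2.60% ± 1.34, mean and SD, n = 2), 4.52% and 2.92% in mdx-NSG (3.72% ± 1.13) and 12.4% and 13.2% in mdxD2-NSG (12.8% ± 0.542). The log2 change was 2.44 (SE 0.48, adjusted p = 0.00675) between mdxD2-NSG and wt-NSG and 1.68 (SE 0.49, adjusted p = 0.0465, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) between mdxD2-NSG and mdx-NSG, with both mdxD2-NSG muscles above all others. The first had an adjusted p of 0.126 without wt-NSG replicate 1 and 0.0698 without mdxD2-NSG replicate 1, and the second lay between 0.0654 and 0.139 when any 1 of the 6 libraries was left out. With doublets removed the first was 3.18 (adjusted p = 0.115), and with clusters formed without the marker genes 2.75 (adjusted p = 0.139, edgeR with Benjamini-Hochberg adjustment).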

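In the summed ECs, 10063 genes were tested, and 886 (430 higher and 456 lower) differed between mdxD2-NSG and wt-NSG, 70 (20 higher and 50 lower) between mdxD2-NSG and mdx-NSG and 14 (10 higher and 4 lower) between mdx-NSG and wt-NSG (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 2461, 1514 and 849 at an unadjusted p below 0.05. DESeq2 called 639, 138 and 48. The first count was 441 without wt-NSG replicate 1, 216 without mdxD2-NSG replicate 1 and 313 without mdxD2-NSG replicate 2, and the second 175 without wt-NSG replicate 1, 234 without wt-NSG replicate 2, 147 without mdx-NSG replicate 1, 40 without mdx-NSG replicate 2, 5 without mdxD2-NSG replicate 1 and 20 without mdxD2-NSG replicate 2. Of the 14 genes Cd63, Fcer1g, Gsn, Ctss, Alad, Calr, Col18a1, Col1a1, Fn1, Plvap, Thbs4, Plek, Clu and Pf4, 13 were higher in mdxD2-NSG than in wt-NSG, 7 passed the threshold over all genes and 12 adjusted over the list alone. Among the calls, the log2 change was 2.30 for Cd63 (adjusted p = 0.00141), 3.41 for Ctss (adjusted p = 0.0381), 2.17 for Alad (adjusted p = 0.00229), 2.98 for Col18a1 (adjusted p = 0.000839), 1.87 for Col1a1 (adjusted p = 0.00545) and 2.64 for Plvap (adjusted p = 0.0222), all from edgeR with Benjamini-Hochberg adjustment and all higher in both mdxD2-NSG muscles than in both wt-NSG muscles. Gsn went the other way, with -1.54 (adjusted p = 0.305). Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042 of mm10) stood at 196 and 108 TMM-scaled CPM in wt-NSG and 485 and 635 in mdxD2-NSG, and it was not called when the Capillary.EC.2 and Activated.EC clusters were left out (log2 2.25, adjusted p = 0.118) or when doublets were removed (adjusted p = 0.178). Plvap had an adjusted p of 0.0847 without wt-NSG replicate 1, 0.109 without wt-NSG replicate 2, 0.0819 without mdxD2-NSG replicate 1 and 0.109 without mdxD2-NSG replicate 2, and Ctss one of 0.0860 without mdx-NSG replicate 1, 0.0856 without mdx-NSG replicate 2, 0.212 without mdxD2-NSG replicate 1 and 0.138 without mdxD2-NSG replicate 2. Against mdx-NSG the list had Col3a1 in place of Clu and Pf4, and 12 of its 13 genes were higher and 1 passed the threshold, Alad with 1.74 (adjusted p = 0.0379; 0.0888 without mdx-NSG replicate 1, 0.0672 without mdx-NSG replicate 2, 0.206 without mdxD2-NSG replicate 1 and 0.0783 without mdxD2-NSG replicate 2), against 5 adjusted over the list alone. Fitted changes between mdxD2-NSG and wt-NSG were ranked only among genes past the threshold in the same direction in every muscle. The largest of these were those of 6330403K07Rik, at least 50.7-fold higher, Moxd1, at least 17.5-fold higher, Arg1 (log2 7.42), Gm13305, at least 29.6-fold lower, and BC023719, at least 25.3-fold lower. Arg1 also led a macrophage cluster, so part of its counts may be macrophage RNA. Over all cells, Gm13305 stood at 1.64 and 1.86 CPM in mdx-NSG against 262 and 268 in wt-NSG. No UMI of BC023719 was found in stromal cells or macrophages of mdx-NSG. The low level of these 2 genes is thus not particular to mdxD2-NSG. By the methods, wt-NSG and mdx-NSG also differ in background strain, so strain and disease cannot be told apart for them. Moxd1 had an adjusted p of 0.0761 without wt-NSG replicate 1 and 0.109 without mdxD2-NSG replicate 2 and BC023719 one of 0.0862 without wt-NSG replicate 1.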

When exploring the DE-Gs upregulated in mdxD2-NSG EC, we found an enrichment for neutrophil degranulation and neutrophil chemotaxis GO terms, with genes enriched such as *Cd63, Fcer1g, Gsn, Ctss* and *Alad,* and enriched GO terms for positive regulation of cell migration, *Calr, Col18a1, Col1a1, Fn1, Plvap* and *Thbs4* (Figures 5E and 5F)*.* Of interest, one of the enriched GO terms in mdxD2-NSG versus mdx-NSG was platelet activation, signaling and aggregation, with genes enriched such as *Cd63*, *Col1a1*, *Fn1*, *Plek*, and *Col3a1* (Figure 5E). 

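Of the genes Cd63, Clu, Col1a1, Fcer1g, Fn1, Plek and Pf4 in ECs, Plek rose by 2.63 on the log2 scale between mdxD2-NSG and wt-NSG (SE 0.39, adjusted p = 0.00500, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 142 and 126 TMM-scaled CPM in the mdxD2-NSG muscles and 25.6 and 15.8 in wt-NSG. Its adjusted p was 0.0523 without mdxD2-NSG replicate 1. Clu changed by 1.14 (adjusted p = 0.0669), Fcer1g by 2.38 (adjusted p = 0.174) and Pf4 by 1.01 (adjusted p = 0.664), and none of the 3 passed the threshold. Clu did so without mdxD2-NSG replicate 2 (adjusted p = 0.0203, edgeR with Benjamini-Hochberg adjustment), and Pf4 was -0.07 without mdxD2-NSG replicate 1. Fcer1g and Pf4 are abundant in macrophages, and over Fcer1g, Ctss, Pf4 and Spp1 the rise in other non-immune types was a median of 0.515 of the rise in ECs.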

Although not shown on the top enriched terms, we also found that the platelet activation, signaling and aggregation enriched GO term, with genes expressed such as *Cd63*, *Clu*, *Col1a1*, *Fcer1g*, *Fn1*, *Plek*, and *Pf4* were upregulated in mdxD2-NSG EC DE-Gs vs. wt-NSG. Taken together, ECs in the severely dystrophic mouse model showed an increased ECM gene upregulation, especially genes involved in collagen formation, regulation of cell adhesion and platelet activation and aggregation. 

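The 17 collagen genes tested in ECs had a median log2 change of 1.61 between mdxD2-NSG and wt-NSG, 15 of them higher (adjusted p = 0.0510, 2-sided rotation test with limma's fry and Benjamini-Hochberg adjustment over the 6 set tests). Over the 152 tested genes of the Reactome set for extracellular matrix organization the median was 0.34, with 99 higher (adjusted p = 0.0525, limma's fry with Benjamini-Hochberg adjustment). Against mdx-NSG the medians were 0.05 (adjusted p = 0.771) and -0.02 (adjusted p = 0.838, limma's fry with Benjamini-Hochberg adjustment), and for the second set the direction of the test was up although its median was below 0. Between the 2 dystrophic models the medians were 0.99 (adjusted p = 0.0990) and 0.20 (adjusted p = 0.0108) without the Capillary.EC.2 and Activated.EC clusters, and 1.27 (adjusted p = 0.0738) and 0.23 (adjusted p = 0.0738) with doublets removed (limma's fry with Benjamini-Hochberg adjustment). All 4 of camera's calls with its preset correlation, for both sets in mdxD2-NSG and in mdx-NSG against wt-NSG, had an unadjusted p under 0.05 under fry, and none was past 0.05 after adjustment. With all muscles, the unadjusted p of fry for mdxD2-NSG against wt-NSG was 0.0122 for collagen genes and 0.0263 for the Reactome set. For both sets it stayed under 0.05 without either wt-NSG muscle and rose above it with any 1 of the other muscles left out. The collagen median then ran from 0.76 (without wt-NSG replicate 2) to 2.07 (without wt-NSG replicate 1). The Reactome median ran from 0.28 (without mdxD2-NSG replicate 2) to 0.58 (without wt-NSG replicate 1). Without the Capillary.EC.2 and Activated.EC clusters, the collagen median against wt-NSG was 1.44 (adjusted p = 0.0294, limma's fry with Benjamini-Hochberg adjustment), and with doublets removed 2.06 (adjusted p = 0.0381), and the Reactome median 0.28 (adjusted p = 0.0108) and 0.39 (adjusted p = 0.0381). Over 5 collagen genes and Fn1, the median rise in macrophages, MuSCs, neutrophils and MCs was 0.629 of the rise in ECs and 1.09 of that in ECs without the 2 clusters. From its enriched terms the paper concludes that ECs of the severely dystrophic model upregulate extracellular matrix genes, above all those of collagen formation, cell adhesion and platelet activation.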

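Between mdx-NSG and wt-NSG ECs, 16 of the 17 collagen genes were higher, with a median log2 change of 1.22 (adjusted p = 0.0510, limma's fry with Benjamini-Hochberg adjustment), and the Reactome set for extracellular matrix organization had a median of 0.23 with 105 genes higher (adjusted p = 0.0525). The collagen change was 0.42 (adjusted p = 0.144, limma's fry with Benjamini-Hochberg adjustment) without the Capillary.EC.2 and Activated.EC clusters and 0.78 (adjusted p = 0.0738) with doublets removed, and the Reactome set gave 0.10 (adjusted p = 0.0275) and 0.24 (adjusted p = 0.0738) in the same settings. With all muscles, the unadjusted p of fry was 0.0170 for collagen genes and 0.0350 for the Reactome set. Here too it stayed under 0.05 without either wt-NSG muscle and rose above it with any 1 of the other muscles left out. The collagen median then ran from 0.76 (without wt-NSG replicate 2) to 1.71 (without wt-NSG replicate 1). The Reactome median ran from 0.17 to 0.36 without the same muscles. Of single genes, 14 passed the threshold with edgeR, and the count was 51 without wt-NSG replicate 2, 0 without mdx-NSG replicate 1 and 69 without mdx-NSG replicate 2.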

When comparing DE-Gs upregulated in mdx-NSG ECs vs. wt-NSG, enriched terms for ECM organization or degradation was lacking and not evident (not shown). Because of these prominent differences especially in ECM upregulation in the severely dystrophic ECs, which has not been previously shown in pathological muscular dystrophy conditions, we focused our attention into validating these findings.

### Ligand-gene interaction model identifies intercellular communication influencing endothelial cells in dystrophic muscles

The skeletal muscle microenvironment and intercellular network interactions is critical in maintaining muscle homeostasis in healthy and diseased conditions. Released ligands from cell populations, stromal cells and macrophages for instance, can govern and drive cellular gene expression changes. Therefore, to address our question of whether the dystrophic microenvironment led to changes and upregulation of ECM gene expression, among others, between healthy, dystrophic and severely dystrophic muscles, we investigated the possible interaction between released ligands from stromal cells and macrophages and their target genes on EC. We carried out NicheNet analysis, a computational tool that uses gene expression data of interacting cells and combines it with existing knowledge to infer ligand-to-target interactions (Browaeys et al., 2020). In our NicheNet analysis, we prioritized ligands released from stromal cells and macrophages driving the differential expression observed in dystrophic and severely dystrophic ECs. Because the prioritization of ligands in NicheNet analysis is not directly related to their expression level, we confirmed the upregulation of the prioritized ligand in diseased conditions. We indeed found some ligands lowly expressed in mdx-NSG and mdxD2-NSG stromal cells and macrophages, therefore when performing further analysis and validation experiments, we only considered target genes affected by upregulated ligands in the diseased conditions (data not shown). 

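The prediction of ligands rests on a model of ligands and targets that was not run here, so only the expression of the ligand genes is given. Of Tgfb1, Adam17, Selplg, Apoe, Il1b and Hgf, all 6 had a positive fitted change between mdx-NSG and wt-NSG in stromal cells and in macrophages, 4 and 6 of them with both muscles above both. In each cell type 1 of the 6 passed the threshold over all genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3 adjusted over the list alone. In stromal cells the log2 change was 0.04 for Tgfb1 (adjusted p = 0.978), 0.00 for Adam17 (adjusted p = 0.997), 1.12 for Selplg (adjusted p = 0.573), 1.17 for Apoe (adjusted p = 0.111) and 5.01 for Il1b (adjusted p = 0.255), and in macrophages 0.38 for Tgfb1 (adjusted p = 0.544), 0.68 for Adam17 (adjusted p = 0.205), 0.14 for Selplg (adjusted p = 0.867), 1.31 for Apoe (adjusted p = 0.185) and 1.63 for Il1b (adjusted p = 0.417), from edgeR with Benjamini-Hochberg adjustment. Il1b passed it in stromal cells without mdx-NSG replicate 2 (adjusted p = 0.0246) and in macrophages without wt-NSG replicate 1 (adjusted p = 0.0107). The sign of Tgfb1 in stromal cells changed with single libraries, with -0.09 without wt-NSG replicate 2 and -0.10 without mdx-NSG replicate 1, and that of Adam17 likewise, with -0.04 without wt-NSG replicate 2 and -0.10 without mdx-NSG replicate 2.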

The top five predicted ligands upregulated in stromal cells and macrophages most likely influencing gene expression differences in mdx-NSG EC are *Tgfb1*, disintegrin and metalloprotease 17 (*Adam17*), selectin P ligand (*Selplg),* apolipoprotein E (*Apoe)*, and interleukin 1ꞵ (*Il1b*). The top five predicted ligands released in mdxD2-NSG were *Tgfb1*, *Apoe, Tnf*, colony stimulating factor 1 (*Csf1*), *Il1b* (Figures S4A and S4B). 

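Between mdxD2-NSG and wt-NSG, Tgfb1, Apoe, Tnf, Csf1, Il1b and Spp1 all had a positive fitted change in stromal cells, and 3 passed the threshold, with 5 adjusted over the list alone. The calls there were Apoe and Spp1 besides Tnf, with 2.12 for Apoe (SE 0.29, adjusted p = 0.00260, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Macrophages had 4 of the 6 higher and 2 calls, Spp1 and Csf1, the latter with 4.64 (SE 0.55, adjusted p = 0.00179). There the log2 change was 0.01 for Apoe (adjusted p = 0.992) and -1.26 for Tnf (adjusted p = 0.349), and the sign of Apoe was reversed with DESeq2 (-0.01) and without wt-NSG replicate 2 (-0.23) or mdxD2-NSG replicate 1 (-0.58).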

We further explored predicted ligands differentially expressed in mdxD2-NSG compared to mdx-NSG stromal cells and macrophages most likely regulating target genes in ECs, and the identified ligands were *Tgfb1*, *Adam17*, bone morphogenetic protein 2 (*Bmp2*), midkine (*Mdk*) and osteopontin (*Spp1*) (Figure S4C). These results come in agreement with extensively studied cytokine and chemokine signaling in dystrophic muscles and are further validated by our scRNA-seq dataset and NicheNet analysis (Kramerova et al., 2019; Paepe and Bleecker, 2013). 

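Between mdxD2-NSG and mdx-NSG, 2 of Tgfb1, Adam17, Bmp2, Mdk and Spp1 were higher in stromal cells and 2 in macrophages. In stromal cells the log2 change was 0.58 for Tgfb1 (adjusted p = 0.241), -0.04 for Adam17 (adjusted p = 0.941), -2.40 for Bmp2 (adjusted p = 0.00998), -0.42 for Mdk (adjusted p = 0.595) and 5.56 for Spp1 (adjusted p = 0.107) (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that the only call was a lower value of Bmp2 (ENSMUSG00000027358, chromosome 2 from 133552159 to 133562885 of mm10). Macrophages gave -0.32 for Tgfb1 (adjusted p = 0.710), 0.34 for Adam17 (adjusted p = 0.665), -1.32 for Bmp2 (adjusted p = 0.460) and -0.30 for Mdk (adjusted p = 0.887), besides the rise in Spp1. Without mdx-NSG replicate 1 the stromal change in Spp1 was 8.47 (adjusted p = 0.00794) and the macrophage change in Bmp2 -2.18 (adjusted p = 0.0484, edgeR with Benjamini-Hochberg adjustment).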

The heatmap of predicted ligand target genes and their regulatory potential in ECs for mdx-NSG and mdxD2-NSG is shown in Figures S4D–S4F. To confirm target gene differential expression on ECs we plotted the average expression of target genes between diseased and healthy conditions (Figures S4G–S4I). The main intercellular interactions of stromal cell-specific, macrophage-specific, and common ligands and their potential target genes were mapped on circle plots to simplify cell-cell interaction visualization (Figures 6A–6C). 

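For mdxD2-NSG against wt-NSG, Tgfb1 (ENSMUSG00000002603, chromosome 7 from 25687002 to 25705077 of mm10) changed by 0.62 in stromal cells (SE 0.24, adjusted p = 0.105) and 0.06 in macrophages (SE 0.25, adjusted p = 0.902, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 269.8 and 220.1 TMM-scaled CPM in wt-NSG macrophages and 234 and 277 in mdxD2-NSG. Its sign in macrophages changed with single libraries (-0.05 without wt-NSG replicate 2 and -0.08 without mdxD2-NSG replicate 2). Spp1, which encodes osteopontin, stood at 14.1 and 4.77 TMM-scaled CPM in wt-NSG macrophages and 10110 and 14960 in mdxD2-NSG. Tnf rose by 2.69 in stromal cells (SE 0.56, adjusted p = 0.0133; 0.0722 without wt-NSG replicate 1, 0.0538 without wt-NSG replicate 2 and 0.0704 without mdxD2-NSG replicate 2). Il1b changed by 5.09 in stromal cells (adjusted p = 0.0699; 0.00662 without mdx-NSG replicate 1 and 0.00743 without mdx-NSG replicate 2) and -0.12 in macrophages (adjusted p = 0.936), the latter with the opposite sign under 3 of the alternatives and 1.49 without wt-NSG replicate 1 and 0.24 without mdxD2-NSG replicate 2.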

We found that the main ligands driving ECM expression in mdxD2-NSG ECs were TGF-ꞵ, ostepontin, TNFα and IL-ꞵ. Although in mdx-NSG EC Hgf and TGFꞵ were the main ligands upregulating ECM expression. 

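Hgf (ENSMUSG00000028864, chromosome 5 from 16553495 to 16620152 of mm10) was higher in mdx-NSG than in wt-NSG by 1.71 on the log2 scale in stromal cells (SE 0.24, adjusted p = 0.0279) and by 1.97 in macrophages (SE 0.37, adjusted p = 0.0193, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In macrophages it stood at 4.50 and 3.41 TMM-scaled CPM in the wt-NSG muscles and 15.9 and 16.8 in mdx-NSG, and in stromal cells at 5.19 and 4.37 and 16.0 and 15.4, with both mdx-NSG muscles above both wt-NSG muscles. The adjusted p in stromal cells was 0.0681 without wt-NSG replicate 1, 0.132 without wt-NSG replicate 2 and 0.0874 without mdx-NSG replicate 1, and in macrophages 0.0905 without wt-NSG replicate 1, 0.0616 without wt-NSG replicate 2 and 0.157 without mdx-NSG replicate 1 (edgeR with Benjamini-Hochberg adjustment).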

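Of the genes plotted in Fig. 6E, the calls in ECs between mdxD2-NSG and wt-NSG included, besides Col1a1 and Plvap, 1.05 for Col6a1 (adjusted p = 0.0347), 1.00 for Tgfbr2 (adjusted p = 0.0193), 1.63 for Vim (adjusted p = 0.0148) and 1.58 for Abca1 (adjusted p = 0.00758), as log2 changes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Not past the threshold were 0.72 for Col4a1 (adjusted p = 0.150), 0.44 for Itgb1 (adjusted p = 0.387), 12.92 for Spp1 (adjusted p = 0.118), 0.39 for Cxcl10 (adjusted p = 0.923), 1.67 for Selp (adjusted p = 0.473) and 1.01 for Pf4 (adjusted p = 0.664), all higher in mdxD2-NSG. With 1 library left out, the adjusted p of Col6a1 was 0.192 without wt-NSG replicate 2, 0.0942 without mdxD2-NSG replicate 1 and 0.172 without mdxD2-NSG replicate 2, that of Tgfbr2 0.133 without wt-NSG replicate 1, 0.121 without mdxD2-NSG replicate 1 and 0.0765 without mdxD2-NSG replicate 2, that of Vim 0.102 without wt-NSG replicate 2, 0.0770 without mdxD2-NSG replicate 1 and 0.102 without mdxD2-NSG replicate 2 and that of Abca1 0.0575 without mdxD2-NSG replicate 2. Between mdx-NSG and wt-NSG, 8.46 for Spp1 (adjusted p = 0.607), 3.26 for Cxcl10 (adjusted p = 0.712), 1.81 for Col3a1 (adjusted p = 0.371) and -0.04 for Itgb1 (adjusted p = 0.990) were the changes of 4 of the plotted genes, none of them past the threshold (edgeR, Benjamini-Hochberg).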

Because ECM genes were notably upregulated in mdx-NSG and mdxD2-NSG EC, we simplified their expression visualization, with other genes of interest, in Figures 6D and 6E. Collectively, NicheNet analysis highlighted top predicted ligand interactions released from stromal cells and macrophages with their potential target genes on ECs in dystrophic and severely dystrophic muscles identifying TGF-ꞵ pathway as the main upstream signal driving EC gene expression changes.

**Figure 6:**
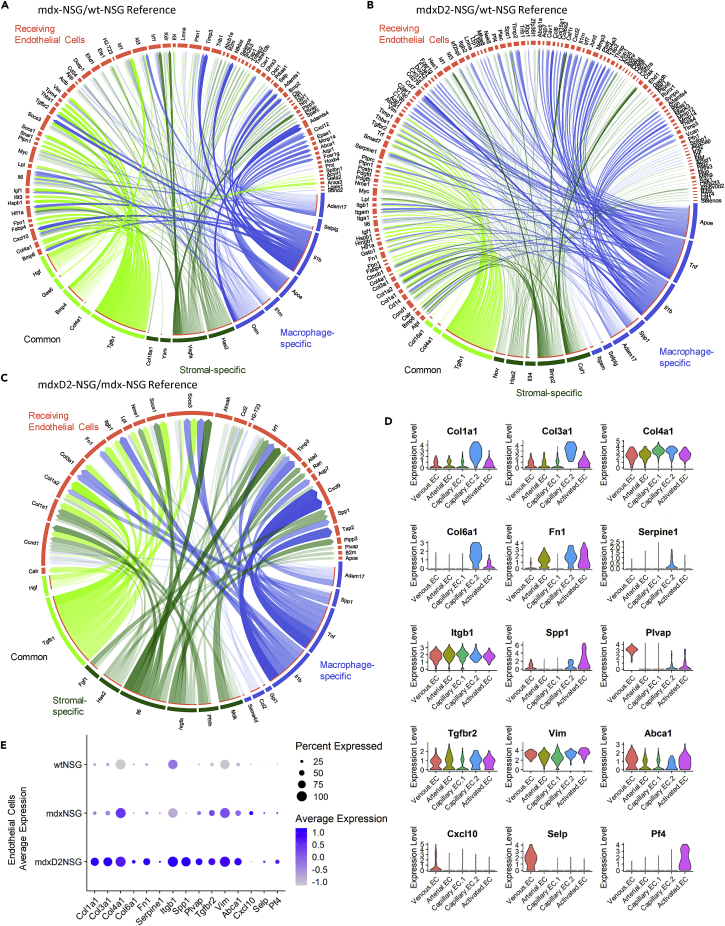
Stromal cells and macrophages released ligands and their regulated target genes on endothelial cells in dystrophic and severely dystrophic environment (A–C) Circos plot of NicheNet analysis showing links of cell-cell interactions between predicted ligands from stromal cells and macrophages with most likely regulated target genes that are differentially expressed on (A) mdx-NSG endothelial cells, wt-NSG as a reference (B) mdxD2-NSG endothelial cells, wt-NSG as a reference, and (C) mdxD2-NSG endothelial cells, wt-NSG as a reference. Degree of transparency is determined by the regulatory potential value of a ligand-target interaction (Blue: macrophage-specific ligands, Green: stromal cell-specific ligands, Lawn green: common ligands released from both stromal cells and macrophages). (D) Violin plots of some genes of interest that were differentially expressed in the dystrophic and severely dystrophic endothelial cells identified by NicheNet analysis. (E) Dot plot of average expression between the mouse models of some genes of interest that were differentially expressed in the dystrophic and severely dystrophic endothelial cells identified by NicheNet analysis.

### Dystrophic and severely dystrophic endothelial cells have increased ECM deposition

To validate our findings of increased ECM expression of vascular ECs, especially in severely dystrophic muscles, we examined collagen IV, collagen I, and collagen VI deposition around capillaries in cross sections of wt-NSG, mdx-NSG and mdxD2-NSG muscles (Figures 7A–7C and S5A–S5C). We found significantly higher deposition of collagen IV, collagen I and collagen VI in mdxD2-NSG compared to both mdx-NSG and wt-NSG, whereas higher deposition of collagen I and collagen VI were evident in mdx-NSG compared to wt-NSG (Figures 7A–7C). In addition, one of the major ECM genes that was upregulated in dystrophic and severely dystrophic muscle EC was fibronectin (FN) encoded by *Fn1* (Figure 6E). 

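Fn1 in ECs stood at 186 and 257 TMM-scaled CPM in the wt-NSG muscles, 314 and 111 in mdx-NSG and 463 and 588 in mdxD2-NSG. The log2 change was -0.04 (SE 0.45, adjusted p = 0.995) between mdx-NSG and wt-NSG and 1.25 (SE 0.45, adjusted p = 0.141, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) between mdxD2-NSG and wt-NSG, where both mdxD2-NSG muscles lay above both wt-NSG muscles. The first was 0.20 without wt-NSG replicate 2 and 0.50 without mdx-NSG replicate 2, and the second had an adjusted p of 0.00997 without mdx-NSG replicate 1 and 0.0106 without mdx-NSG replicate 2 (edgeR with Benjamini-Hochberg adjustment).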

ECs from murine models are difficult to isolate in large numbers, therefore, to examine the protein expression of fibronectin in the different mouse models we performed western blots (WB) using whole gastrocnemius muscle lysates. We detected significantly increased protein abundance of fibronectin in mdx-NSG and mdxD2-NSG muscles compared to wt-NSG (Figure S6A). When muscle cross-sections were examined, fibronectin had increased deposition around mdx-NSG and mdxD2-NSG ECs compared to wt-NSS (Figure 7D). We further confirmed these findings with Sirius red staining in muscle cross-sections (Figure S6B). Collectively, we confirmed that the upregulation of ECM genes in ECs, regulated mainly by TGF-ꞵ signaling predicted by NicheNet analysis, translates to protein expression in muscle cross-sections of healthy, dystrophic and severely dystrophic muscles.

**Figure 7:**
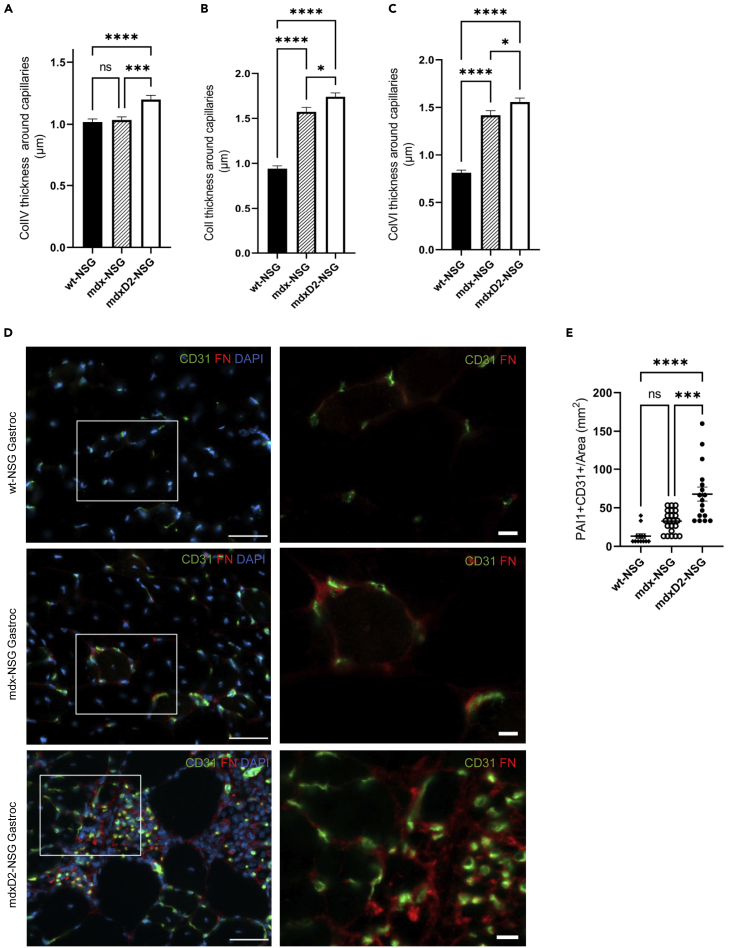
Dystrophic and severely dystrophic endothelial cells have increased ECM deposition (A–C) Quantification of (A) Collagentype IV (COLIV), (B) Collagen I (COLI), (C) Collagen VI (COL VI) deposition around capillary endothelial cells in healthy and DMD muscles. One Way ANOVA with Tukey’s multiple comparison test (Data are represented as mean + SEM ∗p<0.05, ∗∗∗p ≤ 0.0001, ∗∗∗∗p< 0.0001). (D) Immunofluorescence staining of gastrocnemius muscle cross-sections for endothelial cell (CD31, green), and fibronectin (FN, red) and nuclear markers (DAPI, blue). Left column scale bar at 50 μm, right column are magnified images of boxed, scale bar at 10 μm. (E) Quantification of PAI-1 and CD31 colocalization in gastrocnemius muscle cross-sections across the mouse models. One way-ANOVA with Tukey’s multiple comparisons test (Data are represented as mean ± SEM *∗∗∗*p*≤*0.001, ∗∗∗∗p<0.0001).

*Serpine1*, which encodes PAI-1, was one of the genes detected to be upregulated in severely dystrophic ECs in NicheNet analysis (Figure 6B). It was predicted by NicheNet analysis that *Serpine1* is regulated by TGF-β, IL-1ꞵ and TNF signaling (Figure S4E). To further explore this finding, we assessed *Serpine1* expression in ECs and verified its enrichment in mdxD2-NSG EC (Figure 6E). To confirm if our gene expression data corresponds to protein expression, we performed immunostaining of PAI-1 on muscle cross-sections and we found that it colocalizes with some, but not all, ECs (CD31^+^) in mdxD2-NSG (Figures 7E and S6C). 

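Among the collagen genes in ECs, Col3a1 changed by 1.81 on the log2 scale between mdx-NSG and wt-NSG (SE 0.52, adjusted p = 0.371) and by 1.90 between mdxD2-NSG and wt-NSG (SE 0.52, adjusted p = 0.0713, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both tests passed the threshold without wt-NSG replicate 1, with adjusted p of 0.0156 and 0.00181. Col4a1, which ECs themselves make in quantity, stood at 1694 and 1771 CPM in wt-NSG, 2333 and 3601 in mdx-NSG and 2625 and 2861 in mdxD2-NSG, with all 4 dystrophic muscles above both wt-NSG muscles. The paper concludes from stainings and western blots as well as RNA that ECs of dystrophic and severely dystrophic muscle upregulate extracellular matrix genes, and of these only RNA was analysed here.

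**Figure D4:**
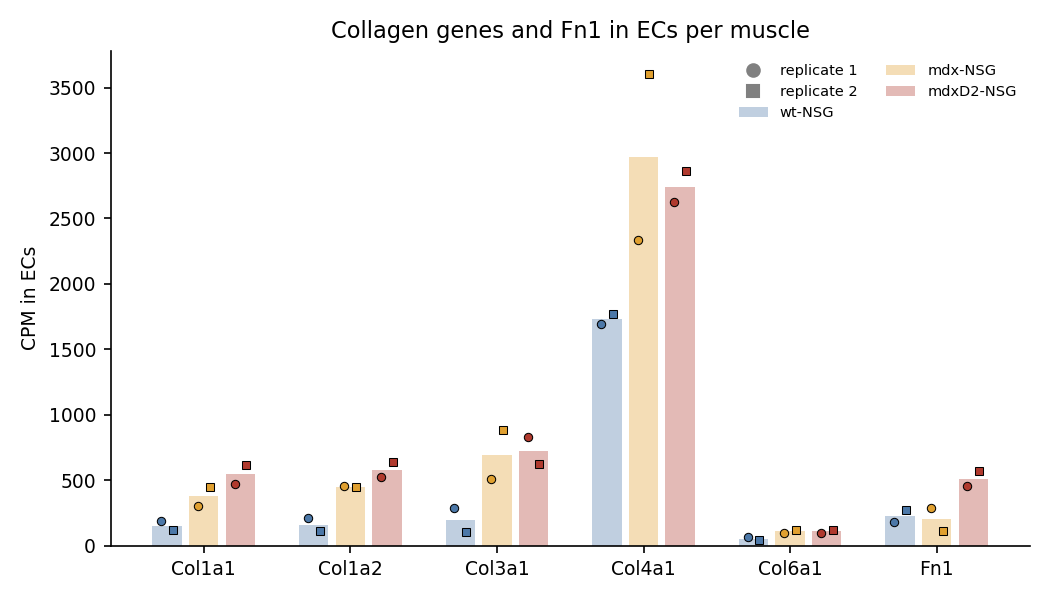
CPM of all EC UMIs (vertical axis, before scaling between libraries) for 5 collagen genes and Fn1 (horizontal axis); points are muscles and bars the mean of the 2 muscles of a model. Col4a1 is the most abundant in each muscle, and the Fn1 point of the library labelled mdx-NSG replicate 2 lies below both wt-NSG points.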

Overall, we demonstrate the upregulation of ECM genes by dystrophic and severely dystrophic ECs, and the upregulation of PAI-1 especially in the severely dystrophic ECs indicating EC functional impairment.

## Discussion

Recent advances in scRNA-seq technology have allowed for the evaluation and dissection of skeletal muscle-resident cell populations in homeostatic and regenerating states (Dell’Orso et al., 2019; Giordani et al., 2019; Malecova et al., 2018; Micheli et al., 2020; Oprescu et al., 2020). These studies collectively described a comprehensive scRNA-seq datasets and provided insights into the complexity and diversity of normal muscle-resident populations, and how cell populations change during muscle regeneration. However, limited studies have examined cellular heterogeneity of skeletal muscle at single cell resolution in pathological conditions, for instance in inflammatory muscle diseases such as in DMD mouse models (Camps et al., 2020). Many studies have demonstrated that the diseased environment plays an enormous role in the effectiveness of many therapies (Boisgerault and Mingozzi, 2015; Galli et al., 2021). Therefore, utilizing scRNA-seq, here we focused on evaluating the changes in the cellular composition and microenvironment as disease severity increases in mouse models of DMD. We explored the transcriptional differences and heterogeneity within different muscle-resident populations including MuSCs, stromal cells, macrophages, and EC populations between healthy, dystrophic, and severely dystrophic muscles.

MuSC has been demonstrated to be a heterogeneous population influenced by microenvironment signaling (Motohashi and Asakura, 2014; Tierney and Sacco, 2016). The first scRNA-seq study that focused on MuSC heterogeneity in homeostatic muscle constituted of only 21 FACS isolated MuSCs (Cho and Doles, 2017). Since then, multiple groups examined the temporal dynamics of MuSCs during regeneration where quiescent MuSCs, activated MuSCs (Dell’Orso et al., 2019), progenitors, committed progenitors, mature skeletal muscle (Dell’Orso et al., 2019; Micheli et al., 2020), and immunomyoblasts (Oprescu et al., 2020) have been described. We described a MuSC subpopulation that expressed an immune profile that constitutes about 25% of MuSC in the mdxD2-NSG muscle, similar to described in the regenerating muscle (Oprescu et al., 2020). The functional validation of such population is necessary in the severely dystrophic muscle to understand its implications in the disease context. We further described four MuSC subpopulations that are transcriptionally distinct in healthy, dystrophic and severely dystrophic scRNA-seq integrated dataset, with an increased proportion of committed (*Myod1*+) and differentiated (*Myog*+) MuSC in the dystrophic and severely dystrophic muscle. Furthermore, we were able to identify, in dystrophic and severely dystrophic skeletal muscles, cell populations that have been otherwise described in healthy regenerating muscle after acute injury, such as *Cxcl5*+ stromal cell subpopulation (Micheli et al., 2020; Oprescu et al., 2020). We were able to further describe the dynamic changes of macrophages with the co-existence of both pro-inflammatory, M1-like macrophage, and anti-inflammatory, M2-like macrophage, signatures in the dystrophic and severely dystrophic skeletal muscles. Of interest, we have observed that pericytes differentially express fibrosis markers in mdxD2-NSG and mdx-NSG muscles such as *Postn*, *Col1a1/a2* and *Fn1* compared to wt-NSG(not shown). 

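In the summed pericytes, 5131 genes were tested, and 103 (52 higher and 51 lower) differed between mdxD2-NSG and wt-NSG, 1 between mdx-NSG and wt-NSG and 21 between mdxD2-NSG and mdx-NSG (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 775, 238 and 442 at an unadjusted p below 0.05 and 61, 2 and 13 called by DESeq2. The count for mdxD2-NSG against wt-NSG was 67 without wt-NSG replicate 1, 258 without mdx-NSG replicate 1, 297 without mdx-NSG replicate 2 and 158 without mdxD2-NSG replicate 2. Between mdxD2-NSG and wt-NSG, the log2 change was 3.05 for Postn (adjusted p = 0.0140), 1.75 for Col1a1 (adjusted p = 0.0173), 1.60 for Col1a2 (adjusted p = 0.0391) and 2.33 for Fn1 (adjusted p = 0.00424) (edgeR, Benjamini-Hochberg), all higher in both muscles than in both wt-NSG muscles. The adjusted p of Col1a1 was 0.0683 without wt-NSG replicate 1 and 0.220 without wt-NSG replicate 2, and that of Col1a2 0.208 without wt-NSG replicate 1, 0.209 without wt-NSG replicate 2 and 0.103 without mdxD2-NSG replicate 2. Between mdx-NSG and wt-NSG all 4 had a positive fitted change and none passed the threshold, either over all genes or adjusted over the list alone, with 1.56 for Postn (adjusted p = 0.939), 0.77 for Col1a1 (adjusted p = 0.997), 0.26 for Col1a2 (adjusted p = 0.997) and 0.55 for Fn1 (adjusted p = 0.997). For Col1a2 it was -0.19 without mdx-NSG replicate 2.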

A similar pro-fibrotic signature of pericytes has been described in heart and brain after ischemic injury (Pham et al., 2021). A common signaling pathway associated with both ischemia injury as well as dystrophic and severely dystrophic environments is exacerbated TGF-ꞵ signaling, which we speculate is resulting in a similar fibrotic signature in the pericytes in dystrophic and severely dystrophic muscles.

EC skeletal muscle-resident population is an understudied cell population although its implications for cell-based therapeutics are critical. In the mdx mouse model, it has been reported that the vascular changes are age-dependent, with impaired angiogenesis, migration, and proliferation of ECs *in vitro* and *in vivo* in older mdx mice (Latroche et al., 2015; Palladino et al., 2013; Podkalicka et al., 2021). To understand the role of the microenvironment in EC transcriptional changes in dystrophic and severely dystrophic muscles, we were able to interrogate intercellular communication with predicted ligands released from stromal cells and macrophages and their targets in dystrophic ECs utilizing NicheNet analysis (Browaeys et al., 2020). Our analysis identified TGF-ꞵ pathway, with expression of *Spp1* and *Tgfb1,* as one of the main upstream signals driving EC changes in both dystrophic and severely dystrophic muscles. Recent work has provided evidence that osteopontin promotes fibrosis and upregulates collagen expression in mdx fibroblasts by enhancing TGF-ꞵ signaling (Kramerova et al., 2019). To the best of our knowledge, we are showing here for the first time that in severely dystrophic environment a subset of capillary ECs upregulates ECM genes including *Col1a1*, *Col3a1*, *Col4a1, Col6a1* and *Fn1*. 

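In ECs without the Capillary.EC.2 and Activated.EC clusters, Col1a1 stood at 46.7 and 62.9 CPM in the wt-NSG muscles, 34.9 and 117 in mdx-NSG and 351 and 132 in mdxD2-NSG, and Col3a1 at 68.6 and 45.6, 88.4 and 142 and 631 and 188. Over 5 collagen genes and Fn1, a median of 0.449 of the rise between wt-NSG and mdxD2-NSG was left in these cells. Col4a1 changed by 0.72 on the log2 scale in all ECs between mdxD2-NSG and wt-NSG (SE 0.29, adjusted p = 0.150, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its rise of 1010.2 CPM compares with a median of -28.4 in the other types examined.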

We further confirm the significant increase of Collagen IV, I, VI and fibronectin deposition around capillaries in severely dystrophic environment compared to both dystrophic and healthy environment. Our findings are in line with reported thickened connective tissue around capillaries of DMD patients (Miike et al., 1987). Nichenet analysis moreover identified PAI-1, encoded by *Serpine1*, as an upregulated gene in ECs. We have also seen a similar upregulation of *Serpine1* in stromal cells and macrophages (data not shown). PAI-1 is a procoagulant and inhibits degradation of clots when they arise (Sillen and Declerck, 2020). We confirmed upregulation of PAI-1 protein expression with immunofluorescence imaging in muscle cross-sections, further indicating EC impairment in severely dystrophic muscles.

In summary, we have used scRNA-seq of gastrocnemius skeletal muscle to investigate differences in the microenvironment and cellular constitution as disease severity increases in mouse models of DMD. We have identified critical changes in transcriptional profiles of MuSC, stromal cells, macrophages and ECs regulated by DMD disease progression. Our scRNA-seq data provides the community with a tool to further explore muscle-resident cell type changes and differences in muscle make up between healthy, dystrophic and severely dystrophic phenotypes. Our work further highlights that future studies will likely need to develop combination therapies targeting both the diseased microenvironment in addition to delivering new cell, genetic or other novel therapeutics to DMD patients.

### Limitations of the study

The confirmation of muscle-resident subpopulations identified in this study will require the use of combination approaches of *in vivo* and *in vitro* studies to validate and determine their role in driving disease progression in dystrophic and severely dystrophic mouse models. Moreover, future studies will require investigating ECs in DMD disease model to evaluate their functional role and their targeting to restore a healthy phenotype. In our hands, ECs were challenging to isolate and culture, even when pooling muscles from multiple mice, therefore ECM deposition was quantified using muscle cross-sections or whole muscle lysates.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-Mouse CD31 (MEC 13.3)	BD Biosciences	Cat# 553370; RRID:AB_394816
Anti-Mouse/Human PAI1 [EPR21850-82]	Abcam	Cat# ab222754
Anti-Mouse/Human Fibronectin antibody	Abcam	Cat# ab2413; RRID:AB_2262874
Anti-Mouse/Human Collagen IV antibody	Abcam	Cat# ab19808; RRID:AB_445160
Anti-Mouse CollagenType VI Antibody	Fitzgerald Industries International	Cat# 70R-CR009X; RRID:AB_1283876
Anti-Mouse CollagenType I	Cedarlane Labs	Cat# CL50151AP-1
Monoclonal Anti-α-Actinin (Sarcomeric) antibody	Sigma-Aldrich	Cat# A7811; RRID:AB_476766
Rabbit IgG Isotype Control (Polyclonal)	R&D	Cat# AB-105-C; RRID:AB_354266
Mouse IgG2a Isotype Control	Biolegend	Cat# 401501
Anti-Rat Alexa fluor 488	Fisher Scientific	Cat# A11006; RRID:AB_2534074
Anti-Rabbit Alexa Fluor 647	Fisher Scientific	Cat# A21245; RRID:AB_2535813
Anti-Rabbit Alexa Fluor 568	Fisher Scientific	Cat# A11011; RRID:AB_143157
Anti-Mouse IgG HRP antibody	Cell Signaling	Cat# 7076P2
Anti-Rabbit HRP antibody	Cell Signaling technology	Cat# 7974S

**Chemicals, peptides, and recombinant proteins**		

Collagenase, Type 2 (Collagenase II)	Worthington-Biochem	Cat# LS004177
Dispase II	Thermo Fisher Scientific	Cat# 17105041
Collagenase D	Sigma-Aldrich	Cat# 11088882001
DMEM/F-12, HEPES medium	Thermo Fisher Scientific	Cat# 11330032
Amphotericin B	Thermo Fisher Scientific	Cat# 15290018
Fetal bovine serum (FBS)	Thermo Fisher Scientific	Cat# 16000044
Bovine Serum Albumin	Sigma Aldrich	Cat# A9418-100G
UltraPure BSA	Thermo Fisher Scientific	Cat# AM2616
Vectashield mounting medium with DAPI	Vector Laboratories	Cat#: H-1200-10
Fast Green FCF	Sigma-Aldrich	Cat#:F7258-25G
Direct Red 80	Sigma-Aldrich	Cat#: 365548-25G
Picric Acid, Saturated	Sigma-Alrdrich	Cat#:5860-16
Xylenes (histological)	Fisher Scientific	Cat#: X3P-1GAL
Ethanol, Absolute (200 Proof)	Fisher Scientific	Cat#: BP2818100
Permount mounting medium	Fisher Scientific	Cat#: SP15-100

**Critical commercial assays**		

Thermo Scientific™ Micro BCA™ Protein Assay Kit	Fisher Scientific	Cat# PI23235
Western Blotting Application Solutions Kit	Cell Signaling Technology	Cat# 12957S
Pierce™ ECL Plus Western Blotting Substrate	Thermo Fisher Scientific	Cat# 32132X3

**Deposited data**		

Raw scRNA-seq data and processed matrices	This paper	GEO: GSE213925
Original western blot images	This paper	Mendeley Data: https://doi.org/10.17632/nptpkvvtjs.1

**Experimental models: Organisms/strains**		

C57Bl/6-NSG	N/A	N/A
mdx-NSG	N/A	N/A
mdxD2-NSG	N/A	N/A

**Software and algorithms**		

Zen 2.6 (blue edition)	Carl Zeiss Microscopy	
Prism 9.1.1	GraphPad	https://www.graphpad.com
CellRanger	10X Genomics	Cell Ranger Installation-Software-Single Cell Gene Expression-Official 10x Genomics Support
Seurat Version 3.1.5	Butler et al. (2018)	Release Version 3.1.5 · satijalab/seurat · GitHub
Harmony	Korsunsky et al. (2019)	GitHub - immunogenomics/harmony: Fast, sensitive and accurate integration of single-cell data with Harmony
NicheNet	Browaeys et al. (2020)	GitHub - saeyslab/nichenetr: NicheNet: predict active ligand-target links between interacting cells
Metascape	Zhou et al. (2019)	Metascape
ImageLab versions 5.1 and 6.1	Bio-Rad Labratories	

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to the lead contact, April Pyle ().

#### Materials availability

This study did not generate new unique reagents. Requests for mouse strains in this study could be shared by lead contact upon request, April Pyle ().

### Experimental model and subject details

#### Mice

All animal work was conducted under protocols approved by the UCLA Animal Research Committee (ARC) (ARC-2006-119). Animals used in this study were housed in an immunocompromised core facility. C57BL/6 mice were crossed with NSG mice to generate C57-NSG mice (referred to as wt-NSG). mdx-NSG mice: mdx/C57BL/10 mice were crossed to NSG mice to generate mdx-NSG mice. mdxDBA2 mice were a generous gift from Dr. Melissa Spencer, UCLA, and were crossed to NSG mice to generate mdxD2-NSG mice. Pups were genotyped using TransnetYX to ensure allele mutations. wt-NSG mice were genotyped for *Scid* and *Il2rg* alleles, mdx-NSG were genotyped for *Scid*, *Il2rg* and *mdx* alleles, mdxD2-NSG were genotyped for *Anxa6*, *Ltbp4*, *Scid*, *Il2rg* and *mdx* alleles. All animals used in this study were homogenous for *Il2rg* knockout and *Scid*. All animals used in this study were backcrossed to the original C57Bl/6 and mdxC57Bl/10 backgrounds for at least five generations. Male mice were used in this study.

### Method details

#### Muscle digestion and single-cell suspension preparation

Gastrocnemius muscles were harvested from the right hindlimb of 8 weeksold male wt-NSG, mdx-NSG, and mdxD2-NSG each separately. The muscles were first washed with wash buffer consisting of DMEM/F12, 10% FBS, 0.5% P/S and 0.1% Amphotericin B. The muscles were then finely chopped in at room temperature (RT) in digestion buffer consisting of DMEM/F12, 0.5% P/S, 5% FBS and 500 u/ml Collagenase II. The chopped muscles were then placed in 37°C incubator on a shaker for 20 minutes, pipetting with a serological pipette after 10 minutes for trituration. The digested muscles were then mashed with a 5 ml syringe plunger one for each sample. Digestion was stopped by adding icecold wash buffer to each sample and the tissue slurry was then transferred to 50 ml conical tube. The tubes were then filled with wash buffer and centrifuged at 600 g for 5 minutes. The pellets were resuspended in second digestion buffer consisting of DMEM/F12, 0.5% P/S, 5% FBS, 1.5 u/ml Collagenase D, and 2.4 u/ml Dispase. The tissue was then placed in a 37°C incubator on a shaker for 15 minutes with intermittent trituration. Icecold FACS buffer consisting of 2% FBS, 0.5% P/S in PBS was added to the tubes to stop digestion. The solution was filtered through a 70 um filter and then a 40 um filter. The cell suspension was then centrifuged at 400 g for 5 minutes at 4°C, the pellet was resuspended with FACS buffer and centrifuged at 600 g for 5 minutes at 4°C. Cell number was counted, resuspended in FACS buffer, stained with 1 μg/ml DAPI and kept on ice until sorted.

#### 10Xgenomics library preparation and sequencing

Single-cell suspension prepared as described above was sorted by BD FACSAria sorter for live cells at UCLA Broad Stem Cell Research Center Flow Cytometry Core. Standard gating strategies were applied to exclude debris, doublets and dead cells. The cells were pelleted and washed twice with BSA buffer, consisting of 1 × PBS with 0.04% UltraPure BSA, with 300 g centrifugation between washes for 2 minutes. Cells were then counted and resuspended in a 1200 cells/μl BSA buffer ratio. Chromium™ Single Cell 3′ Library Construction was performed by the Technology Center for Genomics and Bioinformatics (TCGB) at UCLA. The samples were then sequenced using the llumina NovaSeq 6000 S2 (2 × 50).

#### Immunofluorescence staining

Mice gastrocnemius muscles were frozen in isopentane cooled in liquid nitrogen. Frozen muscles were serially sectioned at 10 μm thick cryosections. A Hydrophobic barrier was drawn around sections, then washed with 0.1% Tween in PBS (PBST). The sections were then fixed with 4% PFA for 10 minutes. A permeabilization step, if necessary, followed with 0.3% Triton X-100 in PBS at room temperature for 10 minutes. Sections were then blocked with 0.25% Gelatin, 0.1% Tween, 3% bovine serum albumin (BSA) and 10% goat serum (GS) in distilled water for 60 minutes at room temperature. Sections were then incubated in humidified chambers with either Col-I (1:250), Col-IV (1:250), Col-VI (1:250) or FN (1:250) and CD31 (1:100) primary antibodies overnight at 4°C in 0.25% gelatin, 0.1% Tween, 3% BSA and 1% GS. Sections were next incubated for 60 minutes with fluorophore-conjugated secondary antibodies diluted in PBS and 1% goat serum (1:. DAPI vecatshield mounting media was then used to counterstain nuclei, coverslips were applied, and nail polish was used to seal the coverslips. Images were captured using a Zeiss Axio Observer.Z1 microscope equipped with an AxioCamMR3 camera.

#### Western blot

Muscle lysates and western blotting was carried using Western Blotting Application Solutions Kit from Cell Signaling Technology, following manufacturer protocol. In brief, gastrocnemius muscles were harvested from 11-weeksold male wt-NSG, mdx-NSG and mdxD2-NSG mice (n = 5 of each mouse model) after euthanization, and immediately frozen in liquid nitrogen. Muscle samples were homogenized using Qiagen TissueRuptor in icecold 2X cell lysis buffer supplemented with 1mM PMSF (100 mg of tissue to 1 ml of 2X buffer) and sonicated for 10–15 seconds. Samples were kept on ice at all times. Total proteins were quantified using Pierce Micro BCA protein assay kit. Samples were prepared with 1X SDS sample buffer, diluted from 3X SDS buffer consisting of 187.5 mM Tis-HCl (pH 6.8 at 25°C), 6% (w/v) SDS, 30% glycerol and 0.03% (w/v) bromophenol blue, supplemented with 1/10 volume of 30X DTT reducing agent, consisting of 1.25 M dithiothreitol. Samples were heated to 95–100°C for 5 minutes, and then cooled on ice for 5 minutes. Lysates, with a total protein of 30 μg, were resolved by SDS-PAGE using 1X running buffer carried out using Criterion Vertical Electrophoresis Cell (Bio-Rad) on 4–20% Gels (Bio-Rad) for 70–80 minutes at 120 V (depending on protein size). Gels were then transferred in wet conditions to nitrocellulose membrane using 1X transfer buffer for 120 minutes at 200 mA in cold room. Membranes were then blocked in TBST with 5% nonfat dry milk for 60 minutes at room temperature. Next, the membranes were incubated overnight at 4°C with primary antibodies diluted in 3% BSA in TBST (1:1000). Membranes were then incubated in species appropriate HRP conjugated secondary antibodies (1:2000) for 60 minutes at room temperature and developed with Pierce ECL Western Blotting substrate using ChemiDoc MP Imaging system.

#### Sirius red histological stain

Picrosirius red stain solution was prepared by adding 0.1% direct red 80 and 0.1% fast green FCF to aqueous saturated Picric acid. Slides were then washed in Xylene for 5 minutes (2X), 100% EtOH for 2 minutes (2X), 90% EtOH for 2 minutes (2X), 80% EtOH for 2 minutes (2X), 70% EtOH for 2 minutes (2X), and dH_2_O for 2 minutes (2X). Tissue sections on the slides were then outlined with a pap pen. Picrosirius red solution was applied to the sections and left to incubate for 60 minutes. Slides were then washed in H_2_O (10 dips), 70% EtOH (10 dips), 100% EtOH (2X 10 dips), and Xylene (2X 10 dips). Finally, slides were mounted with Permount mounting medium and imaged.

### Quantification and statistical analysis

#### Computational analysis: Seurat

Read alignment and gene-expression quantification of mouse scRNA-seq data was performed using the CellRanger Count pipeline (version 3.1.0, 10X Genomics). The CellRanger pre-built mouse reference package was used for read alignment (mm10 Ensembl 93). The filtered feature bc matrices output was then used to create Seurat object using Seurat package version 3.1.5. Quality Control (QC), data normalization and scaling, and detection of highly variable features were then carried out for each sample individually, with minimal alterations from the published workflow (Butler et al., 2018). Briefly, quality control was performed by removing cells with fewer genes than 500, 800 and 800 and higher genes than 5000, 6000 and 6000 genes from the analysis in wt-NSG, mdx-NSG and mdxD2-NSG samples, respectively. Moreover, cells with more than 15% of UMIs mapped to mitochondrial genes were removed. Next, the data were normalized, highly variable genes identified and scaled using “SCTransform” with regression of cell cycle scores and percent mitochondrial genes. Next, dimensionality reduction by principal components (PCs) was calculated using “RunPCA” and to estimate the significant number of PCs to be used “ElbowPlot” function was used. Next, the uniform manifold approximation and projection (UMAP) embedding were calculated and visualized using “RunUMAP” and “UMAPPlot”. Unsupervised clustering was carried using “FindNeighbors” and “FindClusters”. Differentially expressed genes were then defined with “FindallMarkers” with Wilcox test, return.thresh set to 0.01, logfc.threshold set to 0.41, and with “min.pct” set to 0.25. Muscle clusters of each replicate from each mouse model were then defined (data not shown). The normalized Seurat objects were then merged using “merge”. We found that for the merged Seurat object normalizing and scaling the data with the following functions “NormalizeData”, “FindVariableFeatures” and “ScaleData”, with regression of cell cycle score, resulted in a more conserved and better clustering of the datasets. Integration was then performed as below.

#### Computational analysis: Harmony integration

The merged Seurat object was used to integrate all cells from the different mouse models using Harmony (Korsunsky et al., 2019). Briefly, after running dimensionality reduction with “RunPCA”, Harmony integration follows with “RunHarmony”. In downstream analysis, Harmony embeddings were used for UMAP embeddings and clustering with “RunUMAP”, “FindNeighbors” and “FindClusters”. Differentially expressed genes between clusters were identified with “FindAllMarkers” using following parameters: test used “Wilcox”, “return.thresh” set to 0.01, minimum expression fold change “logfc.threshold” set to 0.41, and minimum percent of cells expressing a certain gene “min.pct” set to 0.25 and minimum gene difference “min.diff.pct” set to 0.15. Clusters were then identified from the integrated data based on gene expression (Table S2) and visualized. A total of 20,920 cells were integrated after carrying Harmony integration from wt-NSG (4180), mdx-NSG (5723), and mdxD2-NSG (11017) (n = 2/mouse model).

#### Computational analysis: Subset data

To obtain a Seurat object containing only desired cell type of the integrated data, endothelial cells for example, the “subset” function was used. The subset Seurat object goes through Seurat filtering and normalization, and Harmony integration workflows as described above.

#### Computational analysis: NicheNet analysis

NicheNet analysis was performed as published code (nichenetr/seurat_wrapper_circos.md at master · saeyslab/nichenetr · GitHub) (Browaeys et al., 2020). Briefly, the expression data of interacting cells was extracted from Seurat object of the integrated data. Then, the receiver cell population (EC) and sender cell populations (Stromal and Mphage) were defined. The analysis was set as such the gene set of interest are the genes differentially expressed in ECs in dystrophic inflammatory environment compared to healthy state. Therefore, the condition of interest was set to mdx-NSG and mdxD2-NSG (each analyzed separately), and the reference condition was set to wt-NSG. Utilizing a model of already published ligand-target, ligand-receptor network and weighted integrated networks, NicheNet analysis is performed according to the published workflow. The predicted ligand activity inferred active ligand-target links and average expression of inferred ligand activity between conditions are shown in Figure S5. Circos plots were then used to visualize groups the top predicted active ligands according to the strongest expressing cell type.

#### Gene Ontology enrichment analysis

Gene Ontology (GO) enrichment was performed using Metascape (Meta http://metascape.org/gp/index.html#/main/step1scape)(Zhou et al., 2019). In short, all statistically GO/KEGG terms were calculated and used for filtering. Significant terms were then hierarchically clustered into a tree based on statistical similarities. P<0.01.

#### Quantification of immunofluorescence imaging

For capillary density: gastrocnemius muscle cross-sections were stained with CD31 and DAPI. Quantification was performed on n = 3 of each mouse model for all the stainings. A total of 3-20X IF images were taken for 10 gastrocnemius muscle cross-sections per mouse, resulting in about 30-35 images for quantification per mouse. Using ImageJ quantified number of capillaries was then normalized to the total area of images counted. For PAI-1 colocalization with CD31 (5/6-20X IF images/mouse) and COLI, COLIV and COLVI (5/6-40X images/mouse), the Zen 2.6 blue edition was used for quantification. Quantified staining was divided by the area of the quantified images (mm^2^). Quantification was performed in a blinded fashion.

#### Statistical analysis

Prism Graphpad was utilized for statistical analysis (https://www.graphpad.com). The *P* values for IF images quantification such as in COLI, COLIV, COLVI, CD31 and PAI-1, and western blot densitometric analysis were calculated using One Way ANOVA with Tukey’s multiple comparison test. Graphs show mean ± SEM, unless otherwise specified.

## Data Availability

• scRNA-seq raw sequencing reads and processed gene expression matrices have been deposited at NCBI GEO and are publicly available as of the date of publication. The original western blot images are available on Mendeley Data. Accession number and DOI of data are listed in key resources table. • This paper does not report original code. Codes from published packages are documented below and has been adapted to our samples with minimal, to no alterations to the original code. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

How the deposited data were processed for this re-analysis (not part of the article)

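Single-cell libraries of gastrocnemius muscle from 6 male mice, 2 of each of the wt-NSG, mdx-NSG and mdxD2-NSG models, were analysed. According to the methods and the file headers, the authors counted UMIs per gene and cell barcode with Cell Ranger on its mm10 reference, and the deposited values are raw UMI counts of 31053 genes for the barcodes that Cell Ranger called as cells, without a filter on genes, mitochondrial share or doublets. The values are whole numbers whose totals differ between cells and libraries, and each library was held apart. Symbols were matched to GENCODE M21 on mm10 (GRCm38), which held 31011 of the genes. Each muscle's model was taken from its label. Raw reads and the images, histology and stainings of the study were not analysed here.

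The filters followed the methods of the paper, 500 to 5000 genes for wt-NSG, 800 to 6000 for the other two models and at most 15% mitochondrial UMIs. In the order wt-NSG replicates 1 and 2, mdx-NSG replicates 1 and 2 and mdxD2-NSG replicates 1 and 2, the kept cells held 36138513, 15031662, 65407171, 11312431, 74193316 and 83505201 UMIs in all, with a median of 11098.5, 9214, 10241, 8911.5, 10532 and 12669.5 per cell. At 3 cells, the smallest share that a library can show is 0.0898, 0.181, 0.0534, 0.253, 0.0465 and 0.0514% of all cells in the same order. The intervals given with shares and single counts are Wilson and Poisson intervals of the counting error alone.

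Clustering was written in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9, and figures were drawn with matplotlib 3.10.9. Counts were scaled per cell and log-transformed, 2000 variable genes were taken, S and G2M scores were regressed out, and 30 principal components were corrected over the libraries with an implementation of Harmony (theta 2). Leiden clusters came from a graph of 20 neighbours at a resolution of 2 for cell types and 0.8 for the subtypes within a type. This differs from the SCTransform step of the paper and does not regress out the mitochondrial share. Marker lists of 11 cell types and 26 subtypes were taken from the text, figures and Table S2 of the paper, with common markers of the same types added. A cluster took the name of the list with the highest mean z-score when this was at least 0.5 and at least 3 of its markers were seen in 10% of the cells, and was otherwise left without a name. For cell types the list also had to lead the next one by 0.2, which was not asked of subtypes. Subclusters of mostly pericytes kept that name without these limits. Clusters were also left unnamed or out of their class when their leading genes held more markers of another cell type. The same was done when their UMI count was low and no leading gene was a marker. As subtypes were named from the authors' own markers, the names are not independent of the paper.

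Cells are not replicates, so all tests were made on 1 value per muscle. Counts were summed per muscle and cell type where at least 10 cells were present, and tested in 5 types and 3 comparisons with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM factors, robust quasi-likelihood fit, all 3 models in 1 fit), with Benjamini-Hochberg adjustment over the genes of a type and comparison and a threshold of 0.05. Numbers of cells per cluster name were tested with edgeR's quasi-likelihood test without a trend or robust step, with the cells of the muscle, or of the parent type, as library size. CPM of single genes called TMM-scaled are per library size times the TMM factor, and other CPM per the UMIs of the library or cell type. Sets of genes in endothelial cells were tested with fry and camera of limma 3.58.1, and the Reactome set came with fgsea 1.28.0. With 2 muscles in a model, a permutation test of 2 against 2 has a smallest 2-sided p of 0.333, so none was used. The genes named in the text are genes the study names for a cell type and comparison and the 5 genes with the largest change among those past the threshold in the same direction in every muscle, a rule set before the data were examined, and further genes or clusters are said to be chosen after their values were seen. Results for some of the genes the study names are not reported here. Where a model is at 0 UMIs or cells, a fold is given as a lower bound at 3 counts over the model, and a fitted value printed beside it is no bound.

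Doublets were kept in the reported values, as the methods of the paper name no computed step beyond sorting gates, and were scored per library with an implementation of Scrublet. One alternative removed the highest scores at 0.8% per 1000 barcodes, which took away 134, 40, 326, 26, 450 and 344 cells in the order above. The other alternatives were no integration, no cell cycle regression, a lower and a higher cluster resolution, the same filter for all libraries, no filter on low counts, DESeq2 and its size factors within edgeR, TMM factors over the cell types, a fit of only the 2 models compared, the replicate number as a block, leaving out clusters with markers of a second cell type, camera in place of fry and each muscle left out in turn. DESeq2 was version 1.42.0. Clustering without the marker genes was added after the data had been seen.

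The steps were tested on simulated data. With 200 genes changed by 2 on the log2 scale in mdxD2-NSG, edgeR called 88.5, 72.0, 82.5, 67.0 and 40.0% of them in stromal cells, macrophages, ECs, pericytes and MuSCs, and it called 0 genes in a comparison without a change. The composition test called a planted change of -2 on the log2 scale in ECs in 95.0% of 20 simulations, with 5 false calls of unchanged types over the 3 comparisons. The spread between muscles was a fixed setting there and was not fitted to the data, where the EC change against wt-NSG had an SE of 0.72. The 95.0% is therefore not the power of the tests of shares. Scrublet marked 120 of 200 planted pairs, and the Harmony step returned 8 of 8 planted clusters against 43 clusters without it. The prediction of ligands and the gene ontology enrichment of the paper were not rerun, as they rest on databases that were not used here. No pair of libraries was a duplicate of the same counts, as the chi-square per degree of freedom was at least 50.9 in every pair, the lowest value being that of wt-NSG replicate 2 and mdx-NSG replicate 2.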

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

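The tests for doublets in this part were chosen only after both results were seen.

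A cluster of 103 cells was led by genes of osteoclasts, with 46.1 Acp5, 44.7 Ctsk, 7.33 Mmp9 and 1.04 Ocstamp UMIs per 10000, against 1.36, 0.865, 0.101 and 0.0126 in macrophages and 0.395, 2.83, 0.0319 and 0.00341 in stromal cells. The paper reports no such cluster, although osteoclast differentiation is among the terms for macrophages in its Fig. 4, and it stood out because it lay above the level of the control muscles, with 0% and 0.0602% of all cells in wt-NSG, 0.0712% and 0% in mdx-NSG and 0.698% and 0.908% in mdxD2-NSG (mean 0.803%, SD 0.148, n = 2, in mdxD2-NSG). The upper end of the Wilson interval was at most 0.340% in the wt-NSG and mdx-NSG muscles, and its lower end was at least 0.522% in those of mdxD2-NSG. The log2 change was 5.05 against wt-NSG (adjusted p = 0.0276) and 3.83 against mdx-NSG (adjusted p = 0.0276; edgeR with Benjamini-Hochberg adjustment over all clusters), both mdxD2-NSG muscles being above all 4 others. No alternative was run for single clusters, so how far these values rest on 1 muscle or on the processing was not tested. Doublets of 2 other cells would be marked by the Scrublet step more often than single cells, and 0 of the cells (0%) were marked against 4.04% of macrophages, while their UMI count was 1.65 times that of macrophages. The 100 genes that set each of 9 other cell types apart from macrophages also stayed far below the level of a pair, with upper quartiles of at most -0.0109% of the other profile against at least 17.4% in a pair. A pair with a cell type that is not in the data, carry-over from bone during dissection and a difference between the models in biology stay open, and none of them was tested.

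A cluster of 670 macrophages was led by interferon-stimulated genes, with 6.90 Rsad2 and 6.13 Ifit3 UMIs per 10000 against 0.427 and 0.306 in the other macrophages. It made up 0.0898% and 0.0602% of all cells in wt-NSG, 1.35% and 0.0843% in mdx-NSG and 4.45% and 5.17% in mdxD2-NSG, a mean of 4.81% (SD 0.510, n = 2) in mdxD2-NSG and 0.719% (SD 0.897) in mdx-NSG, and stood out because the paper reports no such cluster, although production of and response to interferon are among the terms for macrophages in its Fig. 4, and because its share in mdxD2-NSG lay above that of the control muscles. The log2 change was 5.88 between mdxD2-NSG and wt-NSG (adjusted p = 0.0152), 2.58 between mdxD2-NSG and mdx-NSG (adjusted p = 0.0626) and 3.30 between mdx-NSG and wt-NSG (adjusted p = 0.0602; edgeR with Benjamini-Hochberg adjustment), and both mdxD2-NSG muscles were above all 4 others. As above, no alternative was run for it. The Scrublet step marked 48 of these cells, 7.16% against 3.85% of the other macrophages, and left 622 unmarked, and the UMI count was 1.10 times that of the other macrophages, where a pair of 2 of them would hold about 2 times that count. A share of marked cells over 1.5 times that of other macrophages was first to speak for doublets, as it does, and this reading was given up after the value had been seen. A later test asked whether the 100 genes that set each of 9 other cell types apart from macrophages lay at the level of a pair, and their upper quartile was at most 0.214% of the other profile against 20.0% to 55.4% in a pair, which argues against pairs of a macrophage and a cell of another type as the whole cluster. Cells like the other macrophages would give pairs with interferon-stimulated genes at the level of those macrophages, so pairs, too, would need a macrophage that holds more of them. Single macrophages in such a state and pairs that hold 1 cannot be told apart, since the genes named were chosen for the cluster, the profile test does not see pairs of 2 macrophages, and the UMI count lies between the values of a single cell and a pair, though nearer to the former. Why replicate 1 of mdx-NSG had more of these cells than replicate 2 was not tested, and a difference between the models in biology stays open and untested.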

How the results depend on the processing

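The setting without the marker genes was chosen after seeing the data, and the other settings were set before the data were examined. Every setting that was set beforehand was run. Values are log2 changes of shares and genes, numbers of genes or of shares past the threshold, and for gene sets the unadjusted p of limma's fry. With all steps as described, edgeR called 140 for stromal cells, 333 for macrophages, 14 for ECs, 1 for pericytes and 8 for MuSCs in mdx-NSG against wt-NSG, 2724 for stromal cells, 1591 for macrophages, 886 for ECs, 103 for pericytes and 381 for MuSCs in mdxD2-NSG against wt-NSG, and 281 for stromal cells, 116 for macrophages, 70 for ECs, 21 for pericytes and 6 for MuSCs in mdxD2-NSG against mdx-NSG, and 6 cell type shares, 0 subtype shares of MuSCs, 10 subtype shares of stromal cells, 5 subtype shares of macrophages and 2 subtype shares of ECs passed over the 3 comparisons. Of the shares past the threshold, those that kept their direction and side in every alternative and with every muscle left out were Adam12+ in mdxD2-NSG against wt-NSG (2.51 to 4.34, and with wt-NSG at 0 cells at least 559-fold higher with no integration), M2c-like in mdx-NSG against wt-NSG (4.39 to 6.54, and with wt-NSG at 0 cells at least 37.6-fold higher without the marker genes and at least 28.2-fold higher with doublets removed) and M2c-like in mdxD2-NSG against wt-NSG (4.85 to 7.03, and with wt-NSG at 0 cells at least 50.6-fold higher without the marker genes and at least 52.2-fold higher with doublets removed). Apart from left-out muscles, 757 values of shares kept direction and side, 97 lost the threshold, 26 gained it and 45 changed sign, and of named genes 1746 kept both, 38 lost it, 92 gained it and 20 changed sign. Of the numbers of genes, 119 stayed within 1.5 times the reported number and 67 did not. Below, apart from left-out muscles, every share with a value under all steps as described that lost or gained the threshold or changed sign is given, and of named genes those that changed sign. Unless a sentence says otherwise, the cause of a change below was not tested.

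At the lower cluster resolution, the numbers of called genes that moved were 34 for stromal cells in mdx-NSG against wt-NSG, and 69 for stromal cells in mdxD2-NSG against mdx-NSG. The number of shares past the threshold was 10 for cell types, 3 for subtypes of stromal cells, 3 for subtypes of macrophages and 1 for subtypes of ECs. Shares no longer past the threshold were 2.64 for Adam12+, 2.01 for Cd53+ and -0.81 for Lyve1+ M2-like in mdx-NSG against wt-NSG, -0.54 for Cxcl14+, -0.81 for Gdf10+ and 2.43 for proliferative macrophages in mdxD2-NSG against wt-NSG, and -0.60 for Cxcl14+, -0.63 for Dpp4+, 1.43 for Cd53+ and 1.72 for Activated.EC in mdxD2-NSG against mdx-NSG. Shares now past the threshold were 3.09 for DCs in mdx-NSG against wt-NSG, and -2.04 for MuSCs, -1.99 for pericytes and -2.16 for Schwann cells in mdxD2-NSG against wt-NSG. Shares changed sign, with -0.23 for resident macrophages and -0.60 for Cd248 M2-like in mdx-NSG against wt-NSG, -0.50 for Capillary.EC.2 and -0.045 for Cd248 M2-like in mdxD2-NSG against mdx-NSG, and -0.64 for Cd248 M2-like in mdxD2-NSG against wt-NSG.

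At the higher cluster resolution, the numbers of called genes that moved were 90 for stromal cells in mdxD2-NSG against mdx-NSG. Past the threshold were the following numbers of shares, 5 for subtypes of ECs. The threshold was lost by shares with -0.55 for Dpp4+ and 1.24 for Cd53+ in mdxD2-NSG against mdx-NSG, and -0.73 for Gdf10+, 1.71 for DCs and 3.65 for proliferative macrophages in mdxD2-NSG against wt-NSG. The threshold was gained by shares with 1.66 for Venous.EC and 1.82 for Capillary.EC.2 in mdxD2-NSG against wt-NSG, and 1.68 for Capillary.EC.2 in mdx-NSG against wt-NSG. The sign of shares turned, with -0.10 for resident macrophages in mdx-NSG against wt-NSG, and -0.062 for Cd248 M2-like in mdxD2-NSG against mdx-NSG.

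Without integration, the numbers of called genes that moved were 34 for stromal cells and 0 for pericytes in mdx-NSG against wt-NSG, and 60 for stromal cells in mdxD2-NSG against mdx-NSG. Shares no longer past the threshold were 2.54 for macrophages, -1.73 for Gdf10+, 2.12 for Activated.EC, -2.36 for ECs and 3.70 for proliferative macrophages in mdxD2-NSG against wt-NSG, 3.19 for Cd53+ and -0.996 for Lyve1+ M2-like in mdx-NSG against wt-NSG, and 1.95 for Cd53+ and 1.50 for Activated.EC in mdxD2-NSG against mdx-NSG. Shares now past the threshold were 10.36 for Cxcl5+ (wt-NSG at 0 cells, at least 106-fold higher) and -5.17 for Capillary.EC.1 in mdxD2-NSG against wt-NSG, and -2.76 for Lyve1+ M2-like, -3.95 for Capillary.EC.1 and 8.02 for DCs (mdx-NSG at 0 cells, at least 17.7-fold higher) in mdxD2-NSG against mdx-NSG. Shares changed sign, with 0.27 for quiescent MuSCs, 0 for DCs (both models at 0 cells, so no fold is given) and 0.14 for Schwann cells in mdx-NSG against wt-NSG, 6.92 for resident macrophages in mdxD2-NSG against wt-NSG, and 1.77 for resident macrophages, -0.46 for M2c-like, -2.27 for Capillary.EC.2 and -0.51 for Cd248 M2-like in mdxD2-NSG against mdx-NSG. Named genes changed sign, with 0.074 for Fn1 in ECs in mdx-NSG against wt-NSG, -0.0098 for Col3a1 in ECs in mdxD2-NSG against mdx-NSG, and -0.28 for Apoe in macrophages and 1.31 for Il1b in macrophages in mdxD2-NSG against wt-NSG.

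Without regression of the cell cycle, the numbers of called genes that moved were 39 for stromal cells and 0 for pericytes in mdx-NSG against wt-NSG, 64 for stromal cells and 2 for pericytes in mdxD2-NSG against mdx-NSG, and 27 for pericytes in mdxD2-NSG against wt-NSG. The number of shares past the threshold was 2 for subtypes of MuSCs, 3 for subtypes of macrophages and 1 for subtypes of ECs. The threshold was lost by shares with -0.77 for Dpp4+, 1.201 for Cd53+ and 1.52 for Activated.EC in mdxD2-NSG against mdx-NSG, -0.72 for Gdf10+, 1.75 for DCs and 3.75 for proliferative macrophages in mdxD2-NSG against wt-NSG, and -1.48 for Lyve1+ M2-like in mdx-NSG against wt-NSG. The threshold was gained by shares with 2.54 for immune MuSCs in mdx-NSG against wt-NSG, and 3.27 for immune MuSCs in mdxD2-NSG against wt-NSG. The sign of shares turned, with -0.044 for Cxcl14+ in mdx-NSG against wt-NSG, and -0.69 for Capillary.EC.2 and -0.17 for Cd248 M2-like in mdxD2-NSG against mdx-NSG. The sign of named genes turned, with -0.0025 for Adam17 in stromal cells and -0.027 for Tgfb1 in stromal cells in mdx-NSG against wt-NSG.

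When clusters were formed without the marker genes, a setting chosen after seeing the data, the numbers of called genes that moved were 69 for stromal cells in mdx-NSG against wt-NSG, and 73 for stromal cells in mdxD2-NSG against mdx-NSG. Past the threshold were the following numbers of shares, 5 for subtypes of stromal cells and 0 for subtypes of ECs. Shares no longer past the threshold were -0.65 for Cxcl14+, -0.74 for Gdf10+, 2.75 for Activated.EC, 1.44 for DCs and 2.48 for proliferative macrophages in mdxD2-NSG against wt-NSG, and -0.64 for Cxcl14+, -0.73 for Dpp4+, 1.41 for Cd53+, 1.78 for Activated.EC and -2.12 for MCs in mdxD2-NSG against mdx-NSG. Shares changed sign, with -0.00071 for Myog+ MuSCs, -0.78 for Capillary.EC.2 and -0.17 for Cd248 M2-like in mdxD2-NSG against mdx-NSG, and -0.0073 for Cxcl14+, -0.23 for resident macrophages and 0.091 for Schwann cells in mdx-NSG against wt-NSG.

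With doublets removed, the numbers of called genes that moved were 89 for stromal cells, 39 for ECs and 0 for pericytes in mdx-NSG against wt-NSG, 112 for stromal cells, 6 for pericytes and 68 for MuSCs in mdxD2-NSG against mdx-NSG, and 38 for pericytes and 747 for MuSCs in mdxD2-NSG against wt-NSG. The number of shares past the threshold was 2 for subtypes of stromal cells, 3 for subtypes of macrophages and 1 for subtypes of ECs. The threshold was lost by shares with 2.16 for macrophages, -0.81 for Cxcl14+, -1.14 for Dpp4+, -0.81 for Gdf10+, 3.01 for Cd53+, 3.18 for Activated.EC, -2.52 for ECs and 8.31 for proliferative macrophages (wt-NSG at 0 cells, at least 5.36-fold higher) in mdxD2-NSG against wt-NSG, 1.79 for Adam12+ and -0.80 for Lyve1+ M2-like in mdx-NSG against wt-NSG, and -0.87 for Cxcl14+, -0.57 for Dpp4+, 2.31 for Activated.EC and -1.76 for MCs in mdxD2-NSG against mdx-NSG. Shares now past the threshold were -0.94 for Capillary.EC.1 and 3.00 for neutrophils in mdxD2-NSG against wt-NSG. The sign of shares turned, with 0.048 for quiescent MuSCs, -0.37 for immune MuSCs and 1.26 for mast cells in mdx-NSG against wt-NSG, -0.74 for immune MuSCs, 0.59 for resident macrophages and 0.48 for mast cells in mdxD2-NSG against wt-NSG, and -0.37 for immune MuSCs and -0.99 for Cd53+ in mdxD2-NSG against mdx-NSG. The p of sets no longer under 0.05 was 0.0738 for collagen genes and 0.0543 for Reactome genes in mdx-NSG against wt-NSG (fry). The p of sets now under 0.05 was 0.0377 for Reactome genes in mdxD2-NSG against mdx-NSG (fry). Named genes changed sign, with 0.27 for Gsn in ECs in mdxD2-NSG against wt-NSG, and -0.011 for Adam17 in stromal cells and -0.075 for Tgfb1 in stromal cells in mdx-NSG against wt-NSG.

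With the same filter for all libraries, the numbers of called genes that moved were 43 for stromal cells and 4 for pericytes in mdx-NSG against wt-NSG, and 82 for stromal cells and 44 for ECs in mdxD2-NSG against mdx-NSG. Past the threshold were the following numbers of shares, 4 for subtypes of stromal cells, 2 for subtypes of macrophages and 1 for subtypes of ECs. Shares no longer past the threshold were 2.28 for macrophages, -0.81 for Gdf10+, -1.48 for Lyve1+ M2-like, -2.13 for ECs and 1.89 for proliferative macrophages in mdxD2-NSG against wt-NSG, 1.53 for Adam12+, 2.96 for Cd53+ and -1.22 for Lyve1+ M2-like in mdx-NSG against wt-NSG, and -0.96 for Cxcl14+, -0.72 for Dpp4+, 1.30 for Cd53+ and 0.71 for Activated.EC in mdxD2-NSG against mdx-NSG. Shares changed sign, with -0.12 for Cxcl14+ and -0.13 for Cd248 M2-like in mdx-NSG against wt-NSG, and -0.32 for Capillary.EC.2 in mdxD2-NSG against mdx-NSG. The sign of named genes turned, with 0.045 for Il1b in macrophages in mdxD2-NSG against wt-NSG, and -0.033 for Tgfb1 in stromal cells in mdx-NSG against wt-NSG.

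With TMM factors over the cell types, the number of shares past the threshold was 2 for subtypes of macrophages and 4 for subtypes of ECs. The threshold was lost by shares with -0.64 for Cxcl14+, -0.65 for Gdf10+, -1.58 for Lyve1+ M2-like, -0.88 for ECs and 2.09 for proliferative macrophages in mdxD2-NSG against wt-NSG, -0.71 for Dpp4+, -1.53 for MCs and -1.62 for MuSCs in mdxD2-NSG against mdx-NSG, and -1.10 for Lyve1+ M2-like in mdx-NSG against wt-NSG. The threshold was gained by shares with 1.43 for Venous.EC and 1.92 for Capillary.EC.2 in mdxD2-NSG against wt-NSG, and 3.54 for DCs in mdx-NSG against wt-NSG. The sign of shares turned, with 0.26 for stromal cells and 0.21 for mast cells in mdxD2-NSG against wt-NSG, 0.27 for stromal cells, 0.25 for mast cells, 0.048 for pericytes, 0.047 for Schwann cells, 0.68 for tenocytes and -0.078 for Cd248 M2-like in mdxD2-NSG against mdx-NSG, and -0.16 for resident macrophages in mdx-NSG against wt-NSG.

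In stromal cells without the Cd53+ cluster, the numbers of called genes that moved were 47 for stromal cells in mdx-NSG against wt-NSG, and 115 for stromal cells in mdxD2-NSG against mdx-NSG. Named genes changed sign, with -0.0027 for Adam17 in stromal cells, -0.46 for Selplg in stromal cells and -0.11 for Tgfb1 in stromal cells in mdx-NSG against wt-NSG.

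In ECs without Capillary.EC.2 and Activated.EC, the numbers of called genes that moved were 51 for ECs in mdx-NSG against wt-NSG. The p of sets no longer under 0.05 was 0.144 for collagen genes in mdx-NSG against wt-NSG (fry). The p of sets now under 0.05 was 0.00361 for Reactome genes in mdxD2-NSG against mdx-NSG (fry). The sign of named genes turned, with 0.28 for Gsn in ECs in mdxD2-NSG against mdx-NSG.

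Without the filter on low counts, the numbers of called genes that moved were 1208 for stromal cells, 1046 for macrophages, 274 for ECs, 47 for pericytes and 192 for MuSCs in mdx-NSG against wt-NSG, 1884 for stromal cells, 792 for macrophages, 619 for ECs, 91 for pericytes and 202 for MuSCs in mdxD2-NSG against mdx-NSG, and 2774 for macrophages, 1617 for ECs, 329 for pericytes and 1104 for MuSCs in mdxD2-NSG against wt-NSG. Named genes changed sign, with -0.0048 for Adam17 in stromal cells in mdx-NSG against wt-NSG. More genes pass here although more are tested, so the number of tests alone is not the reason.

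With DESeq2, the numbers of called genes that moved were 592 for stromal cells, 577 for macrophages, 48 for ECs, 2 for pericytes and 20 for MuSCs in mdx-NSG against wt-NSG, 971 for stromal cells, 280 for macrophages, 138 for ECs, 13 for pericytes and 54 for MuSCs in mdxD2-NSG against mdx-NSG, and 61 for pericytes in mdxD2-NSG against wt-NSG. The sign of named genes turned, with -0.0070 for Apoe in macrophages in mdxD2-NSG against wt-NSG.

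With DESeq2's size factors within edgeR, named genes changed sign, with -0.0070 for Apoe in macrophages in mdxD2-NSG against wt-NSG.

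With only the 2 models compared in the fit, the numbers of called genes that moved were 68 for stromal cells, 0 for ECs, 0 for pericytes and 20 for MuSCs in mdx-NSG against wt-NSG, 147 for ECs and 5 for pericytes in mdxD2-NSG against mdx-NSG, and 217 for pericytes and 883 for MuSCs in mdxD2-NSG against wt-NSG. Past the threshold were the following numbers of shares, 1 for subtypes of MuSCs and 1 for subtypes of ECs. Shares no longer past the threshold were -0.96 for Cxcl14+, -0.97 for Gdf10+ and 2.39 for proliferative macrophages in mdxD2-NSG against wt-NSG, -0.91 for Dpp4+ and 1.68 for Activated.EC in mdxD2-NSG against mdx-NSG, and -0.86 for Lyve1+ M2-like in mdx-NSG against wt-NSG. Shares now past the threshold were 1.25 for Myog+ MuSCs and 1.67 for proliferative macrophages in mdx-NSG against wt-NSG, and 2.48 for Cxcl5+, -2.05 for MuSCs, -1.99 for pericytes and -2.16 for Schwann cells in mdxD2-NSG against wt-NSG. Shares changed sign, with -0.019 for Cd248 M2-like in mdxD2-NSG against mdx-NSG.

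With the replicate number as a block, the numbers of called genes that moved were 57 for stromal cells, 23 for ECs, 0 for pericytes and 5 for MuSCs in mdx-NSG against wt-NSG, and 95 for stromal cells and 210 for macrophages in mdxD2-NSG against mdx-NSG. The number of shares past the threshold was 0 for cell types, 2 for subtypes of macrophages and 0 for subtypes of ECs. The threshold was lost by shares with 2.39 for macrophages, -0.96 for Cxcl14+, -0.95 for Gdf10+, -1.28 for Lyve1+ M2-like, 2.41 for Activated.EC, 4.02 for DCs, -2.35 for ECs, -3.99 for MCs and 2.32 for proliferative macrophages in mdxD2-NSG against wt-NSG, -0.96 for Cxcl14+, -0.92 for Dpp4+, 1.68 for Activated.EC, -2.64 for MCs and -2.95 for MuSCs in mdxD2-NSG against mdx-NSG, and -0.86 for Lyve1+ M2-like in mdx-NSG against wt-NSG. The threshold was gained by shares with 2.35 for Cxcl5+ in mdxD2-NSG against wt-NSG. The p of sets no longer under 0.05 was 0.0731 for Reactome genes in mdx-NSG against wt-NSG, and 0.0575 for Reactome genes in mdxD2-NSG against wt-NSG (fry). The sign of named genes turned, with -0.0025 for Apoe in macrophages and 0.10 for Il1b in macrophages in mdxD2-NSG against wt-NSG. The replicate numbers do not pair the muscles, as the correlation over genes of the deviations between replicates was 0.362 between wt-NSG and mdx-NSG stromal cells and between -0.0718 and 0.126 in the other cell types and pairs of models, so the fit without a block is the reported one.

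With 1 muscle left out, its model keeps 1 muscle, which is then assumed to vary like the other models, and the ranges below, for results that answer a claim of the paper and moved and for others that changed sign, give the lowest and the highest value with the muscle left out in parentheses (wt 1 is wt-NSG replicate 1). Of all values of shares, 438 kept direction and side, 68 lost the threshold, 18 gained it and 31 changed sign, of named genes 776, 65, 33 and 31, of gene sets 18, 16, 0 and 2, and 27 numbers of genes stayed within the limit while 63 did not.

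In mdx-NSG against wt-NSG with 1 muscle left out, the numbers of called genes ran from 4 (wt 2) to 426 (mdx 2) for stromal cells, 63 (mdx 1) to 372 (mdxD2 1) for macrophages, 0 (mdx 1) to 69 (mdx 2) for ECs, 6 (wt 2) to 19 (mdxD2 1) for pericytes and 8 (wt 1) to 197 (mdx 2) for MuSCs. In mdxD2-NSG against wt-NSG with 1 muscle left out, the numbers of called genes ran from 1222 (wt 1) to 3077 (mdx 1) for stromal cells, 567 (wt 1) to 1857 (mdx 2) for macrophages, 216 (mdxD2 1) to 1132 (mdx 2) for ECs, 67 (wt 1) to 297 (mdx 2) for pericytes and 95 (mdxD2 2) to 956 (mdx 2) for MuSCs. In mdxD2-NSG against mdx-NSG with 1 muscle left out, the numbers of called genes ran from 14 (mdxD2 2) to 658 (mdx 1) for stromal cells, 64 (mdx 1) to 199 (wt 2) for macrophages, 5 (mdxD2 1) to 234 (wt 2) for ECs, 11 (mdx 1) to 55 (wt 2) for pericytes and 9 (mdx 2) to 297 (mdx 1) for MuSCs. The number of shares past the threshold ran from 0 (mdxD2 2) to 10 (mdx 1) for cell types, 0 (mdx 1) to 2 (mdxD2 1) for subtypes of MuSCs, 3 (mdxD2 2) to 8 (wt 1) for subtypes of stromal cells, 2 (wt 1) to 5 (mdxD2 1) for subtypes of macrophages and 0 (mdxD2 1) to 1 (mdx 1) for subtypes of ECs. The p of fry ran from 0.00904 (wt 1) to 0.121 (mdx 2) for collagen genes and 0.00987 (wt 1) to 0.147 (mdx 1) for Reactome genes in mdx-NSG against wt-NSG. The p of fry ran from 0.0103 (wt 1) to 0.105 (mdxD2 2) for collagen genes and 0.00549 (wt 1) to 0.163 (mdxD2 2) for Reactome genes in mdxD2-NSG against wt-NSG. The p of fry ran from 0.462 (wt 2) to 1.00 (mdxD2 1) for collagen genes and 0.429 (wt 1) to 0.914 (mdxD2 2) for Reactome genes in mdxD2-NSG against mdx-NSG.

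In mdx-NSG against wt-NSG with 1 muscle left out, the changes of shares ran from -0.33 (wt 1) to 1.41 (wt 2) for immune MuSCs, -0.53 (mdx 1) to 2.28 (mdx 2) for Cxcl5+, -0.18 (mdx 2) to 0.17 (mdx 1) for Cxcl14+, -0.36 (mdx 1) to 0.30 (mdx 2) for resident macrophages, -0.33 (mdx 1) to 1.02 (mdx 2) for Venous.EC, -0.53 (wt 1) to 0.091 (wt 2) for Arterial.EC, -0.033 (mdx 2) to 1.45 (mdx 1) for MuSCs, -0.86 (mdx 1) to 2.77 (wt 1) for neutrophils, -2.54 (mdx 2) to 0.11 (mdx 1) for Schwann cells and -0.94 (mdx 2) to 1.70 (mdx 1) for Cd248 M2-like. In mdxD2-NSG against wt-NSG with 1 muscle left out, the changes of shares ran from 2.04 (wt 2) to 2.65 (wt 1) for macrophages, 1.16 (mdxD2 2) to 2.26 (mdxD2 1) for Myog+ MuSCs, 1.74 (mdxD2 1) to 2.97 (mdxD2 2) for Cxcl5+, -1.07 (mdxD2 1) to -0.86 (mdxD2 2) for Cxcl14+, -1.79 (mdxD2 1) to -1.32 (mdxD2 2) for Dpp4+, -1.25 (wt 1) to -0.64 (wt 2) for Gdf10+, -1.32 (mdxD2 2) to -1.23 (mdxD2 1) for Lyve1+ M2-like, 1.83 (wt 1) to 2.92 (wt 2) for Activated.EC, -2.92 (mdxD2 1) to -1.93 (mdxD2 2) for ECs, -4.29 (wt 1) to -3.74 (wt 2) for MCs, -0.68 (mdxD2 2) to 0.67 (mdxD2 1) for tenocytes, -1.76 (mdxD2 1) to 1.43 (mdxD2 2) for Cd248 M2-like and 1.81 (mdxD2 2) to 2.81 (mdxD2 1) for proliferative macrophages. In mdxD2-NSG against mdx-NSG with 1 muscle left out, the changes of shares ran from -0.090 (mdxD2 2) to 1.01 (mdxD2 1) for Myog+ MuSCs, -0.62 (mdx 2) to 0.039 (mdx 1) for resident macrophages, -0.44 (mdxD2 1) to 1.50 (mdx 1) for M1-like, -0.035 (mdxD2 2) to 1.55 (mdx 1) for Venous.EC, -0.58 (mdxD2 1) to 0.64 (mdx 2) for Capillary.EC.2, -0.43 (mdxD2 1) to 1.72 (mdx 1) for neutrophils, -2.27 (mdx 1) to 0.38 (mdx 2) for Schwann cells, -1.10 (mdxD2 2) to 0.24 (mdxD2 1) for tenocytes and -1.95 (mdxD2 1) to 1.49 (mdx 2) for Cd248 M2-like.

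In mdx-NSG against wt-NSG with 1 muscle left out, the changes of named genes ran from -0.998 (mdx 1) to 0.50 (mdx 2) for Fn1 in ECs, -0.19 (wt 2) to 0.13 (wt 1) for Itgb1 in ECs, -0.92 (mdx 1) to 1.70 (wt 2) for Pf4 in ECs, -1.12 (mdx 1) to 2.39 (mdx 2) for Selp in ECs, -0.19 (mdx 2) to 0.61 (mdx 1) for Col1a2 in pericytes, -0.10 (mdx 2) to 0.14 (mdx 1) for Adam17 in stromal cells and -0.10 (mdx 1) to 0.23 (wt 1) for Tgfb1 in stromal cells. In mdxD2-NSG against wt-NSG with 1 muscle left out, the changes of named genes ran from -0.39 (mdxD2 2) to 3.02 (wt 1) for Cxcl10 in ECs, -0.066 (mdxD2 1) to 2.28 (wt 2) for Pf4 in ECs, -0.58 (mdxD2 1) to 0.40 (mdxD2 2) for Apoe in macrophages, -0.80 (wt 2) to 1.49 (wt 1) for Il1b in macrophages, -0.079 (mdxD2 2) to 0.23 (wt 1) for Tgfb1 in macrophages and -0.18 (mdxD2 1) to 0.60 (mdxD2 2) for Csf1 in stromal cells. In mdxD2-NSG against mdx-NSG with 1 muscle left out, the changes of named genes ran from -0.18 (mdx 1) to 0.44 (mdx 2) for Col3a1 in ECs, -0.063 (mdxD2 2) to 1.19 (mdxD2 1) for Lpl in macrophages, -0.052 (mdxD2 2) to 0.51 (mdxD2 1) for Pld3 in macrophages, -0.14 (mdx 1) to 0.069 (mdx 2) for Adam17 in stromal cells, -0.17 (mdxD2 1) to 1.58 (mdx 1) for Ccl2 in stromal cells and -0.90 (mdxD2 2) to 0.14 (mdx 2) for Mdk in stromal cells.

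No value was obtained for the share of Myog+ MuSCs without regression of the cell cycle, where no such cluster formed, for that of immune MuSCs without mdxD2-NSG replicate 1 and, in the comparisons with wt-NSG, with only the 2 models in the fit, where too few cells were left, and for Moxd1, Spp1 and Arg1 in ECs, Plac8 and Timp1 in pericytes and BC023719 in macrophages under 1 or more settings in which they did not pass the filter on low counts. In stromal cells, macrophages, ECs, pericytes and MuSCs 14101, 12874, 9848, 5035 and 7050 genes were tested in simulated counts, and of those changed by 2 on the log2 scale 88.5, 72.0, 82.5, 67.0 and 40.0% were called in the same order. The shallowest library, mdx-NSG replicate 2, held 11312431 UMIs in 1186 kept cells, and 3 cells make up 0.253% of it.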

Differences from the paper's values

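The setting without the marker genes was chosen after seeing the data, and no further tests were made in this part. Here each muscle is 1 replicate in every test. A value is called within the limits when it is at most 1.5 times the paper's value and at least the paper's value over 1.5, or when it differs from it by no more than the SD between the 2 muscles of the model.

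ECs and pericytes together were 1962 cells, and the paper gives 1150. Of the alternatives set before the data were examined, none came within the limits, with 1963 with a lower cluster resolution, 1962 with a higher cluster resolution, 1962 with no integration, 1971 with no cell cycle regression, 1787 with doublets removed and 2383 with the same filter for all libraries, and clusters formed without the marker genes, chosen after seeing the values, gave 1928. The 2 capillary subtypes in wt-NSG held 661 cells, and the paper's number is 412. Among the alternatives set before the data were examined, 600 with a higher cluster resolution and 495 with doublets removed came within the limits, while the others gave 679 with a lower cluster resolution, 631 with no integration, 669 with no cell cycle regression and 701 with the same filter for all libraries, and clusters formed without the marker genes, chosen after seeing the values, gave 627. The 2 capillary subtypes in mdx-NSG held 297 cells, and the paper's number is 155. Out of the alternatives set before the data were examined, 160 with no integration and 210 with doublets removed came within the limits, while the others gave 330 with a lower cluster resolution, 278 with a higher cluster resolution, 329 with no cell cycle regression and 430 with the same filter for all libraries, and clusters formed without the marker genes, chosen after seeing the values, gave 321. The 2 capillary subtypes in mdxD2-NSG held 228 cells, and the paper's number is 150. Of the alternatives set before the data were examined, 191 with a higher cluster resolution and 160 with doublets removed came within the limits, while the others gave 264 with a lower cluster resolution, 13 with no integration, 249 with no cell cycle regression and 306 with the same filter for all libraries, and clusters formed without the marker genes, chosen after seeing the values, gave 238.

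Gdf10+ cells made up 10.8% of the pooled stromal cells of mdx-NSG, where the paper has 17%. Among the alternatives set before the data were examined, 11.5% with a lower cluster resolution and 12.0% with the same filter for all libraries came within the limits, while the others gave 10.9% with a higher cluster resolution, 10.6% with no integration, 11.1% with no cell cycle regression and 10.8% with doublets removed, and clusters formed without the marker genes, chosen after seeing the values, gave 11.5%, within the limits. Gdf10+ cells made up 9.26% of the pooled stromal cells of mdxD2-NSG, where the paper has 16%. Out of the alternatives set before the data were examined, 10.7% with a lower cluster resolution and 11.0% with no cell cycle regression came within the limits, while the others gave 10.6% with a higher cluster resolution, 6.26% with no integration, 10.5% with doublets removed and 10.4% with the same filter for all libraries, and clusters formed without the marker genes, chosen after seeing the values, gave 10.6%. Immune MuSCs were 10% of the pooled MuSCs of mdxD2-NSG, and the paper's value is 25%. Of the alternatives set before the data were examined, 16.7% with a lower cluster resolution, 30.4% with doublets removed and 18.2% with the same filter for all libraries came within the limits, while the others gave 10% with a higher cluster resolution, 66.7% with no integration and 44.8% with no cell cycle regression, and clusters formed without the marker genes, chosen after seeing the values, gave 19.3%, within the limits. Myog+ MuSCs were 11.9% of those of wt-NSG, and the paper's value is about 6% in Fig. 2, read by eye. Among the alternatives set before the data were examined, none came within the limits, with 11.9% with a lower cluster resolution, 11.9% with a higher cluster resolution, 0% with no integration, 0.926% with doublets removed and 2.75% with the same filter for all libraries, and clusters formed without the marker genes, chosen after seeing the values, gave 0.935%, and no such cluster formed with no cell cycle regression.

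The paper states that mature T cells are absent from its cells, and no cluster carried their markers here, but 10 of 20 DC-like cells of mdx-NSG replicate 1 held UMIs of at least 2 of Cd3e, Cd3d, Trac, Trbc2 and Lck. Stromal cells rank second in mdx-NSG in the paper, and here they led the pooled cells with 39.8% against 36.8% macrophages, and they also led in the 7 other settings of the clustering, 41.4% against 37.0% with a lower cluster resolution, 40.0% against 37.8% with a higher cluster resolution, 39.7% against 37.0% with no integration, 39.3% against 37.9% with no cell cycle regression, 39.6% against 33.3% with clusters formed without the marker genes (chosen after seeing the values), 41.5% against 32.5% with doublets removed and 37.0% against 35.0% with the same filter for all libraries, while by muscle macrophages led in replicate 1 with 41.8% against 38.0%, and stromal cells in the library labelled replicate 2 with 48.6% against 13.0%. The paper describes M2a-like macrophages and Itgae resident macrophages, and neither cluster was named with all steps as described, M2a-like clusters of 326 and 27 cells forming without regression of the cell cycle, with a log2 change of 1.45 in mdxD2-NSG against wt-NSG, 1.32 in mdx-NSG against wt-NSG and 0.13 between the 2 dystrophic models (adjusted p = 0.244, 0.271 and 0.939, edgeR with Benjamini-Hochberg adjustment). Of its Thrsp+ and Tenm2+ stromal cells, a Tenm2+ cluster of 23 cells formed at the higher cluster resolution alone, and Thrsp+ and Itgae resident clusters formed in no setting. The activated MuSCs of the paper had no cluster with all steps as described or at the higher cluster resolution, and formed one in the other settings of the clustering, of which the one without the marker genes was chosen after seeing the values.

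The paper counts Fn1 among the genes raised in ECs of both dystrophic models, and between mdx-NSG and wt-NSG its log2 change was -0.037. It was 0.20 with wt-NSG replicate 2 left out, 0.50 with mdx-NSG replicate 2 left out and 0.074 with no integration. Gsn, which the paper names as raised in mdxD2-NSG ECs, changed by -1.54 in mdxD2-NSG against wt-NSG. It was 0.27 with doublets removed. Gsn, which the paper names as raised in mdxD2-NSG ECs, changed by -1.91 in mdxD2-NSG against mdx-NSG. It was 0.28 with Capillary.EC.2 and Activated.EC left out. Enriched terms for extracellular matrix were lacking in mdx-NSG ECs in the paper, and the unadjusted p of fry against wt-NSG was 0.0170 for collagen genes and 0.0350 for the Reactome set, with adjusted p = 0.0510 and 0.0525 (limma's fry with Benjamini-Hochberg adjustment over the 6 set tests). The unadjusted p was above the threshold, at 0.0576 with mdx-NSG replicate 1 left out, 0.121 with mdx-NSG replicate 2 left out, 0.0747 with mdxD2-NSG replicate 1 left out, 0.0768 with mdxD2-NSG replicate 2 left out, 0.144 with Capillary.EC.2 and Activated.EC left out and 0.0738 with doublets removed for collagen genes, and at 0.0731 with a replicate block, 0.147 with mdx-NSG replicate 1 left out, 0.125 with mdx-NSG replicate 2 left out, 0.0770 with mdxD2-NSG replicate 1 left out, 0.0872 with mdxD2-NSG replicate 2 left out and 0.0543 with doublets removed for the Reactome set. After adjustment it was under the threshold, at 0.0155 with wt-NSG replicate 1 left out for collagen genes, 0.0155 with wt-NSG replicate 1 left out for the Reactome set, 0.0470 with wt-NSG replicate 2 left out for collagen genes and 0.0275 with Capillary.EC.2 and Activated.EC left out for the Reactome set (limma's fry with Benjamini-Hochberg adjustment).

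Several genes that the paper lists as differing between models were not past the threshold here with edgeR, whose named genes and tallies stand beside the claims. With a higher cluster resolution, the threshold was passed by Acp5 in macrophages (mdxD2-NSG against mdx-NSG), by Spp1 in stromal cells (mdxD2-NSG against mdx-NSG) and by Il1b in stromal cells (mdxD2-NSG against wt-NSG). With no integration, the threshold was passed by Acp5 in macrophages (mdxD2-NSG against mdx-NSG) and by Spp1 in stromal cells (mdxD2-NSG against mdx-NSG). With no cell cycle regression, the threshold was passed by Clu in ECs (mdxD2-NSG against wt-NSG), by Acp5 in macrophages (mdxD2-NSG against mdx-NSG) and by Il1b in stromal cells (mdxD2-NSG against wt-NSG). With clusters formed without the marker genes (chosen after seeing the values), the threshold was passed by Acp5 in macrophages (mdxD2-NSG against mdx-NSG) and by Spp1 in stromal cells (mdxD2-NSG against mdx-NSG). With doublets removed, the threshold was passed by Spp1 in ECs (mdx-NSG against wt-NSG), by Clu, Spp1 and Thbs4 in ECs (mdxD2-NSG against wt-NSG), by Acp5 in macrophages (mdxD2-NSG against mdx-NSG), by Spp1 in stromal cells (mdxD2-NSG against mdx-NSG) and by Il1b in stromal cells (mdxD2-NSG against wt-NSG). With the same filter for all libraries, the threshold was passed by Acp5 in macrophages (mdxD2-NSG against mdx-NSG). With the Cd53+ cluster left out, the threshold was passed by Il1b in stromal cells (mdxD2-NSG against wt-NSG). With Capillary.EC.2 and Activated.EC left out, the threshold was passed by Spp1 in ECs (mdx-NSG against wt-NSG), by Fcer1g and Plek in ECs (mdxD2-NSG against mdx-NSG) and by Clu, Fcer1g, Pf4, Spp1 and Thbs4 in ECs (mdxD2-NSG against wt-NSG). With no filter on low counts, the threshold was passed by Abca1, Col1a1, Col3a1, Col6a1, Plvap and Vim in ECs (mdx-NSG against wt-NSG), by Calr, Cd63, Col18a1, Ctss, Fn1, Plek and Plvap in ECs (mdxD2-NSG against mdx-NSG), by Clu, Col3a1 and Fn1 in ECs (mdxD2-NSG against wt-NSG), by Apoe and Il1b in macrophages (mdx-NSG against wt-NSG), by Abcg1, Acp5, Arg1, Bmp2, Mif, Mmp12 and Plin2 in macrophages (mdxD2-NSG against mdx-NSG), by Arg1, Lpl and Tnf in macrophages (mdxD2-NSG against wt-NSG), by Apoe and Il1b in stromal cells (mdx-NSG against wt-NSG), by Adam12, Ccl6, Col12a1, Cxcl12, Cxcl5, Postn and Spp1 in stromal cells (mdxD2-NSG against mdx-NSG) and by Il1b in stromal cells (mdxD2-NSG against wt-NSG). With DESeq2, the threshold was passed by Col3a1 in ECs (mdx-NSG against wt-NSG), by Cd63 and Plek in ECs (mdxD2-NSG against mdx-NSG), by Col3a1 and Spp1 in ECs (mdxD2-NSG against wt-NSG), by Acp5 and Plin2 in macrophages (mdxD2-NSG against mdx-NSG), by Arg1 in macrophages (mdxD2-NSG against wt-NSG), by Apoe in stromal cells (mdx-NSG against wt-NSG), by Ccl6, Col14a1, Cxcl12 and Spp1 in stromal cells (mdxD2-NSG against mdx-NSG) and by Il1b in stromal cells (mdxD2-NSG against wt-NSG). With only the 2 models compared in the fit, the threshold was passed by Ctss in ECs (mdxD2-NSG against mdx-NSG), by Fcer1g, Fn1, Selp and Spp1 in ECs (mdxD2-NSG against wt-NSG) and by Il1b in stromal cells (mdxD2-NSG against wt-NSG). With a replicate block, the threshold was passed by Plek in ECs (mdxD2-NSG against mdx-NSG), by Acp5 and Arg1 in macrophages (mdxD2-NSG against mdx-NSG), by Arg1 and Lpl in macrophages (mdxD2-NSG against wt-NSG), by Ccl6 in stromal cells (mdxD2-NSG against mdx-NSG) and by Il1b in stromal cells (mdxD2-NSG against wt-NSG). With mdx-NSG replicate 1 left out, the threshold was passed by Cd63, Fn1, Plek and Plvap in ECs (mdxD2-NSG against mdx-NSG), by Fn1, Selp and Spp1 in ECs (mdxD2-NSG against wt-NSG), by Bmp2 in macrophages (mdxD2-NSG against mdx-NSG), by Adam12 and Spp1 in stromal cells (mdxD2-NSG against mdx-NSG) and by Il1b in stromal cells (mdxD2-NSG against wt-NSG). With mdx-NSG replicate 2 left out, the threshold was passed by Plvap and Selp in ECs (mdx-NSG against wt-NSG), by Fn1, Selp and Spp1 in ECs (mdxD2-NSG against wt-NSG), by Il1b in stromal cells (mdx-NSG against wt-NSG) and by Il1b in stromal cells (mdxD2-NSG against wt-NSG). With mdxD2-NSG replicate 1 left out, the threshold was passed by Arg1 in macrophages (mdxD2-NSG against wt-NSG). With mdxD2-NSG replicate 2 left out, the threshold was passed by Clu in ECs (mdxD2-NSG against wt-NSG), by Arg1 in macrophages (mdxD2-NSG against mdx-NSG) and by Arg1 in macrophages (mdxD2-NSG against wt-NSG). With wt-NSG replicate 1 left out, the threshold was passed by Col3a1 in ECs (mdx-NSG against wt-NSG), by Ctss and Plek in ECs (mdxD2-NSG against mdx-NSG), by Col3a1 in ECs (mdxD2-NSG against wt-NSG), by Il1b in macrophages (mdx-NSG against wt-NSG) and by Acp5 in macrophages (mdxD2-NSG against mdx-NSG). With wt-NSG replicate 2 left out, the threshold was passed by Cd63, Ctss and Plek in ECs (mdxD2-NSG against mdx-NSG), by Acp5 in macrophages (mdxD2-NSG against mdx-NSG) and by Lpl in macrophages (mdxD2-NSG against wt-NSG). Of the shares the paper describes as changed, these passed the threshold only in other settings than the reported one: Myog+ MuSCs in mdx-NSG against wt-NSG with only the 2 models compared in the fit, mdxD2-NSG replicate 1 left out and mdxD2-NSG replicate 2 left out, Myog+ MuSCs in mdxD2-NSG against wt-NSG with mdxD2-NSG replicate 1 left out, immune MuSCs in mdx-NSG against wt-NSG with no cell cycle regression, immune MuSCs in mdxD2-NSG against wt-NSG with no cell cycle regression, Cxcl5+ in mdx-NSG against wt-NSG with mdx-NSG replicate 2 left out, Cxcl5+ in mdxD2-NSG against wt-NSG with a replicate block, only the 2 models compared in the fit, mdx-NSG replicate 1 left out, mdx-NSG replicate 2 left out and no integration, Cxcl5+ in mdxD2-NSG against mdx-NSG with mdx-NSG replicate 1 left out, Lyve1+ M2-like in mdxD2-NSG against mdx-NSG with no integration, Venous.EC in mdxD2-NSG against wt-NSG with TMM factors and a higher cluster resolution, Capillary.EC.1 in mdxD2-NSG against wt-NSG with no integration and doublets removed, Capillary.EC.1 in mdxD2-NSG against mdx-NSG with no integration, Capillary.EC.2 in mdx-NSG against wt-NSG with a higher cluster resolution, Capillary.EC.2 in mdxD2-NSG against wt-NSG with TMM factors and a higher cluster resolution, proliferative macrophages in mdx-NSG against wt-NSG with only the 2 models compared in the fit, mdxD2-NSG replicate 1 left out and mdxD2-NSG replicate 2 left out.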

Other observations

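The tests of the macrophage share under the same filter, of a wt-NSG muscle under another label and of free RNA from T cells were chosen only after the results were seen.

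Clusters with markers of 2 cell types were tested for doublets, with a ratio of at least 0.75 between their UMI count and the sum of both types set beforehand to speak for doublets, a limit that was not moved. Activated.EC (89 cells, with 52.1 pairs of ECs and macrophages expected) had a ratio of 0.734 in the median over libraries (from wt-NSG replicate 1 to mdxD2-NSG replicate 2 0.593, 1.24, 0.828, 0.203, 0.918 and 0.640), while 66.0% of the profile was that of macrophages (quartiles 61.0% and 73.3%, 71.4% being expected of pairs) and the Scrublet step marked 70.8% of the cells against 4.29% of other ECs, so the last 2 values are consistent with doublets. Capillary.EC.2 (69 cells, 57.8 pairs expected) had a median ratio of 0.535 with stromal cells (in the same order 0.803, 0.268, 1.01, 0.145, 0.175 and 0.956), 45.1% of their profile against 75.3% for pairs, and 59.4% marked. The immune MuSCs (14 cells, 11.4 pairs expected) had ratios with macrophages of 0.892, 1.89, 0.689, 0.883, 0.693 and 0.446 in the same order. Only mdx-NSG replicate 1 and mdxD2-NSG replicate 1, with 4 and 5 of the cells, entered their median of 0.691. Each other library held 1 or 2 of the cells, and of those libraries only mdxD2-NSG replicate 2 lay below the limit. The cells had 71.1% of the macrophage profile against 58.3% for pairs in the 2 libraries of the median. Of them, 71.4% were marked against 7.27% of other MuSCs. In the 3 clusters, doublets and cells that express both sets of genes cannot be told apart, since the UMI ratios of the libraries lie on both sides of the limit, and the paper's sorting gates against doublets were not analysed here. The Cd53+ stromal cluster, for which no limit had been set, had 354 cells with 352 pairs expected, a median ratio of 0.799 (without wt-NSG replicate 2 0.799, 0.902, 0.157, 0.796 and 0.832), 44.7% of the macrophage profile against 42.4% for pairs and 44.6% marked against 1.65% of other stromal cells.

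Collagen genes rose in ECs of both dystrophic models, and Fn1 in those of mdxD2-NSG. The median rise in macrophages, MuSCs, neutrophils and MCs was 0.629 of the rise in ECs, and 1.09 of that in ECs without Capillary.EC.2 and Activated.EC. Not all of these types lack the RNAs, as macrophages of wt-NSG held 963 CPM of Fn1 and MuSCs 840.4 of Col3a1 against 228 and 196 in ECs. The genes go apart, with a rise of Col4a1 of 1010.2 CPM in ECs and -28.4 CPM in the others. In ECs without the 2 clusters, Col1a1, Col1a2, Col3a1 and Col6a1 were highest in mdxD2-NSG replicate 1, as in macrophages. Col1a2 stood at 369 and 89.9 CPM in these ECs of mdxD2-NSG and at 214 and 77.4 in macrophages. Free RNA would give such a pattern, and expression by ECs is not excluded. Col6a1 and Fn1 stood at 12.8 and 114 CPM in these ECs of mdxD2-NSG replicate 2, not above both wt-NSG muscles. Over the list as a whole, the part of free RNA from stromal cells and that of expression by ECs cannot be told apart. Clusters with stromal or macrophage genes are not the whole of the rise between mdxD2-NSG and wt-NSG, as the median log2 change of the collagen genes without them was 1.44 (unadjusted p of fry 0.0196), though 0.449 of the rise in CPM was left. Between mdx-NSG and wt-NSG it was 0.42 and not past the threshold (unadjusted p of fry 0.144). For Fcer1g, Ctss, Pf4 and Spp1 the rise in other types was 0.515 of that in ECs, and 0.235 of the rise was left without the mixed clusters, against which the rise in other types was 2.22 times as large, so free RNA from macrophages, doublets and expression by ECs cannot be told apart, the first ratio lying between the values each would give. A response of ECs that differs between the models stays open and was not tested.

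The 2 mdx-NSG muscles differed in their share of macrophages, 41.8% against 13.0%. A loss of macrophages to the higher minimum of genes is not the reason, as the share of replicate 2 was 12.3% with the same filter for all libraries and that of replicate 1 41.0%. This library is also the one with Dmd at the level of wt-NSG. A wt-NSG muscle under its label would have macrophages like those of wt-NSG, and its M2c-like share was 24.03% against 0.860% and 0.662%, which argues against an unaffected muscle. Of 14 genes that separate mdx-NSG replicate 1 from both wt-NSG muscles, 7 were on the log scale nearer to mdx-NSG replicate 1 and 7 nearer to wt-NSG in it, and in CPM 3 and 11. Over all genes, the chi-square per degree of freedom between it and the other library was 50.9 for wt-NSG replicate 2, 59.8 for wt-NSG replicate 1 and 174 for mdx-NSG replicate 1, against 51.5 between the wt-NSG libraries, a value that also follows depth and the mix of cell types. Of the 14 genes, 4 were higher in wt-NSG. Gm13305 stood at 1.86 CPM in this library against 262 and 268 in wt-NSG, Gm10260 at 3.54 against 415 and 206, and Gm11361 at 0.530 against 46.7 and 24.2. Plac9b went the other way, at 19.6 against 24.1 and 40.9. Enough of a wt-NSG muscle to bring Dmd to its level would raise the first 3 genes, which argues against a mixture with wt-NSG. A muscle of another genotype with damage, another mixture of muscles or another litter stay open and were not tested, and the library was kept under its label.

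For the T cell markers in DC-like cells of mdx-NSG replicate 1, free RNA of T cells would reach all cells alike, and 0.0179% of the other cells of that library (1 of 5598) held at least 2 of the markers against 50.0% of the DC-like ones. T cells among the sorted cells, doublets with T cells and cells brought in from another sample stay open and were not tested.

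In at least 3 of the 5 tested cell types, 3 genes differed between mdxD2-NSG and both other models in the same direction, Fblim1 and Tpm3-rs7 being higher and Klf9 lower, found by a search over all tested genes, against 2 genes for mdx-NSG and 3 for wt-NSG. Sequence variants of the DBA/2 strain would gather such genes near each other, and 0% of them lay within 2 Mb of another one. The test was treated as void after its value had been seen, since 3 genes are too few for it and the median of 10000 random sets was also 0, so strain variants and an effect of the disease cannot be told apart here.

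A cluster of 825 cells led by Cd209a and MHC class II genes had no name among the lists, and made up means of 1.11%, 3.26% and 4.38% of all cells in wt-NSG, mdx-NSG and mdxD2-NSG (SD 0.377, 0.198 and 0.364, n = 2). The log2 change between mdxD2-NSG and wt-NSG was 1.96 (adjusted p = 0.0602, edgeR with Benjamini-Hochberg adjustment over all clusters), both muscles being above both. A cluster of 283 cells led by haemoglobin genes made up 2.00% and 1.44% of all cells in wt-NSG, 0.587% and 4.05% in mdx-NSG and 1.47% and 0.274% in mdxD2-NSG.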
